# Vascular smooth muscle cell PRDM16 regulates circadian variation in blood pressure

**DOI:** 10.1172/JCI183409

**Published:** 2024-12-03

**Authors:** Zhenguo Wang, Wenjuan Mu, Juan Zhong, Ruiyan Xu, Yaozhong Liu, Guizhen Zhao, Yanhong Guo, Jifeng Zhang, Ida Surakka, Y. Eugene Chen, Lin Chang

**Keywords:** Vascular biology, Cardiovascular disease, Hypertension

## Abstract

Disruptions of blood pressure (BP) circadian variation are closely associated with an increased risk of cardiovascular disease. Thus, gaining insights into the molecular mechanisms of BP circadian variation is essential for comprehending BP regulation. Human genetic analyses suggest that PR domain–containing protein 16 (PRDM16), a transcription factor highly expressed in vascular smooth muscle cells (VSMCs), is significantly associated with BP-related traits. However, the roles of PRDM16 in BP regulation are largely unknown. Here, we demonstrate that BP in VSMC-specific *Prdm16*-KO (*Prdm16*^SMKO^) mice was significantly lower than that in control mice during the active period, resulting in aberrant BP circadian variation. Mesenteric artery rings from *Prdm16*^SMKO^ mice showed a reduced response to phenylephrine. Mechanistically, we identified adrenergic receptor α 1d (*Adra1d*) as a transcriptional target of PRDM16. Notably, PRDM16 exhibited a remarkable circadian expression pattern and regulated the expression of clock genes, particularly *Npas2*, which is crucial for BP circadian variation regulation. Consequently, PRDM16 deficiency in VSMCs caused disrupted BP circadian variation through a reduced response to adrenergic signaling and clock gene regulation. Our findings provide insights into the intricate molecular pathways that govern circadian fluctuations in BP.

## Abstract 2

The protein PRDM16, found in vascular muscle cells, helps regulate blood pressure’s daily fluctuations. Its absence leads to a non-dipping blood pressure pattern.

## Introduction

Blood pressure (BP) in humans has diurnal-nocturnal oscillations over a 24-hour cycle, known as the BP circadian rhythm, which is characterized by a morning surge and a nocturnal decrease (1). Declines in nocturnal BP can be classified into normal dippers (10%–20% drop), nondippers (0%–10% drop), extreme dippers (≥20% drop), and reverse dippers (negative percentage change in BP during sleep) (2). Abnormalities in BP circadian variations are closely linked to a higher risk of cardiovascular disease (CVD) (3, 4). Understanding the mechanisms behind BP circadian variation is important for hypertension management.

The contraction state of vascular smooth muscle cells (VSMCs) in blood vessels is critical for the regulation of BP levels (5). VSMC contractility is regulated by neurotransmitters, hormones, and vasoactive factors via GPCRs, leading to myosin light chain (MLC) phosphorylation and vascular contraction (6). The internal timing system, including the central clock in the hypothalamic suprachiasmatic nucleus (SCN), and peripheral clocks, with clock genes (*Bmal1*, *Clock*, *Per*, *Cry*), play a crucial role in BP regulation as well (7). Disruptions in clock genes such as *Bmal1*, *Npas2*, *Cry*, and *Clock* have been shown to change BP circadian rhythms (8, 9).

PR domain–containing protein 16 (PRDM16) is a transcriptional factor known for its role in brown adipocyte determination (10, 11). Recent findings have highlighted the crucial functions of PRDM16 in the cardiovascular system, including maintenance of normal heart development and function (12–17), sustainment of endothelial functions (18), and regulation of arterial development and vascular integrity (19). Importantly, PRDM16 is most highly expressed in the aorta and artery, and single-cell RNA-Seq (scRNA-Seq) analysis in aortas from both humans and mice revealed that PRDM16 is predominantly expressed in VSMCs (20), where it protects against abdominal aortic aneurysm (21). Recent genome-wide association studies (GWAS) and phenome-wide association studies (PheWAS) have linked several single nucleotide polymorphisms, either within or closest to the *PRDM16* gene, to BP-related traits, including diastolic BP (DBP), systolic BP (SBP), hypertension, coronary artery disease (CAD), and stroke (22–25). However, direct evidence of the role of PRDM16 in BP regulation is lacking. Using RNA-Seq analysis, we discovered that VSMC-specific *Prdm16*-KO mice (*Prdm16*^SMKO^) (21) exhibited dysregulated clock genes in the aorta, suggesting a potential link between PRDM16 in VSMCs and BP regulation. We thus hypothesized that PRDM16 in VSMC regulates BP circadian variation. In this study, we demonstrate that loss of function of PRDM16 in VSMCs caused nondipping BP as a result of reduced adrenergic receptor signaling and alterations in clock gene expression.

## Results

### PRDM16 expression in vascular cells and its association with BP-related traits.

The Genotype-Tissue Expression (GTEx) Portal dataset indicates that *PRDM16* is predominantly expressed in the aorta and artery compared with other organs. We further validated this observation by quantitative PCR (qPCR) on multiple organs from mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI183409DS1). The scRNA-Seq analysis revealed that PRDM16 was predominantly expressed in VSMCs in both mouse and human aortas (Figure 1, A and B). These data suggest that PRDM16 has crucial roles in vascular physiology and pathophysiology. Notably, GWAS and PheWAS have shown that the *PRDM16* gene–associated single nucleotide polymorphisms are significantly associated with BP-related traits, including DBP, SBP, hypertension, CAD, and any stroke (23, 24) (Figure 1C). However, the roles of PRDM16 in VSMCs in BP regulation is unknown.

### Loss of function of PRDM16 in VSMCs results in disrupted BP circadian variation.

We monitored the ambulatory BP of male *Prdm16*^SMKO^ mice (the *SMMHC*-CreER^T2^ BAC transgene was inserted on the Y chromosome) (26) and control mice using radiotelemetry. Our findings revealed that during the active phase (lights-off period), basal BP (both SBP and DBP) in *Prdm16*^SMKO^ mice was markedly lower than that in control mice (Figure 2A). Interestingly, during the sleeping phase (lights-on period), we detected no significant difference in SBP and DBP between the 2 groups, although *Prdm16*^SMKO^ mice exhibited a tendency toward lower SBP and DBP (Figure 2A). Meanwhile, we observed a significant decrease in the amplitude range of both SBP and DBP in *Prdm16*^SMKO^ mice, whereas the circadian wavelength range and phase-shift range remained consistent when compared with those of control mice (Figure 2B). Consequently, BP decline from the active phase to the sleeping phase was less than 10%, indicating a nondipping BP pattern in *Prdm16*^SMKO^ mice (Figure 2C).

We further used a newly developed *Itga8*-CreER^T2^ (27) mouse model to delete PRDM16 in VSMCs. Female *Prdm16*^SMKO^ and control mice were subjected to radiotelemetric measurements. Consistent with the results from *SMMHC*-CreER^T2^–mediated KO of *Prdm16* in male mice, *Itga8*-CreER^T2^–mediated *Prdm16* KO in female mice also resulted in hypotension during the active phase and a nondipping BP pattern (Supplemental Figure 2, A–C).

The BP changes observed in *Prdm16*^SMKO^ mice were not attributable to their heart rate (HR), which was comparable between the 2 groups (Figure 2A and Supplemental Figure 2A). The cardiac function parameters such as ejection fraction (EF) and fractional shortening (FS) were also comparable between the 2 groups (Supplemental Tables 1 and 2). Furthermore, the 2 groups of mice exhibited similar levels of locomotor activity (Figure 2A and Supplemental Figure 2A) and whole-body metabolism. The energy expenditure, O_2_ consumption rate (VO_2_), and CO_2_ production rate (VCO_2_) did not show significant differences between *Prdm16*^SMKO^ and control mice (Supplemental Figure 3A). In alignment with these findings, the body weight, body composition (percentage of fat and lean mass), glucose tolerance, and insulin sensitivity were also similar across the groups (Supplemental Figure 3, B–E). Therefore, neither heart function nor whole-body metabolism appeared to cause the disrupted BP circadian variation observed in *Prdm16*^SMKO^ mice.

### PRDM16 deficiency in VSMC results in a reduced contractile response of resistance arteries to phenylephrine.

We next investigated whether PRDM16 deletion in VSMCs affects the contractility of resistance arteries. We isolated the first-order branches of superior mesenteric arteries and determined their responses to various vasoconstrictors to discern the contribution of different mechanisms. We found that potassium chloride–induced (KCl-induced) contractions of the arterial rings were comparable between *Prdm16*^SMKO^ and control mice (2.05 ± 0.20 mN in *Prdm16*^SMKO^ mice vs. 2.09 ± 0.24 mN in control mice) (Figure 3A). However, arterial rings from *Prdm16*^SMKO^ mice showed a significantly decreased contractile response to phenylephrine (PE) compared with those from control mice (Figure 3B), while other vasoconstrictors including 5-hydroxytryptamine (5-HT, also known as serotonin), prostaglandin F2α (PGF2α), and U46619 (a thromboxane A2 agonist) induced similar responses in arterial rings isolated from *Prdm16*^SMKO^ and control mice (Figure 3, C–E). We also evaluated the vasorelaxation of arterial rings to acetylcholine (Ach) and sodium nitroprusside (SNP) and found no significant differences between *Prdm16*^SMKO^ and control mice (Figure 3, F and G).

### PRDM16 transcriptionally activates the expression of the adrenoceptor Adra1d.

To further explore the underlying mechanisms mediating the impaired contractile response specifically to PE in *Prdm16*^SMKO^ mice, we performed qPCR to determine the mRNA expression levels of the related receptors for the above-mentioned vasoconstrictors. PE selectively binds to and activates adrenoceptor α 1 receptors, which consists of adrenoceptor α 1a (encoded by *Adra1a*), adrenoceptor α 1b (encoded by *Adra1b*), and adrenoceptor α 1d (encoded by *Adra1d*). *Adra1d* is the most highly expressed α1-adrenergic receptor in the media, while *Adra1a* is primarily expressed in the adventitia, and *Adra1b* shows negligible expression levels (Supplemental Figure 4A). We found that the mRNA expression of *Adra1a* and *Adra1d* in the aorta was significantly reduced in *Prdm16*^SMKO^ mice compared with control mice (Figure 4A). Consistent with the comparable responses to 5-HT, PGF2α, U46619, Ach, and SNP in artery rings between *Prdm16*^SMKO^ and control mice, the mRNA expression levels of serotonin receptor 2A (*Htr2a*), prostaglandin F receptor (*Ptgfr*), thromboxane A2 receptor (*Tbxa2r*), and nitric oxide synthase 3 (*Nos3*) in the aorta were comparable between *Prdm16*^SMKO^ and control mice (Supplemental Figure 4B). It is well established that adrenoceptor activation leads to phosphorylation of the downstream effector MLC, which is critical for vascular contraction (6). We found that phosphorylation of MLC in the aorta of *Prdm16*^SMKO^ mice was significantly decreased compared with that in aortas of control mice (Figure 4B). We further validated that both the mRNA expression levels of *Adra1d* (Figure 4C) and the phosphorylation of MLC (Figure 4D) in cultured VSMCs were markedly reduced upon *Prdm16* knockdown (KD).

Considering that PRDM16 is a transcriptional regulator (11), we next performed ChIP-Seq analysis. 

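PRDM16 ChIP-Seq was performed in primary mouse fibroblasts (vascular fibroblasts in the sample labels), which are connective tissue cells, and not in VSMCs. The cells were infected for 48 hours with lentivirus carrying Flag-tagged PRDM16 or the empty vector, selected with 2 μg/mL puromycin for 1 week, and immunoprecipitated with an anti-Flag antibody. Each condition had 1 anti-Flag library, so none of the peak values has a replicate and no test was made between the conditions. The IgG libraries were not analysed here. The authors mapped the reads to GRCm38 with bowtie2, called peaks in each library with MACS2 at a q threshold of 0.01 and the genome size preset -g hs, and deposited the position, summit, fold enrichment and −log10 q of each peak. The fold enrichment of a peak is therefore the authors' value and is used here only to describe and rank peaks within a list. The lists hold no read counts, so the depth behind each peak is unknown here, and the paper's Methods give only an average over the libraries. In the PRDM16 library the peaks had a median length of 394 bp (range, 224 to 4976 bp) and a median fold enrichment of 5.27 (range, 1.11 to 47.1). The highest q in this list was 0.0483, and 437 peaks (3.88%) had a q above 0.01. The vector library had 67 peaks with a median fold enrichment of 1.63, of which 26 lay on a single unplaced contig and 19 on chromosome 9. Of the PRDM16 peaks, 16 overlapped a vector peak by at least 1 bp. A promoter peak is defined here as a peak whose centre lies within 2 kb of an annotated TSS on either side, with the TSS taken from the curated RefSeq transcripts of GRCm38, whereas the paper's Methods assign each peak to its nearest TSS with HOMER, a motif and annotation program that was not used here.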

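At *Adra1d*, which encodes an α1-adrenergic receptor, the deposited PRDM16 list held 1 promoter peak. It spanned 1603 bp of chromosome 2 of GRCm38, from 131561118 to 131562720, and covered the annotated TSS at 131562497. *Adra1d* is transcribed from the reverse strand, and the centre of the peak lay 578 bp downstream of the TSS, inside the gene. The fold enrichment was 6.68, higher than that of 81.5% of the peaks in the list, and the −log10 q was 8.95. The reference sequence around the summit, on the forward strand from 131562519 to 131562559, is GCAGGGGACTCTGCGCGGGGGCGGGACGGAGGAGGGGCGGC. No PRDM16 peak had its centre within 5 kb of the TSS of *Adra1a* on chromosome 14 or of *Adra1b* on chromosome 11. The peak nearest to *Adra1b* lay in an intron of the gene from 43889256 to 43889481, 11.9 kb downstream of the TSS, with a fold enrichment of 3.52. The vector library had 0 promoter peaks at these 3 genes. The presence of a promoter peak at *Adra1d*, and the absence of one at the other genes, were the same with windows of 1 kb and 5 kb and with peaks restricted to a q of at most 0.001. With a promoter from 1 kb upstream to 100 bp downstream of the TSS, the peak at *Adra1d* was not counted, since its centre lies further into the gene. The summit of this peak, at 131562539, lies upstream of the TSS and inside that window, but peaks were placed by their centre. This window was applied to single genes only after the data had been seen.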

We identified a binding peak of PRDM16 in the promoter region of *Adra1d* but not of *Adra1a* or *Adra1b* (Figure 4E). In addition, ChIP-qPCR analysis further confirmed the binding of PRDM16 in the promoter region of *Adra1d* (Figure 4F). To investigate whether the binding of PRDM16 to the *Adra1d* promoter regulates its activity, we cloned the promoter surrounding the binding peak region of *Adra1d* to a luciferase reporter vector (pGL4.10) and transfected the reporter vector into NIH/3T3 cells. We found that coexpression of PRDM16 significantly activated the expression of luciferase (Figure 4G). All these data demonstrate that PRDM16 transcriptionally activated the expression of the adrenoceptor *Adra1d*, which mediated VSMC contraction induced by PE. PRDM16 deficiency in VSMCs resulted in reduced *Adra1d* expression and a blunted response to the adrenoceptor signaling pathway, particularly during the active phase in which the sympathetic nervous system is active. This led to nondipping BP.

### Loss of the VSMC contractile phenotype upon PRDM16 ablation.

Our previous study showed that the mRNA levels of *Acta2* (encodes smooth muscle cell α actin [αSMA]) were decreased in the aorta of *Prdm16*^SMKO^ mice compared with levels in control mice (21). To further explore the functional role of PRDM16 in contractile phenotype, we performed a 3D, collagen-based cell contraction assay, which revealed that KD of *Prdm16* dramatically impeded the contraction of VSMCs (Figure 5A). We consistently found that *Prdm16* KD markedly reduced mRNA levels of all 4 recognized VSMC marker genes, namely *Myh11* (encodes smooth muscle myosin heavy chain, also known as MYH11), *Acta2*, *Tagln* (encodes smooth muscle protein 22α [SM22α]), and *Cnn1* (encodes calponin 1) (Figure 5B), and protein expression of αSMA, calponin 1, and SM22α (Figure 5C). We also used primary VSMCs isolated from rat mesenteric arteries to further confirm that PRDM16 was essential for maintaining the VSMC contractile phenotype in resistance arteries (Figure 5, D and E). Furthermore, we observed a significant reduction in protein expression of αSMA, calponin 1, and SM22α in the medial layer of thoracic aortas from *Prdm16*^SMKO^ mice compared with control mice (Figure 5F). However, the involvement of PRDM16 in controlling contractile marker gene expression may not have resulted from direct transcriptional regulation, since no binding peaks were found in the promoter regions of these genes (Supplemental Figure 5). 

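No peak of the PRDM16 library had its centre within 5 kb of the TSS of *Myh11*, *Acta2*, *Tagln*, or *Cnn1*, and no peak lay within the body of any of these 4 genes. For *Tagln*, whose TSS lies at 45936058 on chromosome 9 of GRCm38, the nearest peak was 18.6 kb upstream. The distance was 36.8 kb upstream of the TSS of *Acta2* at 34255373 on chromosome 19 and 160 kb upstream of the TSS of *Myh11* at 14291408 on chromosome 16. For *Cnn1*, with its TSS at 22099253 on chromosome 9, the nearest peak was 65.7 kb downstream, beyond the end of the gene. The peaks were called in fibroblasts and from 1 library, and the smallest enrichment that could have been called at these sites is unknown without the depth. From the lack of promoter peaks, the paper proposes that PRDM16 controls these contractile marker genes by a route other than direct transcriptional regulation.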

Taken together, these data indicate that PRDM16 was essential for maintaining the contractile phenotype of VSMCs. Loss of function of PRDM16 led to impaired VSMC contraction.

### Circadian expression of Prdm16 and its regulation of the expression of canonical clock genes in VSMCs.

The CpG sites for PRDM16 show notable hypomethylation in the placental tissue of night shift workers (28), suggesting that PRDM16 is linked to circadian rhythms. RNA-Seq analysis of the aorta indicated that the genes with differential expression between *Prdm16*^SMKO^ and control mice were enriched in the regulation of BP and the circadian rhythm (Figure 6 A and B). 

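RNA from the thoracic aortas of 3 control mice and 3 *Prdm16* SMKO mice was sequenced, with 1 library per aorta. The sample descriptions give the control mice as *Prdm16* lox/lox without Cre, while the columns of the deposited table name that group WT. The authors deposited TPM, the abundance of each transcript relative to all transcripts of the library, by gene with Ensembl identifiers, and the values of each aorta add up to the same total. TPM retain no read counts, so the depth behind each value is unknown here. Between 13331 and 14007 genes had a TPM of at least 1 in the control aortas and between 13401 and 13935 in the *Prdm16* SMKO aortas. A single gene held 20.2% to 28.2% of the total TPM of an aorta and the mitochondrial genes held 14.7% to 26.5%, so that a change in these shares moves the TPM of every other gene. Across genes, the log2 values of any 2 aortas had a Pearson correlation of 0.9266 to 0.9439, although genes are not independent replicates. The groups were compared with limma's moderated test on log2(TPM + 0.1), without other covariates, over the 15668 genes with a mean TPM of at least 0.5. Genes with a Benjamini-Hochberg adjusted *P* value under 0.05 are referred to as called. Fold changes are on the log2(TPM + 0.1) scale, which understates the change of genes with low TPM. An exact permutation test of 3 aortas against 3 cannot give a 2-sided *P* value under 0.1. Gene positions are those of the GENCODE annotation of GRCm38. The paper's text refers to an earlier publication for its RNA-Seq analysis and names neither the aligner nor the test, and it does not give the time of day at which these aortas were taken.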

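*Prdm16* itself (ENSMUSG00000039410; chromosome 4, 154316125 to 154636873) had TPM of 56.1, 47.6, and 40.3 in the control aortas and 23.3, 33.3, and 23.4 in the *Prdm16* SMKO aortas, so that its mean in the knockout group was 55.6% of the control mean (log2 fold change −0.85, standard error 0.18, adjusted *P* = 0.072 by limma). It was called in 4 of 16 settings, with adjusted *P* values by limma from 0.0239 to 0.23, namely after rescaling by median ratio, after quantile normalization, without *Prdm16* SMKO aorta 2 (0.0398), and with protein-coding genes only, a setting chosen after the data had been seen. Of the genes tested, 168 were called, with 61 higher and 107 lower in *Prdm16* SMKO aortas. The median log2 fold change of all tested genes was −0.12 with the TPM as deposited and 0.0046 after each aorta was rescaled by its median ratio to the geometric mean of the 6 aortas, so the fold changes given here are relative to a background of that size. After that rescaling 413 genes were called, 200 higher and 213 lower, including 164 of the 168. With 1 aorta left out at a time, between 91 genes (without control aorta 1) and 141 genes were called.
For the circadian rhythm, a list of 22 core clock genes fixed in advance stood in for the GO terms of the paper, which were not used here. Of the 21 that passed the TPM filter, 4 were called over all genes tested and 13 when adjusted over the list alone, and 15 were higher and 6 lower in *Prdm16* SMKO aortas. The groups did not overlap for 11 of them, where chance gives 10% of genes and 19% of all tested genes had groups without overlap. As a set, these genes ranked higher than the other genes by limma's camera test with its preset inter-gene correlation of 0.01 (*P* = 1.78e-05), but not with the correlation estimated from the data (0.427; *P* = 0.203) or by the rotation test fry for a shared direction (*P* = 0.228), which gave *P* = 1.591e-04 when genes were allowed to move either way. *Npas2* (ENSMUSG00000026077; chromosome 1, 39193731 to 39363236) fell from 10.3 ± 2.23 TPM (SD, n = 3) to 2.62 ± 0.714 TPM (SD, n = 3), a log2 fold change of −1.95 (standard error 0.24, adjusted *P* = 0.0079 by limma) that stayed between −2.15 and −1.78 with each aorta left out in turn. *Cry1* (ENSMUSG00000020038; chromosome 10, 85131700 to 85185064) rose from 1.90 ± 0.217 to 6.20 ± 1.38 TPM (SD, n = 3 each; log2 fold change 1.64, standard error 0.23, adjusted *P* = 0.012 by limma). The other genes called from the list were *Bhlhe40*, with a log2 fold change of 1.11 (adjusted *P* = 0.0089 by limma), and *Ciart*, at 1.79 (adjusted *P* = 0.020 by limma). Without limma's mean-variance trend none of these 4 genes passed the threshold, with adjusted *P* values of 0.0512 to 0.114 against a range of 0.00149 to 0.114 over all settings, and *Ciart* also missed it without a TPM filter (adjusted *P* = 0.0621 by limma), without control aorta 1 (0.0754), and without control aorta 3 (0.0835). *Arntl*, the gene for BMAL1 (chromosome 7, 113207465 to 113314126), fell from 2.20 ± 0.505 to 0.640 ± 0.121 TPM (SD, n = 3 each) with no overlap between the groups, but its adjusted *P* value by limma was 0.072. *Clock* was also lower in every *Prdm16* SMKO aorta than in every control aorta (log2 fold change −0.60, adjusted *P* = 0.088 by limma). *Per1*, *Per2*, and *Per3* had log2 fold changes of 0.57, 0.63, and 0.52 with adjusted *P* values by limma of 0.24, 0.28, and 0.45, and *Per3* lies within 20 Mb of *Prdm16*, where called genes were more frequent than elsewhere. *Cry2* did not differ beyond the spread between aortas, at 21.0 ± 4.01 TPM in *Prdm16* SMKO and 19.8 ± 2.57 TPM in control aortas (SD, n = 3 each; log2 fold change 0.07, adjusted *P* = 0.90 by limma), and its sign changed without *Prdm16* SMKO aorta 2.

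**Figure D1:**
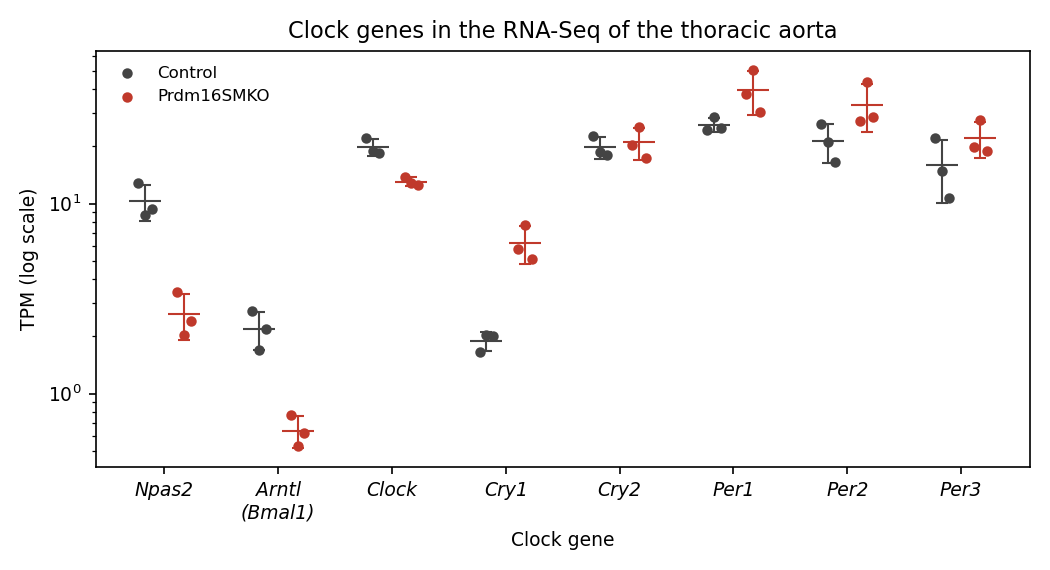
TPM of 8 clock genes on a log scale, with 1 point per aorta (3 control, 3 *Prdm16* SMKO), a horizontal bar at the mean, and error bars of 1 SD. The points of the groups do not overlap for *Npas2*, *Arntl*, *Clock*, *Cry1*, *Per1*, and *Per2*, of which *Npas2* and *Cry1* passed the adjusted *P* threshold.

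Of the genes linked to the regulation of BP that the paper follows up, *Adra1d* (ENSMUSG00000027335; chromosome 2, 131545850 to 131562283) fell from 72.3 ± 19.7 to 38.5 ± 9.97 TPM (SD, n = 3 each), with every *Prdm16* SMKO value lower than every control value (log2 fold change −0.90, standard error 0.23, adjusted *P* = 0.13 by limma). The paper's Supplemental Table 3 gives *Adra1d* a log2 fold change of −0.79. Its adjusted *P* value there is 3.1e-04, by a test that the paper's text does not name. Of 23 genes the paper names, 2 were called over all genes tested and 11 when adjusted over the list alone, a count that is not independent evidence, since part of the list was chosen on these samples. Over 831 Reactome pathways with 10 to 500 tested genes, camera called 6 and fry or an estimated correlation called 0. The called pathways were interferon gamma signaling, higher, and syndecan interactions, prefoldin and chaperonin folding, and HSF1-dependent transactivation, lower, while the circadian clock pathways of Reactome, with 25 and 28 tested genes, had adjusted *P* values of 0.67 and 0.81 by camera. Both pathways of circadian genes activated by BMAL1:CLOCK,NPAS2, with 13 and 14 tested genes, ranked higher with unadjusted *P* values of 0.0183 and 0.0218 by camera and adjusted *P* values of 0.26 and 0.27. From the GO terms enriched among its DEGs (Figure 6B), the paper concludes that genes of the regulation of BP and of the circadian rhythm are over-represented among them.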

We thus determined the 24-hour mRNA expression of *Prdm16* in the aorta and found that *Prdm16* mRNA levels in the aorta were higher during the resting phase and lower during the active phase (Figure 6C). We also examined the expression patterns of clock genes, including *Bmal1*, *Npas2*, *Cry1*, *Cry2*, *Per1*, *Per2*, and *Per3*, in the aorta of *Prdm16*^SMKO^ mice and their control littermates. We found that the *Npas2* mRNA levels in the aorta of *Prdm16*^SMKO^ mice were lower than those in the control mice at all time points (Figure 6D). The *Cry1/Cry2* mRNA levels in the aorta of *Prdm16*^SMKO^ mice were higher than those in control mice during light-off period (Figure 6E), whereas peak mRNA levels of *Per3* at Zeitgeber time 12 (ZT12) were lower in *Prdm16*^SMKO^ mice (Figure 6F). These data suggest that PRDM16 may control the expressions of clock genes. In addition, we found that the circadian expression pattern of *Adra1d* was almost abolished in *Prdm16*^SMKO^ mice (Figure 6G).

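With the promoter defined as 2 kb on either side of a RefSeq TSS and each peak placed by its centre, 6873 of the 11271 peaks of the PRDM16 library (60.98%; exact Clopper-Pearson 95% interval, 60.07% to 61.88%) lay in a promoter. A further 315 peaks (2.80%; 2.50% to 3.12%) lay in other exons, 1948 (17.3%; 16.6% to 18.0%) in introns, and 2122 (18.8%; 18.1% to 19.6%) between genes, and 13 were on contigs not placed on a chromosome. These intervals cover counting error only, since there was 1 library. For comparison, of 112580 positions drawn at random from the same chromosomes, 4.25% fell in a promoter, 2.47% in exons, 36.8% in introns, and 56.5% between genes. Of the promoter peaks, 79.5% had their centre downstream of the TSS, and 65.3% lay between 100 bp and 1 kb downstream, which is 39.8% of all peaks. With a promoter that runs from 1 kb upstream to 100 bp downstream of the TSS, 20.4% of peaks were in a promoter, 21.4% in exons, 38.1% in introns, and 19.9% between genes. Of the settings run, this one moved the promoter, exon, and intron shares most, whereas the share between genes moved most with GENCODE transcripts, to 14.6%, a setting chosen after the data had been seen. Under the 2-kb definition 6818 genes had a promoter peak, and 2385 genes under the definition from 1 kb upstream to 100 bp downstream.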

From our ChIP-Seq analysis, we identified 11,271 peaks representing putative PRDM16-binding sites across the genome, with 19.5% residing in the promoter, 12.1% in exons, 38.0% in introns, and 20.2% in intergenic regions (Figure 7A). Motif analysis of PRDM16 ChIP-Seq peaks revealed that consensus DNA binding motifs for MECOM (also known as PRDM3), which has a binding motif almost identical to that for PRDM16 (12), and several other transcription factors including HAND2 and GATA family transcription factors were highly enriched (Figure 7B). 

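The sequences read from the motif logos of Figure 7B were searched in the 11258 peaks of the PRDM16 library on assembled chromosomes of GRCm38, on both strands, and each was compared with the same sequence reversed, which has the same base composition. The sequence for MECOM, TTGTCTTGTCTT, occurred in 58 peaks (0.515%; exact Clopper-Pearson 95% interval, 0.391% to 0.665%) and its reversed form, TTCTGTTCTGTT, in 4 peaks (exact McNemar test, 2-sided *P* = 6.25e-14). The 58 peaks held 612 copies of it, a median of 10 per peak and up to 47, and 56 of them held more than 1 copy. Of the copies, 99.7% lay in sequence that the reference soft-masks as repeats. In regions shifted by 5 kb from the peaks, 9 held the sequence. The GATA3 sequence TATCTATCTATC occurred in 15 peaks (0.133%), and the comparison with the reversed sequence is void because it is a shift of the same tandem repeat. In the regions shifted by 5 kb, a comparison chosen after the data had been seen, it was more frequent, in 42 regions (0.373%; exact McNemar test, 2-sided *P* = 0.00046), and within 100 bp of the summits it occurred in 12 peaks against 20 shifted regions (*P* = 0.215). The 6-bp GATA core AGATAA occurred in 1066 peaks (9.47%) and its reversed form in 610 peaks (5.42%; exact McNemar test, 2-sided *P* = 7.5e-34). In the shifted regions AGATAA was also more frequent, in 2507 regions (22.3%), so the direction for this sequence depended on the background. The peaks had a GC content of 62.4% and the shifted regions of 46.0%. The HOMER enrichment of the paper and its HAND2 motif were not analysed here.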

Notably, we found PRDM16-binding peaks in the promoter regions of *Bmal1*, *Npas2*, *Cry1*, *Cry2*, and *Per2* (Figure 7C). 

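Promoter peaks in the PRDM16 library were present at *Arntl* (*Bmal1*), *Npas2*, *Cry1*, *Cry2*, and *Per2*, and the vector library had 0 promoter peaks at these genes. At *Arntl*, the peak from 113207579 to 113208644 on chromosome 7 of GRCm38 had its centre 601 bp downstream of the TSS and a fold enrichment of 8.79, higher than that of 94.7% of all peaks. The reference sequence at its summit, from 113207924 to 113207964, is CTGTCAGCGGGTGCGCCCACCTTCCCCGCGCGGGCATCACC. *Npas2* had a peak from 39193836 to 39194282 on chromosome 1, centred 213 bp upstream of the TSS (fold enrichment 5.04), and another from 39192873 to 39193606, centred 1032 bp upstream (fold enrichment 5.98). The sequence at the summit of the first, from 39194103 to 39194143, is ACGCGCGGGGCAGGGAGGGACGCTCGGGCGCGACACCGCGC. At *Cry1* the peak from 85184395 to 85185043 on chromosome 10 lay 335 bp downstream of the TSS with a fold enrichment of 7.03, and the sequence at its summit, from 85184806 to 85184846, is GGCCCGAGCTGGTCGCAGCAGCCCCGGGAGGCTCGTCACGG. *Cry2* had promoter peaks from 92433564 to 92434031 on chromosome 2, 271 bp downstream of the TSS (fold enrichment 5.58), and from 92432131 to 92432361, 1823 bp downstream (fold enrichment 4.57). Its summit sequence, from 92433854 to 92433894, is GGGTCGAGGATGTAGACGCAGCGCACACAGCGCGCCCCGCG. The peak at *Per2*, from 91458521 to 91458818 on chromosome 1, lay 658 bp downstream of the TSS with a fold enrichment of 6.20, and its summit sequence, from 91458714 to 91458754, is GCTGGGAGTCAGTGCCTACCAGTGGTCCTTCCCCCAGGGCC. All sequences are those of the forward strand. In fold enrichment, the 2 *Npas2* peaks were at or above 48.2% and 71.4% of all peaks. For the 2 promoter peaks of *Cry2* these shares were 59.0% and 35.7%, for *Cry1* 84.8%, and for *Per2* 72.8%. Promoter peaks were common, with 1 or more at 43.9% of the tested genes not called in the aorta. The promoter of *Clock* also held a peak (76304544 to 76305283 on chromosome 5; fold enrichment 6.33), whereas the nearest peak was 10.4 kb from the TSS of *Per1* and 13.0 kb from that of *Per3*. Over the 22 core clock genes, the 21 tested for expression in the aorta comprised 15 genes with a promoter peak and 6 without. The presence or absence of a promoter peak at *Arntl*, *Npas2*, *Clock*, and the *Cry* and *Per* genes was unchanged with a window of 1 kb or 5 kb and with a q of at most 0.001, whereas among the other core clock genes *Nr1d1* gained a peak with the 5-kb window, and *Tef*, *Csnk1d*, and *Csnk1e* lost theirs at that q. With a promoter from 1 kb upstream to 100 bp downstream of the TSS, *Npas2* and *Clock* kept a promoter peak, and *Arntl*, *Cry1*, *Cry2*, and *Per2* did not.

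**Figure D2:**
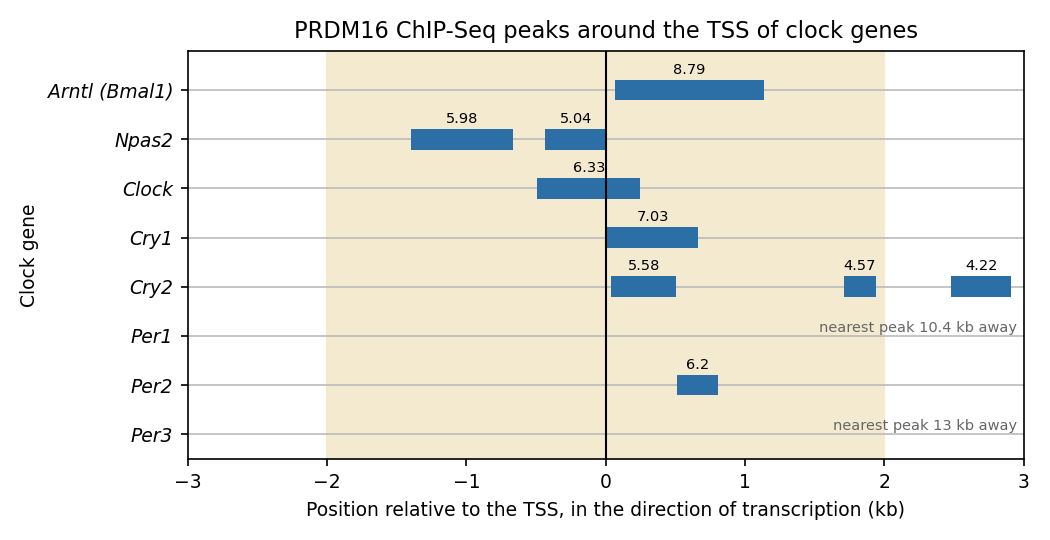
Peaks of the PRDM16 library around the TSS of 8 clock genes, in kb along the direction of transcription, with each peak's fold enrichment over it and the 2-kb promoter window shaded. Peaks lie within 2 kb of the TSS of *Arntl*, *Npas2*, *Clock*, *Cry1*, *Cry2*, and *Per2*, and none lies within 5 kb of the TSS of *Per1* or *Per3*.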

Using ChIP-qPCR analyses, we confirmed that PRDM16 bound to the promoter regions of *Bmal1*, *Npas2*, *Cry1*, *Cry2*, and *Per2* (Figure 7D). We next developed a strategy of comparing clock genes with both altered 24-hour mRNA oscillations upon PRDM16 KO (Figure 6, D–F), PRDM16 binding signals in the promoter region (Figure 7C), and ChIP-qPCR (Figure 7D), and identified *Npas2* and *Cry2* as PRDM16 target clock genes (Figure 7E). In addition, we verified that PRDM16 expression significantly activated *Npas2* promoter–driven luciferase expression (Supplemental Figure 6). Although the underlying mechanisms are yet to be fully addressed, *Npas2^mut^* mice (with decreased expression of *Npas2*) are hypotensive (8), and *Cry*-null mice are hypertensive upon salt induction (9), these results are consistent with the hypotensive phenotype observed in *Prdm16*^SMKO^ mice. 

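Genes with differential expression in *Prdm16* SMKO aortas were compared with genes that had a PRDM16 promoter peak in fibroblasts, over the 12551 tested genes with an annotated TSS. Of 141 called genes, 55 (39.0%) had a promoter peak, against 5446 of 12410 genes not called (43.9%; odds ratio 0.818, Fisher's exact test, 2-sided *P* = 0.268). Because the share of genes with a promoter peak rose with expression, from 26.2% in the lowest decile of mean TPM to between 50.5% and 52.9% in the highest 3 deciles, 10000 random gene sets matched on mean TPM were drawn, and they held a promoter peak in 46.2% of genes on average (95% of sets between 38.3% and 54.6%, permutation test, 2-sided *P* = 0.093). After the TPM were rescaled by median ratio the odds ratio was 1.20 (Fisher's exact test, *P* = 0.0813), and without limma's trend it was 0.167 (*P* = 5.73e-04), so that its direction depended on the processing. With 1 aorta left out at a time it ranged from 0.466 (without control aorta 1, Fisher's exact test, *P* = 0.00376) to 0.782. By direction, 12 of 44 higher genes (27.3%; odds ratio 0.479, Fisher's exact test, *P* = 0.0322) and 43 of 97 lower genes (44.3%; odds ratio 1.02, *P* = 0.919) had a promoter peak, and after rescaling 87 of 180 higher genes (48.3%) did. With 1 aorta left out at a time, the odds ratio of the higher genes ranged from 0.453 to 0.64 with *P* values of Fisher's exact test from 0.0959 to 0.313, and that of the lower genes ranged from 0.412 (without control aorta 1, *P* = 0.0116) to 0.885, with 0.53 (*P* = 0.0329) without *Prdm16* SMKO aorta 1. Without limma's trend the odds ratio of the lower genes was 0.116 (Fisher's exact test, *P* = 0.0164), from 1 of 12 genes, and after rescaling it was 1.20 (*P* = 0.217). *Cry1* and *Bhlhe40* were the core clock genes among the 12 higher genes, against 13 core clock genes among the other 5489 tested genes with a promoter peak (odds ratio 84.2, Fisher's exact test, 2-sided *P* = 4.51e-04). This comparison was chosen after the data had been seen. It was made only among genes with a promoter peak, so it does not test whether a peak goes with a rise. Of the tested core clock genes, all 6 without a promoter peak were higher in *Prdm16* SMKO aortas, against 9 of the 15 with one. With rescaled TPM, 6 of those 87 higher genes were core clock genes, which added *Bhlhe41*, *Hlf*, *Nr1d2*, and *Tef*. Without limma's trend, the 2 higher genes with a promoter peak included 0 core clock genes. Among the 43 lower genes *Npas2* was the 1 core clock gene (odds ratio 9.26, Fisher's exact test, 2-sided *P* = 0.111). This *P* value of Fisher's exact test was 0.0442 without a TPM filter, 0.0253 with protein-coding genes only, which added *Arntl*, and between 0.027 (without control aorta 1) and 0.0815 with 1 aorta left out. It was 0.228 after rescaling, and without limma's trend the 1 lower gene with a promoter peak was not a core clock gene.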

The gene ontology (GO) analysis of differentially expressed genes (DEGs) with PRDM16 binding at their promoters revealed that the upregulated target genes were significantly enriched in the rhythmic process and the circadian rhythm (Supplemental Figure 7 and Supplemental Table 3), further emphasizing the involvement of PRDM16 in the regulation of clock genes.

### Interactions between the two PRDM16 targets: clock genes and Adra1d.

We next investigated how these 3 factors, PRDM16, clock genes (primarily NPAS2 and its binding partner, BMAL1), and ADRα1d, collaboratively regulate the BP circadian variation. For this purpose, we first asked whether NPAS2:BMAL1 regulates *Prdm16* and *Adra1d* expression. As shown in Figure 8A, KD of *Npas2* or *Bmal1* had no effect on *Prdm16* and *Adra1d* expression in primary VSMCs. Interestingly, KD of *Bmal1* resulted in a dramatic increase in *Npas2* expression, which could be a compensatory response, as previously indicated (29). Next, we investigated whether ADRα1d could regulate *Prdm16* and *Npas2* or *Bmal1* expression. As shown in Figure 8B, *Adra1d* KD did not influence *Prdm16* or *Bmal1* expression but markedly reduced *Npas2* expression. It is worth noting that *Adra1d* and *Prdm16* double-KD synergistically decreased *Npas2* expression, indicating that the regulation of *Npas2* by ADRα1d and PRDM16 likely occurs through different pathways. Neither *Npas2*/*Bmal1* nor *Adra1d* KD affected *Prdm16* expression (Figure 8C). Taken together, we found that PRDM16 played a dominant role in regulating the expression of *Adra1d* and clock genes, whereas ADRα1d independently regulated *Npas2* expression.

In summary, these data indicated that PRDM16 is a critical factor that regulates BP levels and variation by targeting the expression of *Adra1d* and clock genes. These findings extensively expand the critical roles of PRDM16 in the cardiovascular system and provide the translational basis for human studies.

## Discussion

GWAS and PheWAS have identified several single nucleotide polymorphisms, either within or closest to the *PRDM16* gene, that are closely related to BP and CVD (22–24, 30). In this study, we provide the first evidence to our knowledge that PRDM16 in VSMCs regulates BP circadian variation by regulating the expression of *Adra1d* and core clock genes in VSMCs. Loss of PRDM16 function in mouse VSMCs resulted in an impaired BP circadian variation, with lower BP during the active phase.

The contractile function of VSMCs in blood vessels is critical for the regulation of vascular tone and BP levels. PRDM16 has been identified as a single-nucleus assay for transposase-accessible chromatin with high-throughput sequencing (snATAC-Seq) SMC marker gene, showing a positive correlation with traditional SMC markers and a negative correlation with fibromyocyte marker genes (22). In our study, we demonstrated that PRDM16 deficiency in VSMCs markedly reduced the expression of contractile marker genes and impaired collagen-based contraction in vitro. Interestingly, our ChIP-Seq analysis revealed that PRDM16 did not directly bind to the promoter regions of these contractile marker genes, indicating that its regulatory effects were likely mediated through indirect mechanisms. One potential pathway involves the TGF-β signaling cascade. Previous research has shown that PRDM16 can negatively regulate *Tgfb2*, a key upstream ligand of the TGF-β pathway, possibly by binding to the promoter region of *Tgfb2* (20). Additionally, in gastric cancer cells, PRDM16 has been found to inhibit TGF-β signaling by interacting with Ski oncogene, a known repressor of TGF-β signaling (31). These findings suggest a model in which PRDM16 indirectly modulates contractile gene expression in VSMCs by altering TGF-β signaling dynamics. The TGF-β signaling pathway is well known for its pleiotropic regulatory effects on VSMC phenotype and function. Maintaining homeostasis within VSMCs requires a balanced activation of TGF-β signaling (neither deficient nor excessive activation is beneficial). Thus, PRDM16 in VMSCs may indirectly affect the expression of contractile marker genes and the contraction of blood vessels by modulating TGF-β signaling.

Sympathetic hormones, including epinephrine and norepinephrine, induce VSMC contraction by binding to α1-adrenergic receptors. Our data indicate that PRDM16 bound to the promoter region and transcriptionally activated *Adra1d* expression in VSMCs, although *Adra1a* expression was also reduced in the arteries of *Prdm16*^SMKO^ mice. However, our ChIP-Seq analysis did not reveal any PRDM16 binding peaks in the promoter region of *Adra1a*, implying that the reduced *Adra1a* mRNA expression may have been a secondary effect of *Adra1d* downregulation. 

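*Adra1a* (ENSMUSG00000045875) lies on chromosome 14 of GRCm38 from 66635251 to 66771168 on the forward strand. The nearest peak of the PRDM16 library to its TSS was 232 kb downstream, beyond the end of the gene, from 66867425 to 66868014, with a fold enrichment of 8.44, and it lay in the promoter of another gene. No peak lay within the body of *Adra1a*. From the lack of a promoter peak, the paper proposes that the fall in *Adra1a* mRNA follows from that of *Adra1d*.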

Other important vasoconstriction factors such as angiotensin II (Ang II) (32) may not contribute to PRDM16-mediated vascular tone regulation. Expression levels of the Ang II receptor *Agtr1a* in the aorta were not different between *Prdm16*^SMKO^ mice and control mice (Supplemental Figure 4B). Therefore, these findings collectively suggest that PRDM16 played a crucial role in BP regulation by modulating the expression of α1-adrenergic receptors, particularly *Adra1d*. Consistent with our data, a previous study showed that *Adra1d* expression was decreased in the right ventricle of cardiomyocyte-specific *Prdm16*-KO mice (12). The cardiac-null mutation of *Prdm16* causes hypotension in female mice (33). As a result, mice lacking PRDM16 function in VSMCs exhibit lower BP during the active phase due to a blunted response to sympathetic stimulation, resulting in a blunted BP elevation.

Additionally, previous studies documented that clock genes regulate vascular tone and BP circadian variation by modulating both catecholamine production and responsiveness through adrenergic receptors in the aorta. For instance, global KO of *Bmal1* or *Npas2* mutation in mice reduces BP, especially during the active phase (8). *Bmal1* deletion reduces plasma norepinephrine and epinephrine levels and increases the expression of catechol-*O*-methyltransferase (*Comt*), an enzyme responsible for catecholamine clearance, in the aorta (8). Similarly, endothelium-specific *Bmal1* deletion reduces BP during the active phase without altering plasma catecholamines (34). VSMC-specific *Bmal1* deletion also reduces active-phase BP, although the plasma catecholamine levels and adrenoceptor expression levels in VSMCs remain unclear (35). However, expression of the *Cry* gene is regulated by *Bmal1*, and *Cry* plays a role in circadian BP regulation by modulating α-adrenergic receptor–mediated vasoconstriction. Global *Cry*–deficient mice show diminished catecholamine-mediated vasoconstriction due to reduced α-adrenoceptor expression in the aorta (9). In addition to the crosstalk between clock genes in α-adrenergic receptor signaling, the regulation of BP variation by clock genes and *Adra1d* may occur through different pathways. BMAL1 directly activates *Rock2* expression in VSMCs, regulating MLC phosphorylation and vascular contraction through a Ca^2+^-independent pathway (35). In contrast, ADRα1d signals through Ca^2+^-dependent pathways involving the Gq/11 family of G proteins, leading to MLC phosphorylation, actin polymerization, and vascular contraction (6). Moreover, *Bmal1* KO compensatorily increased *Npas2* expression in the aorta (8), which might be a compensatory way to correct the disrupted clock. And *Npas2* is a target gene of PRDM16 (36). In this study, we comprehensively explored the relationship between PRDM16, clock genes, and the newly identified PRDM16 target gene *Adra1d*. PRDM16 functions as a master regulator that governs the expression of both *Npas2* and *Adra1d*. On the one hand, ADRα1d responds to sympathetic nervous system activation by inducing adrenergic receptor signaling pathway transduction to trigger Ca^2+^-dependent vascular contraction. On the other hand, the NPAS2:BMAL1 complex functions in a Ca^2+^-independent manner (or via other pathways yet to be defined) to induce vascular contraction. These 2 arms thus collaboratively result in blunted BP elevation in the active phase in *Prdm16*^SMKO^ mice.

Consistent with expression in adipose tissues and whole eyes (37, 38), our data showed that PRDM16 expression in the aorta had a circadian pattern. However, little is known about the upstream regulator of PRDM16. Previous studies have suggested that BMAL1 might regulate PRDM16, yet conclusions vary across different tissues. For example, in *Bmal1*-KO mice, *Prdm16* expression is significantly reduced in the olfactory bulb (39), whereas it is markedly increased in brown adipocytes differentiated from preadipocytes (40, 41). It has also been shown that *Per3*-KO mice have reduced *Prdm16* expression in whole eyes (38), and the homozygous staggerer mutant mouse, which carries a deletion within the nuclear receptor ROR alpha gene, shows increased *Prdm16* expression in inguinal and epididymal adipose tissue (37). In our study, we did not observe any differences in *Prdm16* mRNA expression upon *Bmal1* or *Npas2* KD in cultured VSMCs. Additionally, PRDM16 has been shown to undergo posttranslational modifications (PTMs), including acetylation, polyubiquitination, and SUMOylation, which modulate its protein stability and functions (42–44). Notably, S-nitrosylation is an oxidative PTM that a nitric oxide (•NO) group is reversibly added to cysteine residues (45). The production of endogenous •NO by NOS varies according to the circadian rhythm (46). S-nitrosylation of proteins has been linked to the regulation of vascular tone and BP (47, 48). Through computational tools such as GPS-SNO (49) and iSNO-PseAAC (50), it has been predicted that PRDM16 can undergo S-nitrosylation at the Cys587 residue (51). Therefore, PRDM16 might regulate BP circadian variations through its NO-dependent S-nitrosylation, which needs further studies in the future.

In summary, our research elucidates a previously unknown mechanism by which PRDM16 in VSMCs regulates BP circadian variation. This finding has critical implications for understanding the pathogenesis of hypertension and related cardiovascular disorders. By linking PRDM16 to the regulation of clock genes and α-adrenergic receptor signaling, our study identifies a potential target for therapeutic interventions aimed at restoring normal BP circadian rhythms. Such treatments could be particularly beneficial for patients with hypertension, or sleep apnea and for those who work night shifts, all of whom commonly experience disrupted BP patterns. Furthermore, targeting PRDM16 might offer a new avenue for personalized medicine. The identification of PRDM16-linked single nucleotide polymorphisms associated with BP traits suggests that genetic screening could help identify individuals at higher risk for circadian BP disruptions and related cardiovascular events. Early intervention in these high-risk populations could improve clinical outcomes and reduce the burden of CVD. In conclusion, our study not only advances the understanding of BP regulation but also opens new pathways for translational research and clinical applications aimed at mitigating hypertension and its consequences.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Animals.

Male VSMC-specific *Prdm16*-KO (*Prdm16*^SMKO^) mice were obtained by crossbreeding *Prdm16*^lox/lox^ floxed mice (strain number 024992, The Jackson Laboratory) (52) with *Myh11*-CreER^T2^ mice (strain number 019079, The Jackson Laboratory) (26), and female *Prdm16*^SMKO^ mice were generated by crossbreeding *Prdm16*^lox/lox^ mice with *Itga8*-CreER^T2^ mice (27). All mice were maintained on a C57BL/6J background and housed under regular housing conditions (12-hour light/12-hour dark cycle, 20–23°C) with free access to regular chow diet and water. To induce *Prdm16* KO, 8-week-old mice were treated with tamoxifen (75 mg/kg/day, catalog T5648, MilliporeSigma) in corn oil (catalog C8267, MilliporeSigma) for 5 consecutive days by oral gavage, followed by a 2-week washout period. *Prdm16*^lox/lox^ mice and *Myh11*-CreER^T2^ or *Itga8*-CreER^T2^ mice were used as a control.

### Radiotelemetric measurement of BP.

BP was measured by radiotelemetry (HD-X11 or PA-C10, Data Sciences International), as described previously (29). In brief,10- to 12-week-old mice were anesthetized with 2% isoflurane inhalation. The left common carotid artery was cannulated with the telemetry catheter, and the telemetry transmitter was secured in the abdominal cavity. Following recovery from surgery for at least 10 days, SBP, DBP, HR, and locomotor activity were continuously recorded.

### Echocardiography in mice.

In brief,10- to 12-week-old male mice were anesthetized with 2% isoflurane inhalation. The hair on the chest area was removed using hair removal cream. A generous amount of ultrasound gel was applied to the chest area and the high-frequency transducer was positioned on the chest area at the left parasternal area to obtain standard cardiac views, including long-axis views, short-axis views, and M-mode imaging for the measurements of cardiac function parameters such as ejection fraction (EF), fractional shortening (FS), stroke volume, and cardiac output.

### Glucose tolerance test and insulin tolerance test.

For the glucose tolerance test (GTT), mice were fasted for 6 hours. Glucose in the drinking water was administered by oral gavage at a dose of 2 g/kg BW. Blood samples were collected through tail vein puncture at 30-minute intervals, and blood glucose levels were measured until they returned to normal levels. For the insulin tolerance test (ITT), mice were administered an i.p. injection of insulin at a dose of 100 U/kg BW. Blood samples were collected via tail vein puncture, and blood glucose levels were measured at 30-minute intervals until they returned to normal levels.

### Whole-body metabolism measurement by the Promethion system (indirect calorimetry).

Mice were acclimated to a metabolic chamber, where they were housed individually under controlled environmental conditions, including 24°C environment temperature, 37% humidity, and a 12-hour/12-hour light/dark cycle. The airflow rate through the chambers was adjusted at a level that would maintain the oxygen differential around 0.3% at resting conditions. The oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were sampled for 5 seconds at 10-minute intervals for the calculation of total energy expenditure (EE) and the respiratory exchange ratio (RER).

### Wire myography.

The first-order branches of the superior mesenteric arteries were dissected from 10- to 12-week-old male mice and rinsed in ice-cold physiological saline solution (PSS) (130 mM NaCl, 4.7 mM KCl, 1.18 mM KH_2_PO_4_, 1.17 mM MgSO_4_, 0.026 mM EDTA, 14.9 mM NaHCO_3_, 5.5 mM glucose, and 1.6 mM CaCl_2_). After removal of perivascular adipose tissue, the arteries were cut into approximately 3 mm long rings and mounted onto a wire myograph chamber (610 M, Danish Myo Technology A/S) containing 8 mL PSS aerated with a mixture of 95% O_2_ and 5% CO_2_ and maintained at 37°C. The vessel rings were then allowed to rest for 20 minutes and stretched to the optimal basal tension (~1.5 mN) in a stepwise manner as previously described (29), followed by 3 consecutive KCl (60 mM in PSS) responses for wakeup. After equilibration for 30 minutes, the cumulative concentration responses to PE (catalog P6126, MilliporeSigma, stock solution 0.1 M in Milli-Q water), 5-HT (catalog H9523, MilliporeSigma, stock solution 0.1 M in Milli-Q water), PGF2α (catalog P5069, MilliporeSigma, stock solution 10 μM in ethanol), and U-46619 (catalog 16450, Cayman Chemical) were assessed to characterize vasoconstriction. To characterize vasodilation, the vessel rings were preconstricted with U-46619, and then the cumulative dose responses to Ach (catalog A2661, MilliporeSigma, stock solution 0.1 M in Milli-Q water) and SNP (catalog 71778, MilliporeSigma, stock solution 0.1 M in Milli-Q water) were determined. Constriction was measured as tension and expressed in absolute millinewton (mN) values.

### Cell culturing.

Primary VSMCs were isolated from the thoracic aorta of 10-week-old male rats as previously described (21) and cultured in DMEM/F12 (catalog 11330032, Gibco, Thermo Fisher Scientific) supplemented with 10% FBS (catalog 10438026, Gibco, Thermo Fisher Scientific). Primary VSMCs were cultured at 37°C, 5% CO_2_ in a humidified cell culture incubator and used from passages 3–10 in all experiments. For the KD assay, primary VSMCs were transfected with control siRNA (siCtrl) (10 nM) or si*Prdm16* (10 nM) using Lipofectamine RNAiMAX (catalog 13778150, Invitrogen, Thermo Fisher Scientific), according to the manufacturer’s protocols. Forty-eight to 72 hours later, RNA and protein samples were harvested. siCtrl, *Prdm16* siRNA (target sequence: UGACAGUUUAGCCGGGAAA), *Bmal1* siRNA 1 (target sequence: GAUCACGACUAAUUGCUAU), *Bmal1* siRNA 2 (target sequence: AGACUGGACUUCCGGUUAA), *Npas2* siRNA 1 (target sequence: UAGGAUACCUGCCCUUUGA), *Npas2* siRNA 2 (target sequence: CACCAUGACUUCCGGUAUA), and *Adra1d* siRNA (catalog MQ-091737-01-0002) were obtained from Dharmacon, Horizon Discovery.

### qPCR analysis.

qPCR was performed as previously described (21). Briefly, total RNA was extracted using the RNeasy Mini kit (for cells, catalog 74106, QIAGEN) or RNeasy Micro kit (for aortic tissues, catalog 74004, QIAGEN), followed by cDNA synthesis with the SuperScript III First-Strand Synthesis System (catalog 18080, Life Technologies, Thermo Fisher Scientific). Relative mRNA expression was calculated by normalization to *Gapdh* levels using the 2^–ΔΔCt^ method. Primer sequences used in this study are listed in Supplemental Table 4.

### Western blot analysis.

Protein lysates from cultured VSMCs or the medial layer of thoracic aorta were prepared with RIPA buffer (catalog 89901, Thermo Fisher Scientific) supplemented with protease inhibitor cocktail (catalog 11873580001, Roche) and were resolved by SDS-PAGE and transferred onto nitrocellulose membranes (catalog 1620115, Bio-Rad). The membranes were blocked in 5% nonfat dry milk in TBS with 0.1% Tween 20 detergent (TBS-T) for 1 hour at room temperature and probed with the following primary antibodies overnight at 4°C: anti-αSMA (1:1,000; catalog MA5-11547, Invitrogen, Thermo Fisher Scientific), anti–calponin 1 (1:1,000; catalog ab46794, Abcam), anti-transgelin (1:1,000; catalog ab46794, Abcam), anti-tubulin (1:1,000; catalog 2148, Cell Signaling Technology), and anti–β-actin (1:2,000; catalog 3700, Cell Signaling Technology). The signals were captured and quantified using Image Studio, version 3.1 (Odyssey CLx).

To determine the phosphorylation levels of MLC, thoracic aorta was dissected and equilibrated in PSS for 20 minutes at 37°C. Thirty minutes after 3 consecutive KCl (60 mM in PSS) responses for wakeup, the thoracic aorta was treated with vehicle and PE (0.1 mM) for 3 minutes. The tissues were then snap-frozen in liquid N_2_ and homogenized in RIPA buffer supplemented with protease inhibitor cocktail and phosphatase inhibitor cocktail 3 (catalog P0044, MilliporeSigma). Following sonication (Branson Sonifier SLPe, 15 seconds of 35% amplification, 3 times), the lysates were cleared by centrifugation for 2 minutes at 10,000*g* at 4°C. The protein concentrations of the supernatants were determined using Pierce BCA protein assay kits (catalog 23227, Thermo Fisher Scientific). Equal amounts of protein lysates were analyzed by Western blotting as described above. The following primary antibodies were used: anti–phosphorylated MLC2 (Ser19) (1:1,000; catalog 3671, Cell Signaling Technology) and anti-MLC2 (1:1,000; catalog 3672, Cell Signaling Technology).

### Luciferase assay.

The promoter region was amplified with PCR and subcloned into the pGL4.11[luc2P] vector (catalog E6661, Promega) using the In-Fusion HD Cloning Plus Kit (catalog 638910, TaKara Bio). All PCR products were validated by Sanger sequencing. The luciferase plasmids along with the PRDM16 expression vector or empty controls were then cotransfected into NIH/3T3 cells (catalog CRL-1658, American Type Culture Collection [ATCC]) using Lipofectamine 2000 (catalog 11668019, Thermo Fisher Scientific) according to the manufacturer’s instructions. Twenty-four hours after transfection, cells were harvested in passive lysis buffer, and luciferase activity was determined by dual luciferase assay (catalog E1910, Promega). Data are presented as the relative luciferase activity against *Renilla* activity.

### Collagen-based contraction assay.

The collagen-based contraction assay was performed as described previously (53). In brief, 2.3 mg/mL collagen (catalog A1048301, Gibco, Thermo Fisher Scientific) solution was prepared according to the manufacturer’s protocols and was mixed with the cell suspension (3 × 10^6^ cells/mL) at a volume ratio of 4:1. The collagen-cell mixture was then seeded into a 24-well plate and incubated for 30 minutes at 37°C, followed by addition of 0.5 mL Opti-MEM I to the gel lattice. After 24 hours, the gel was released, and its size was measured and analyzed using ImageJ software (NIH).

### RNA-Seq analysis.

RNA samples from the thoracic aorta of mice with a RNA integrity number (RIN) of greater than 7 were submitted to the Advanced Genomics Core of the University of Michigan for RNA-Seq, as we previously described (54).

### ChIP assay.

A ChIP assay was performed with the SimpleChIP Enzymatic Chromatin IP Kit (catalog 9003, Cell Signaling Technology), according to the manufacturer’s instructions. Briefly, mouse fibroblasts were infected with lentivirus carrying PRDM16 or vector (as the control) for 48 hours and were selected with 2 μg/mL puromycin for 1 week. Cells were then incubated with 1% paraformaldehyde (catalog 158127, MilliporeSigma) for 10 minutes at room temperature to crosslink proteins with DNA, followed by neutralization with glycine for 5 minutes at room temperature. The nuclei were prepared and digested with Micrococcal Nuclease for 20 minutes at 37°C, followed by sonication (Branson Sonifier SLPe, 20 seconds of 35% amplification, 3 times). The purified sheared chromatin was immunoprecipitated with anti-Flag antibody (1 μg, catalog 14793, Cell Signaling Technology), anti-PRDM16 antibody (2 μg, catalog ab106410, Abcam), or an equal amount of normal IgG (catalog 2729, Cell Signaling Technology) overnight at 4°C with gentle rotation. The precipitated DNA was extensively washed with low-salt buffer and high-salt buffer, and the eluted protein-DNA complexes were reversed with proteinase K for 2 hours at 65°C. Purified DNA was used for qPCR analysis. ChIP-qPCR data are expressed as a percentage of the input, which was calculated using the following equation: [percentage input = 2% × 2^[Ct(2% input sample] – Ct[IP sample])^].

### ChIP-Seq.

Purified DNA as described above was subjected to ChIP-Seq as previously described (55). The DNA library preparation and sequencing were performed by the Advanced Genomics Core of the University of Michigan. Briefly, the DNA library was prepared with the NEB Next Ultra II DNA Library Prep Kit for Illumina (New England Biolabs [NEB]) and sequenced on a NovaSeq 6000 platform (Illumina) to generate pair-end 101 bp reads. An average of 25 million paired reads was generated for each sample (IgG and anti-Flag groups). The reads were mapped to the mouse genome (NCBI GRCm38) with bowtie2. The peak calling was done with MACS2 (with the following settings: -f BAMPE –g hs –B --SPMR –q 0.01). Peaks were aligned to the nearest transcription start site (TSS) with HOMER, version 4.11 (http://homer.ucsd.edu/homer/). The peaks were visualized using the Integrative Genomics Viewer (IGV).

### Statistics.

Statistical analyses were performed using GraphPad Prism 10.3.1 (GraphPad Software). All data were assessed for variance and normality. The sample size was determined on the basis of preliminary studies and our previous publications (21, 29). A 2-tailed Student’s *t* test was used for comparisons between 2 groups. A 1-way or 2-way ANOVA followed by the Holm-Šidák multiple-comparison test was used for comparisons among 3 or more groups, as specified in the figure legends. A *P* value of less than 0.05 was considered significant. The data are presented as the mean ± SEM.

### Study approval.

All animal study protocols were approved by the IACUC of the University of Michigan.

### Data availability.

All data generated in this study are included in this manuscript (and its supplemental material). All data used to generate graphs are provided in the Supporting Data Values file. RNA-Seq and ChIP-Seq data are available in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE272891). Additional detailed information is available from the corresponding author upon request.

## Author contributions

ZW and LC contributed to the design of the research studies and conducted experiments and acquired and analyzed data. WM, J Zhong, RX, YG, and J Zhang contributed to critical discussions and interpretation of the data and revision of the manuscript. YL, GZ, and IS contributed to analysis of the RNA-Seq data and plotting of the human genetic analyses results. YC and LC contributed to study conceptualization, supervision, project administration, and funding acquisition. ZW and LC wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
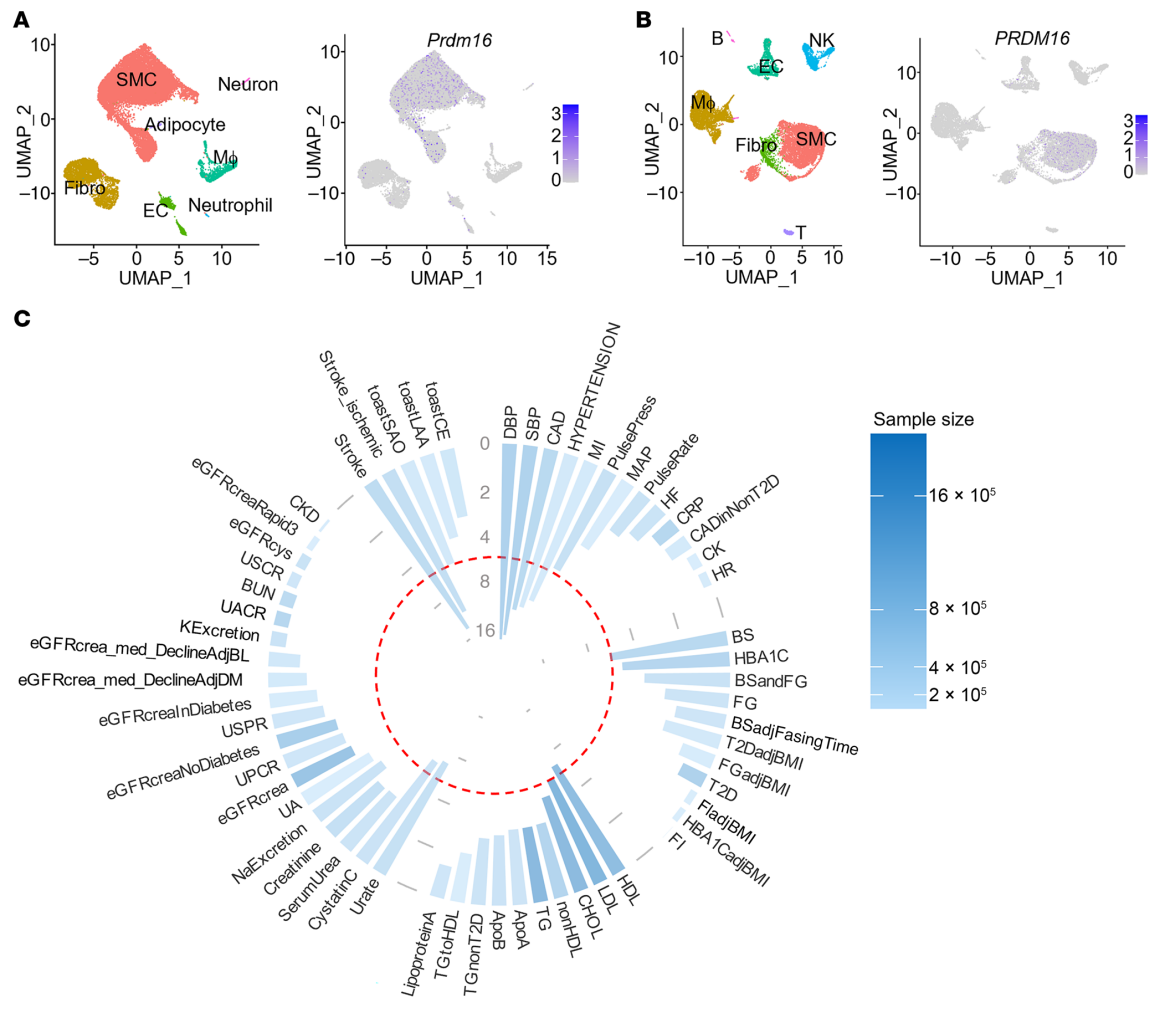
Predominant expression of PRDM16 in VSMCs and its gene-level associations with common variants. (**A** and **B**) Uniform manifold approximation and projection (UMAP) results showing higher expression of *Prdm16* in smooth muscle cells (SMCs) compared with other cell populations in the aorta and artery by scRNA-Seq analysis of mouse aorta (GEO GSE193265, a total of 22,980 cells were included in this analysis) (**A**) and human carotid artery (GEO GSE155468 and GEO GSE155512 were integrated for analysis, a total of 15,685 cells were included in this analysis) (**B**). Fibro, fibroblasts; EC, endothelial cells; Mϕ, macrophages; NK, NK cells; B, B cells; T, T cells. (**C**) Circular plot shows gene-level phenotypic associations for PRDM16. Data were sourced from the Common Metabolic Diseases Knowledge Portal (https://t2d.hugeamp.org/gene.html?gene=PRDM16), focusing on the “Common Variants Association Table” and “HuGE Scores Table” for group categorization. The data ancestry includes African American or Afro-Caribbean, African unspecified, Asian, European, Greater Middle Eastern, Hispanic or Latin American, and Sub-Saharan African. After filtering out phenotypes with sample sizes of 100,000 or fewer and keeping the cardiometabolic disease–related traits, 59 phenotypes across 5 groups were obtained. The circular plot organizes groups alphabetically and phenotypes within each group by *P* value. The *y* axis represents –log_10_-transformed *P* values for standardized comparison. A generally accepted threshold for significance of MAGMA results is *P* ≤ 2.5 × 10^–6^ (dashed red circle). The blue color represents the sample size. MI, myocardial infarction; MAP, mean arterial pressure; HF, heart failure; CRP, plasma C-reactive protein; CADinNonT2D, coronary artery disease in individuals without type 2 diabetes; CK, creatine kinase; HR, heart rate; BS, random glucose; HBA1C, hemoglobin A1C; BSandFG, random and fasting glucose; FG, fasting glucose; BSadjFastingTime, random glucose adj fasting time; T2DadjBMI, type 2 diabetes adj BMI; FGadjBMI, fasting glucose adj BMI; T2D, type 2 diabetes; FIadjBMI, fasting insulin adj BMI; HBA1CadjBMI, HBA1C adj BMI; FI, fasting insulin; CHOL, total cholesterol; nonHDL, non-HDL cholesterol; TG, triglycerides; ApoA, serum apolipoprotein A; ApoB, serum apolipoprotein B; TGnonT2D, triglyceride levels in individuals without type 2 diabetes; TGtoHDL, triglyceride-to-HDL ratio; Urage, serum urate; NaExcretion, urinary sodium excretion; UA, urinary albumin; eGFRcreat, serum creatinine; UPCR, urinary potassium-to-creatinine ratio; eGFRcreateNoDiabetes, eGFRcreat in individuals without diabetes; USPR, urinary sodium-to-potassium ratio; eGFRcreateInDiabetes, eGFRcreat in individuals with diabetes; eGFRcreat_med_DeclineAdjDM, eGFRcreat median annual decline adj diabetes status; eGFRcreat_med_DeclineAdjBL, eGFRcreat median annual decline adj baseline; KExcretion, urinary potassium excretion; UACR, urinary albumin-to-creatinine ratio; BUN, blood urea nitrogen; USCR, urinary sodium-to-creatinine ratio; eGFRcys, serum cystatin C; eGFRcreatRapid3, eGFRcreat decline, Rapid3 definition; CKD, chronic kidney disease; toastSAO, toast small artery occlusion; toastLAA, toast large artery atherosclerosis; toastCE, toast cardio-aortic embolism.

**Figure 2:**
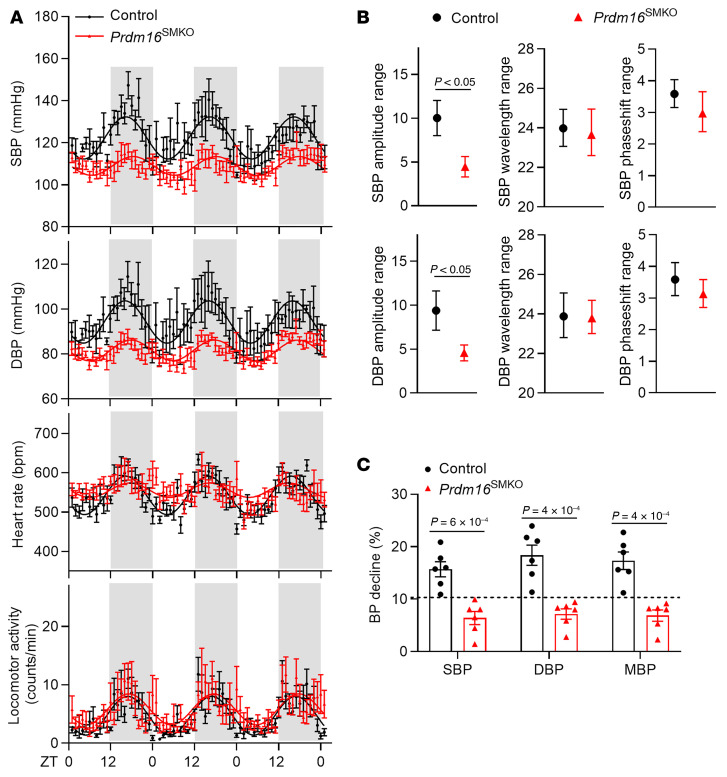
Loss of function of PRDM16 in VSMCs results in nondipping BP. (**A**) Radio telemetric measurements of SBP, DBP, HR, and locomotor activity in 16-week-old *Prdm16*^SMKO^ mice and control mice housed under normal conditions (12-hour light/12-hour dark cycle, 20°C–23°C) with free access to regular chow and water. ZT0 indicates lights on; ZT12 indicates lights off. Gray shadows indicate the nighttime. *n* = 6. (**B**) Characterization of SBP and DBP cycles, including amplitude range, wavelength range, and phase-shift range, were determined. *n* = 6. (**C**) Declines of SBP, DBP, and mean BP (MBP) in the resting phase relative to the active phase were analyzed. *n* = 6. Data in **A**–**C** are presented as the mean ± SEM. *P* values were determined by 2-tailed Student’s *t* test.

**Figure 3:**
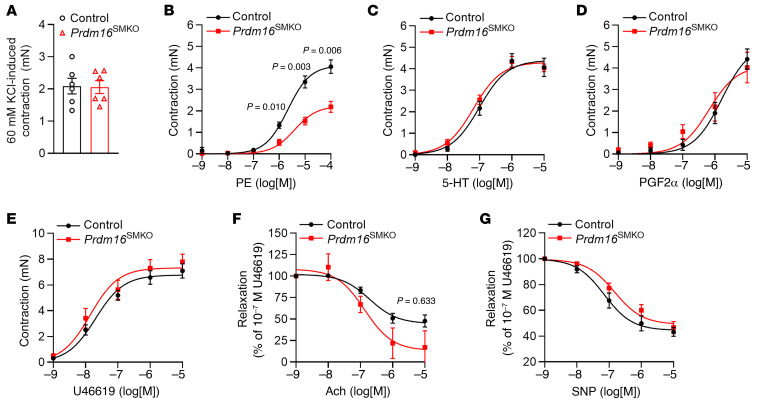
PRDM16 deficiency leads to a reduced contractile response to PE in mesenteric arteries. The first-order branches of superior mesenteric arteries were dissected from 10- to 12-week-old male *Prdm16*^SMKO^ mice and control mice. The vessels were cut into approximately 3 mm long rings, and wire myography was performed to determine the contraction force. (**A**) Aortic contraction induced by 60 mM KCl. (**B**–**E**) Concentration response curves were plotted for PE (**B**), 5-HT (**C**), PGF2α (**D**), and U46619 (**E**). (**F** and **G**) The vessels were first stimulated with U46619 to induce contraction, followed by treatment with Ach (**F**) and SNP (**G**), and concentration response curves were plotted. *n* = 6 mice per group. Data are presented as the mean ± SEM. *P* values were determined by 2-way ANOVA followed by Holm-Šidák multiple-comparison test.

**Figure 4:**
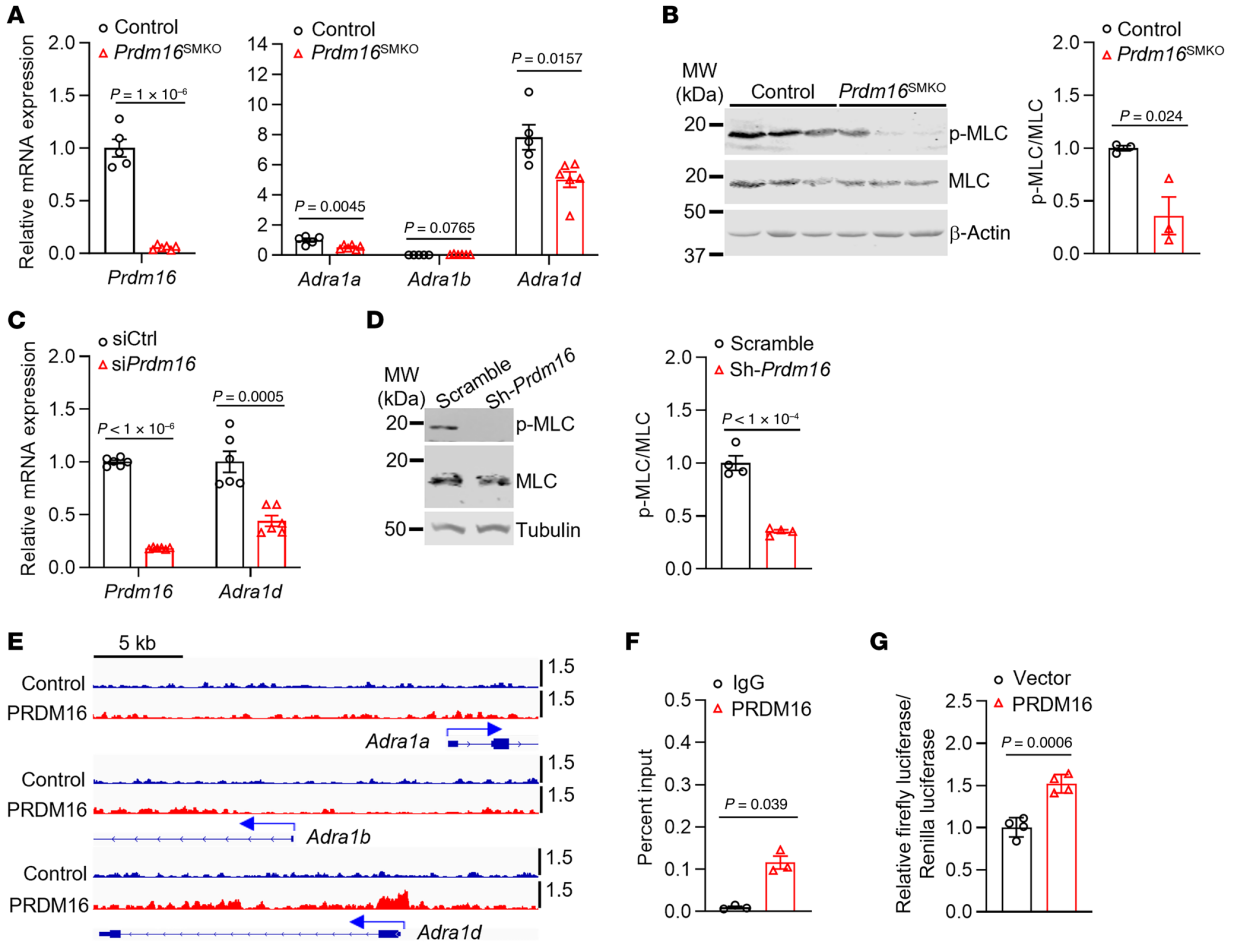
PRDM16 transcriptionally regulates *Adra1d* expression and adrenoceptor signaling. (**A**) The abdominal aorta was isolated from 12-week-old male *Prdm16*^SMKO^ mice and control mice, and mRNA expression levels of *Prdm16* and adrenoceptor α 1a family members, including *Adra1a*, *Adra1b*, and *Adra1d*, were determined by qPCR. *n* = 5 control mice, *n* = 6 *Prdm16*^SMKO^ mice. (**B**) The thoracic aorta was isolated from 12-week-old male *Prdm16*^SMKO^ mice and control mice, and MLC20 phosphorylation levels (p-MLC) induced by PE for 3 minutes were determined by Western blotting. Each lane represents pooled lysates from 1–2 mice. MW, molecular weight. (**C**) Primary VSMCs isolated from rat thoracic aortas were transfected with control siRNA (siCtrl) (10 nM) or si*Prdm16* (10 nM) for 48 hours, and relative expression levels of *Adra1d* were determined by qPCR. *n* = 6. (**D**) Representative Western blot gels showing decreased MLC20 phosphorylation levels in cultured VSMCs upon *Prdm16* KD by shRNA. *n* = 4. (**E**) IGV tracks of PRDM16 ChIP-Seq in primary mouse fibroblasts showing that the *Adra1d* promoter region contains PRDM16-binding peaks. (**F**) ChIP-qPCR analysis showing PRDM16 binding to the promoter region of *Adra1d* in primary mouse VSMCs. *n* = 3. (**G**) Luciferase assay in NIH/3T3 cells transfected with *Adra1d* promoter–driven luciferase reporters and PRDM16 expression plasmids. *n* = 4. Data are presented as the mean ± SEM. *P* values were determined by 2-tailed Student’s *t* test.

**Figure 5:**
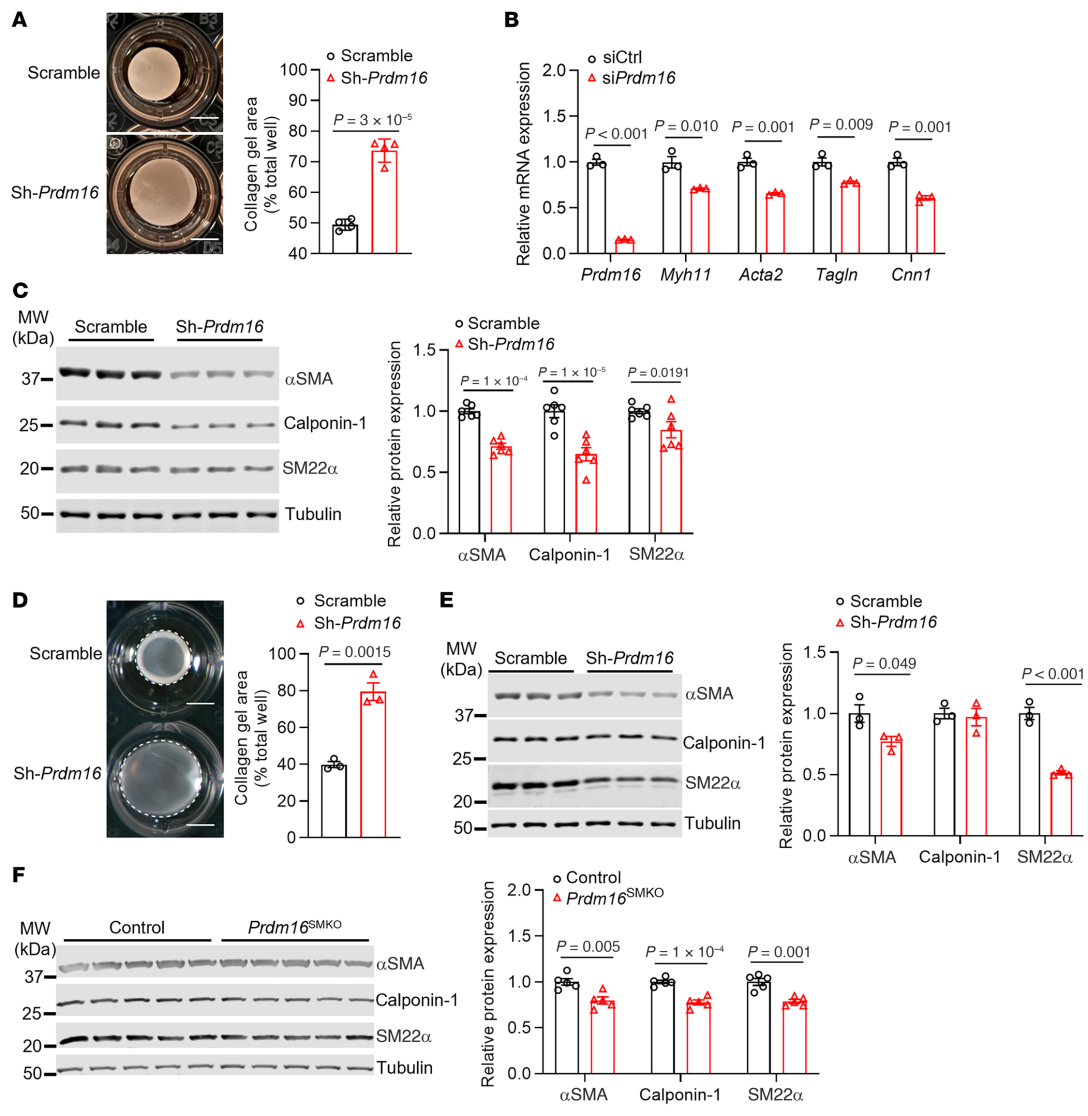
PRDM16 is essential for VSMC contractility. (**A**–**C**) Primary VSMCs isolated from rat thoracic aortas were infected with lentivirus carrying shRNA (**A** and **C**) or transfected with control siRNA (siCtrl) (10 nM) or si*Prdm16* (10 nM) (**B**) for 48 hours. Cells with stable shRNA expression were selected by puromycin. (**A**) Representative images of the collagen-based contraction assay and quantitative analysis. *n* = 4. Scale bars: 0.5 cm. (**B**) Relative expression levels of contractile genes were determined by qPCR. *n* = 3. (**C**) Relative protein expression levels were determined by Western blotting; representative gels are shown. *n* = 6. (**D**) Representative image of collagen-based contraction assay of cultured VSMCs isolated from rat mesenteric arteries upon *Prdm16* KD by shRNA. *n* = 3. Scale bars: 0.5 cm. (**E**) Relative protein expression levels in cultured VSMCs isolated from rat mesenteric arteries were determined by Western blotting upon *Prdm16* KD by shRNA. *n* = 3. (**F**) Expression of contractile markers in the medial layer of thoracic aorta were determined by Western blotting. *n* = 5. Data are presented as the mean ± SEM. *P* values were determined by 2-tailed Student’s *t* test.

**Figure 6:**
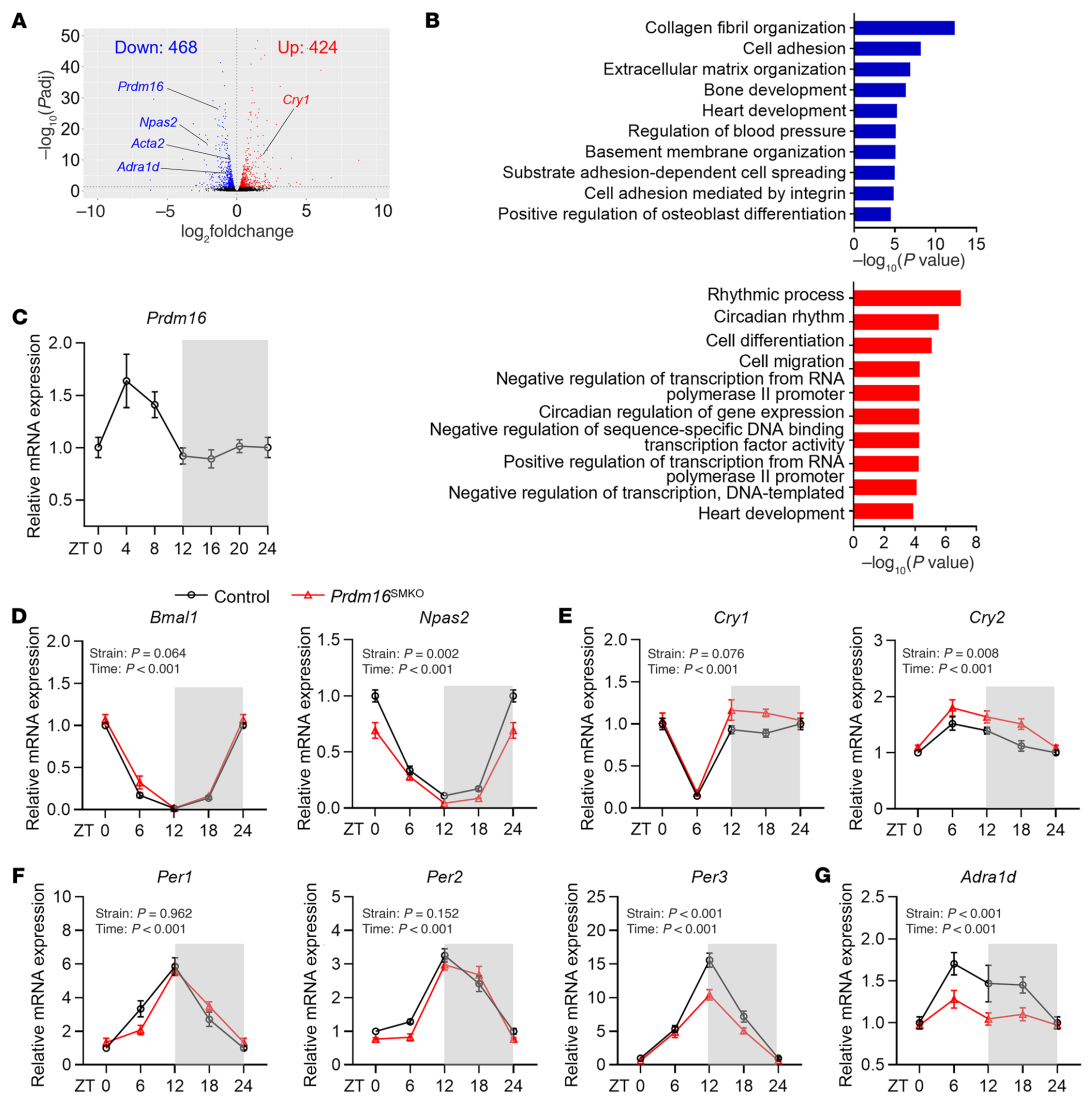
PRDM16 is involved in circadian rhythm regulation. (**A**) Volcano plot of the DEGs in thoracic aortas from *Prdm16*^SMKO^ and control mice (*n* = 3). Upregulated DEGs are highlighted in red; downregulated DEGs are highlighted in blue. (**B**) The DEGs were analyzed for GO biological process (GO_BP) enrichment using the Database for Annotation, Visualization, and Integrated Discovery (DAVID), and the top 10 significantly enriched terms are shown. Red bars and blue bars indicate GO_BP results from upregulated DEGs and downregulated DEGs, respectively. (**C**) Thoracic aortas from 10-week-old male C57/BL6J mice were harvested at 4-hour intervals over a 24-hour period. *Prdm16* mRNA expression was determined by qPCR. ZT0 indicates lights on; ZT12 indicates lights off. *n* = 6 per time point. (**D**–**G**) The thoracic aortas from 10-week-old male *Prdm16*^SMKO^ mice and control mice were harvested at 6-hour intervals over a 24-hour period. mRNA expression of canonical clock genes, including (**D**) *Bmal1* and *Npas2*, (**E**) *Cry1* and *Cry2*, and (**F**) *Per1*, *Per2*, and *Per3*, and the (**G**) PRDM16 transcriptional target gene *Adra1d*, were determined by qPCR. *n* = 5–6 per group per time point. Gray shadows in **C**–**G** indicate the nighttime. Data are presented as the mean ± SEM. *P* values were determined by 2-way ANOVA followed by Holm-Šidák multiple-comparison test.

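Among the called genes with a mean TPM of at least 1 and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall in log2(TPM + 0.1) were taken. The largest rises were in *Gm23444*, *Gm24497*, and *Gm23472*, which carry the same values in every aorta (13.98, 3.86, and 10.91 TPM in *Prdm16* SMKO aortas, listed at 0 in control aortas) and are annotated as small nuclear RNA genes, so that their reads cannot be assigned to a single copy. *Scarna13* on chromosome 12, also annotated as a small RNA gene, followed, at 19.31, 7.15, and 4.19 TPM in *Prdm16* SMKO aortas and listed at 0 in the control aortas. The labels give poly(A)-selected libraries. Whether such small RNAs were captured alike in both groups was not tested, so these rises may not reflect expression. *Eno1b* (chromosome 18, 48045335 to 48048412) had a log2 fold change of 5.93 (standard error 0.32, adjusted *P* = 1.6e-04 by limma), and it shares 97.9% of its aligned transcript sequence with *Eno1*, which fell by 1.26 on the same scale. The largest falls included 4 genes on chromosome 4 within 20 Mb of *Prdm16*, where called genes were more frequent than elsewhere: *Gm13212*, *Gm13238*, *Gm13156*, and *Slc25a34*. *Slc25a34*, from 141618824 to 141623821, fell from 15.5 ± 4.57 to 1.05 ± 0.333 TPM (SD, n = 3 each; log2 fold change −3.77, adjusted *P* = 0.0012 by limma). *Gm13212*, from 145585166 to 145625345, fell from 7.15 ± 0.506 to 0.160 ± 0.132 TPM (SD, n = 3 each; log2 fold change −4.92, adjusted *P* = 0.0012 by limma). The pseudogenes *Gm13238* and *Gm13156* were listed at 0 in every *Prdm16* SMKO aorta, with control values of 2.47, 2.04, and 4.23 TPM and of 1.13, 4.87, and 1.20 TPM, and so was *2600002D14Rik* on chromosome 16, with control values of 1.59, 5.04, and 6.56 TPM. Of these 10 genes, *Gm13156* kept its call in 4 of 14 settings, *Gm13238* in 12 of 15, and *2600002D14Rik* in 14 of 16, and the other 7 in every setting in which they were tested.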

**Figure 7:**
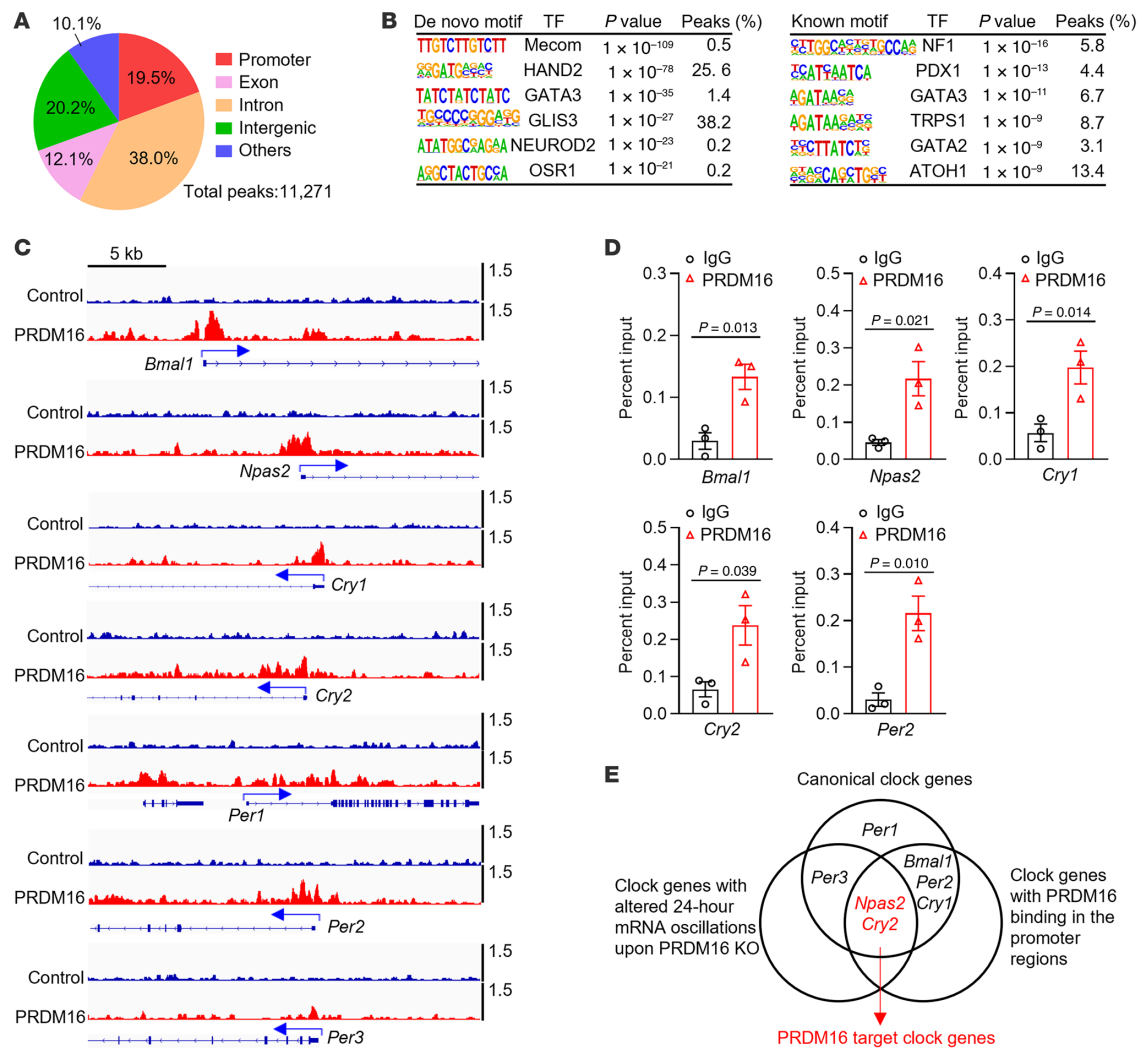
PRDM16 regulates the expression of canonical circadian genes. (**A**) Genomic distribution of PRDM16-binding sites from PRDM16 ChIP-Seq analysis. (**B**) HOMER motif analysis of PRDM16-binding sites. The top 6 transcription factors are shown. (**C** and **D**) IGV tracks (**C**) and ChIP-qPCR analysis (**D**) showing PRDM16 binding to the promoter regions of canonical clock genes. *n* = 3. (**E**) Venn diagram showing PRDM16-targeted clock genes. Data are presented as the mean ± SEM. *P* values were determined by 2-tailed Student’s *t* test (**D**).

**Figure 8:**
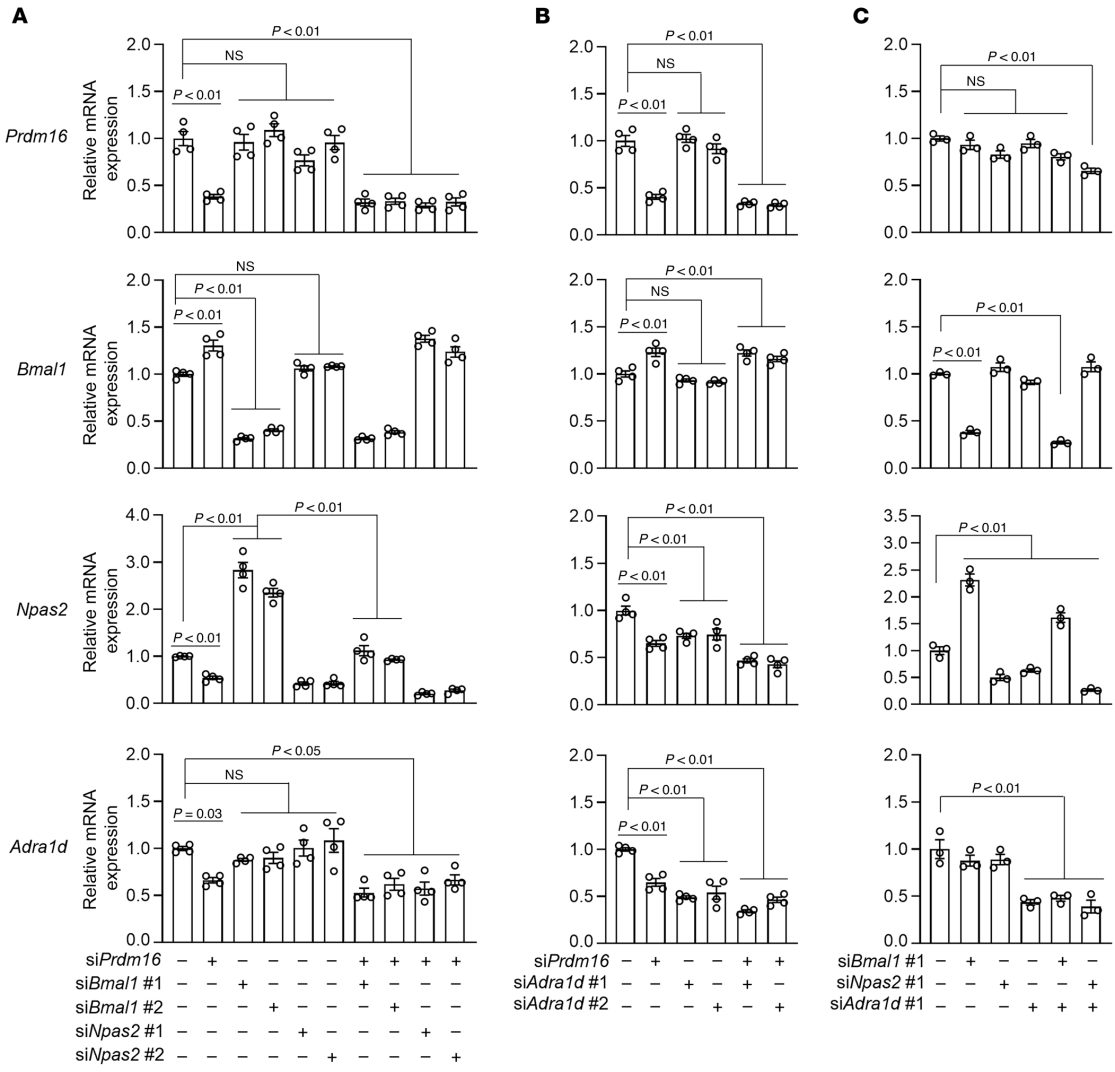
Interactions among *Prdm16*, *Adra1d*, and *Npas2*:*Bmal1*. (**A**–**C**) Primary VSMCs isolated from rat thoracic aortas were transfected with the indicated siRNA targeting *Prdm16*, *Bmal1*, *Npas2*, and *Adra1d* (total amounts of siRNA were balanced by the control siRNA) for 48 hours, and expression levels of the indicated genes were determined by qPCR. *n* = 3–4. Data are presented as the mean ± SEM. *P* values were determined by 1-way ANOVA followed by Holm-Šidák multiple-comparison test.

# Supplementary material for: Vascular smooth muscle cell PRDM16 regulates circadian variation in blood pressure
**Source:** J Clin Invest. 2024 Dec 3;135(3):e183409. doi: 10.1172/JCI183409
**Supplement:** Supplemental data

# **Vascular smooth muscle cell PRDM16 regulates circadian variation in blood pressure**

Zhenguo Wang,<sup>1</sup> Wenjuan Mu,<sup>1</sup> Juan Zhong,<sup>1</sup> Ruiyan Xu,<sup>1,2</sup> Yaozhong Liu,<sup>1</sup> Guizhen Zhao,<sup>1,3</sup> Yanhong Guo,<sup>1</sup> Jifeng Zhang,<sup>1</sup> Ida Surakka,<sup>1</sup> Y. Eugene Chen,<sup>1</sup> and Lin Chang<sup>1</sup>

Supplemental Figures 1 to 7

Supplemental Tables 1 to 4

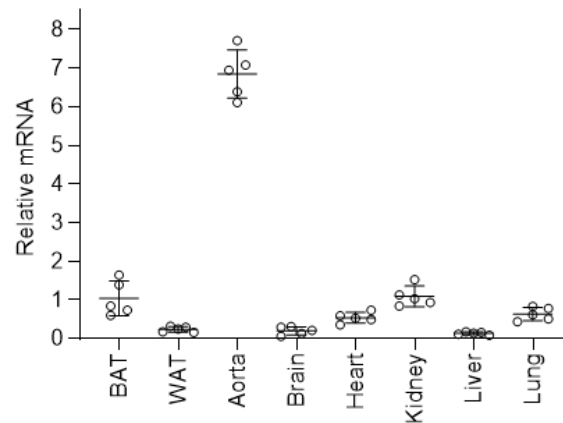

**Supplemental Figure 1. PRDM16 is predominantly expressed in the aorta and artery in mice.** Data from GTEx Portal (dbGaP Accession phs000424.v8.p2) indicates the highest PRDM16 expression in the aorta and artery, validated by qPCR analysis across multiple tissues of C57BL/6J mice. The relative *Prdm16* mRNA in brown adipose tissue (BAT) was set as 1. WAT, mesenteric white adipose tissue. Data are shown as mean  $\pm$  SD. n = 5.

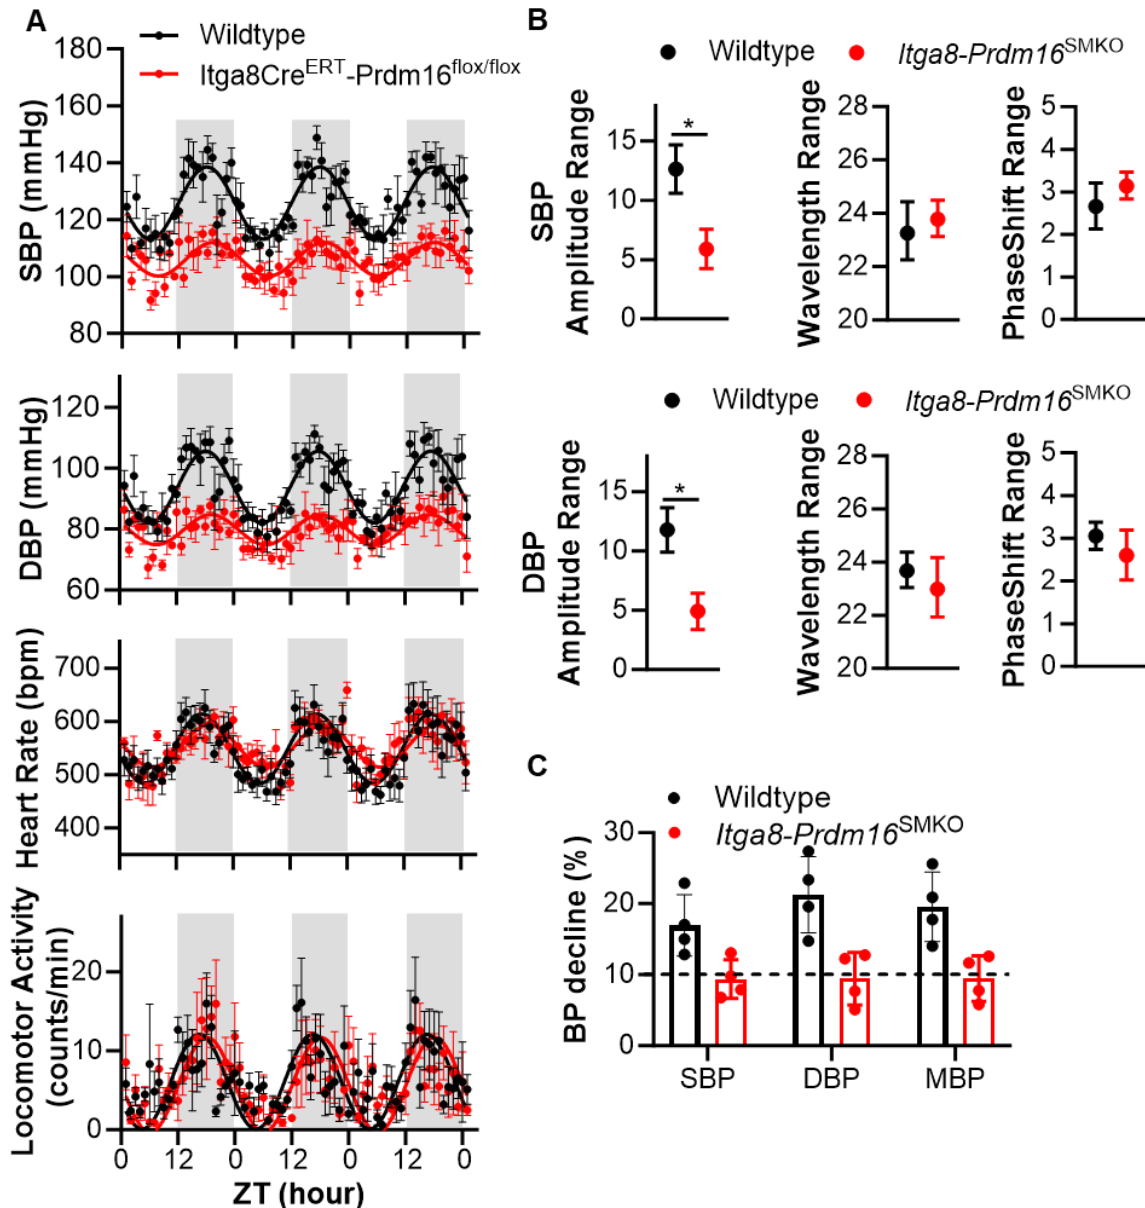

**Supplemental Figure 2. PRDM16 deficiency in female VSMC results in hypotension during active phase.** (A) Radiotelemetry measurement of systolic blood pressure (SBP), diastolic blood pressure (DBP), heart rate, and locomotor activity in 16-week-old *Prdm16<sup>SMKO</sup>* mice and control mice housed under normal conditions (12-hour light/dark cycle, 20-23°C) with free access to regular chow diet and water. *n* = 4. (B) Characterization of SBP and DBP cycles, including amplitude range, wavelength range, and phaseshift range, were determined. *n* = 4. (C) Declines of SBP, DBP, and mean BP (MBP) in the resting phase relative to the active phase were analyzed. *n* = 4. Data in (A-C) are presented as mean  $\pm$  SEM. *p* values were determined by 2-tailed Student's *t* test. \**p* < 0.05.

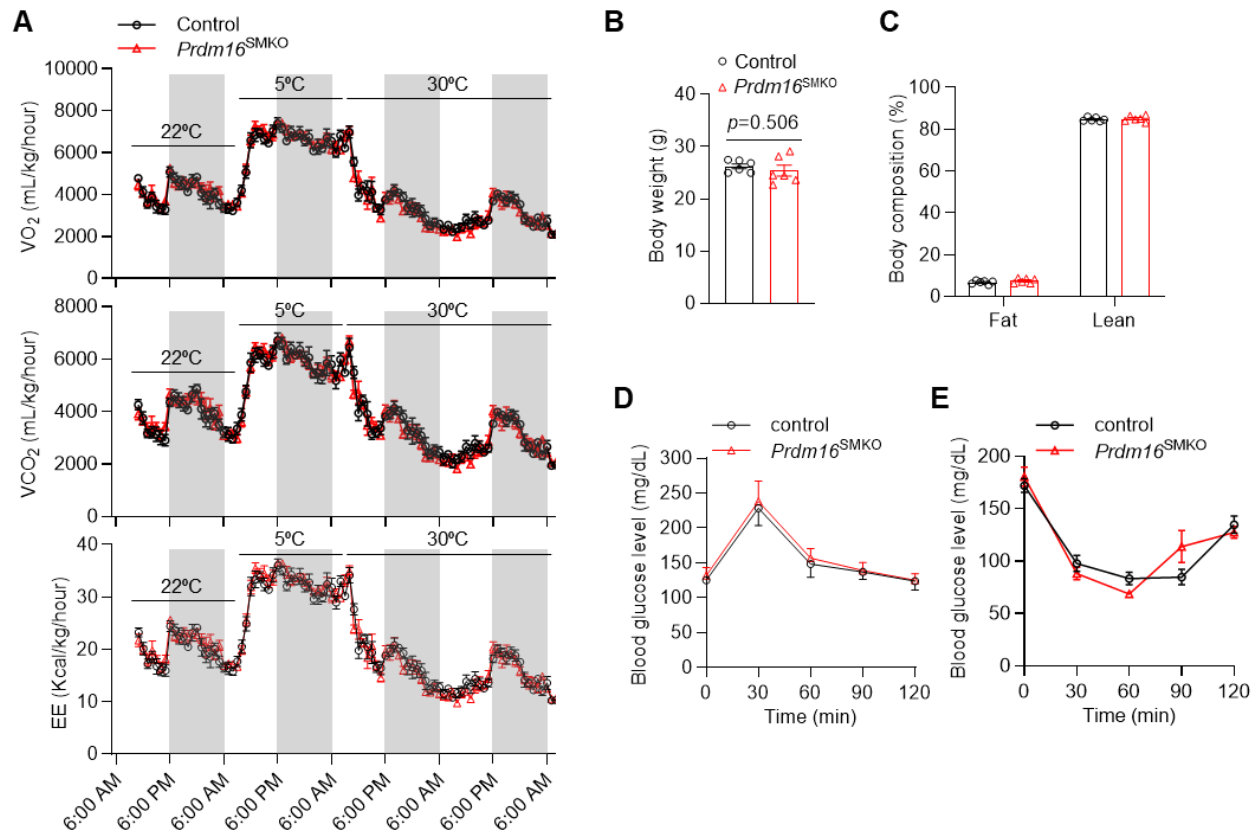

### Supplemental Figure 3. Whole-body metabolism was not altered by PRDM16

**deficiency in VSMC. (A)** Twelve-week-old male mice were acclimated to single housing for one week and the  $O_2$  consumption rate ( $VO_2$ ) and  $CO_2$  production rate ( $VCO_2$ ) were recorded by the Promethion System. The energy expenditure (EE) was calculated based on  $VO_2$  and  $VCO_2$ . The housing temperature was indicated in the figure.  $n = 6$ . **(B)** Body weight. **(C)** Body composition. **(D)** Oral glucose tolerance test (2 g/kg glucose). **(E)** Intraperitoneal insulin tolerance test (1.5 U/kg insulin).  $n = 6$ . Data are presented as mean  $\pm$  SEM.  $p$  values were determined by 2-tailed Student's  $t$  test (for **B** and **C**) or two-way ANOVA followed by Holm-Šidák multiple-comparison test (for **D** and **E**).

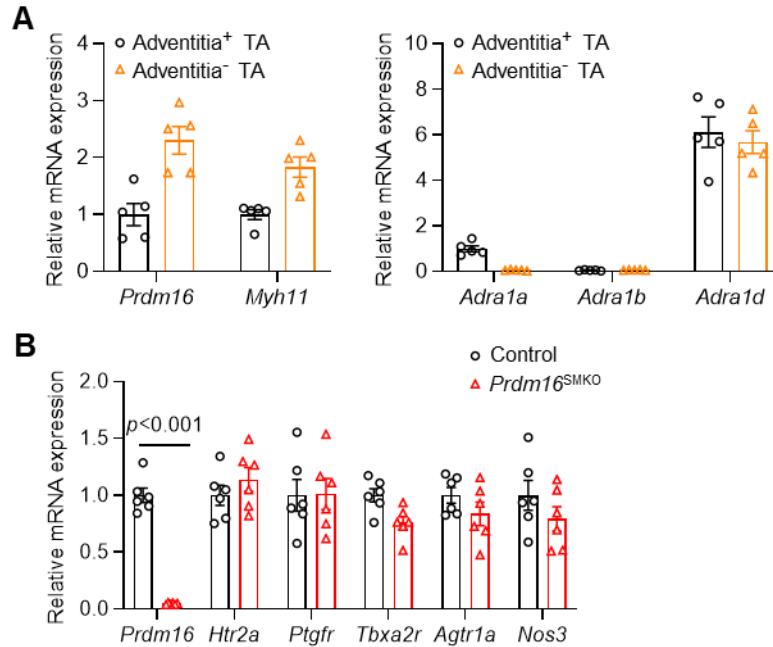

#### Supplemental Figure 4. Effects of PRDM16 on contractility-related signaling

**pathways. (A)** The thoracic aorta (TA) was dissected from 10-12-week-old male C57BL/6J mice, followed by digestion with Type 2 Collagenase (1.5 mg/mL in DMEM/F12 1:1 medium) at 37°C for 5 minutes, the adventitia was carefully removed and the remained tissue was snap frozen in liquid N<sub>2</sub>. The gene expression was determined by qPCR. The relative expression of *Adra1a* was set as 1 and serves as control. n = 5. **(B)** The mRNA expression of serotonin receptor 2A (*Htr2a*), prostaglandin F receptor (*Ptgfr*) and thromboxane A2 receptor (*Tbx2r*), angiotensin II receptor, type 1a (*Agtr1a*), and nitric oxide synthase 3 (*Nos3*) in the aorta were determined by qPCR. n = 6. Data are presented as mean ± SEM. *p* values were determined by 2-tailed Student's *t* test.

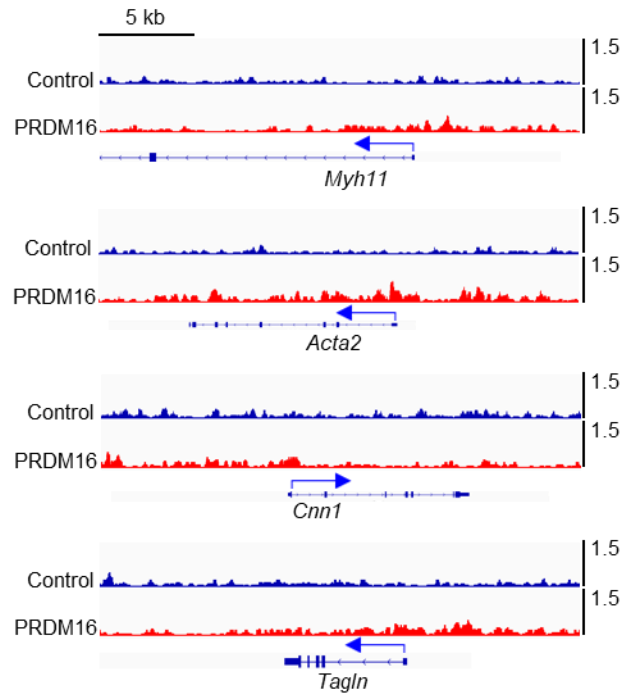

**Supplemental Figure 5. IGV tracks of the VSMC marker genes.** PRDM16 ChIP-seq in primary mouse fibroblast cells showing no PRDM16 binding peaks in the promoter regions of *Myh11*, *Acta2*, *Cnn1*, and *Tagln*.

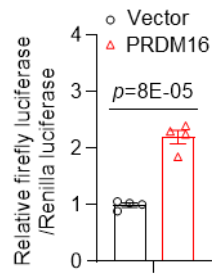

**Supplemental Figure 6. PRDM16 regulates *Npas2* promoter-driven luciferase**

**expression.** Luciferase assay in NIH/3T3 cells transfected with *Npas2* promoter-driven luciferase reporters and PRDM16 expression plasmids.  $n = 4$ . Data are presented as mean  $\pm$  SEM.  $p$  values were determined by 2-tailed Student's  $t$  test.

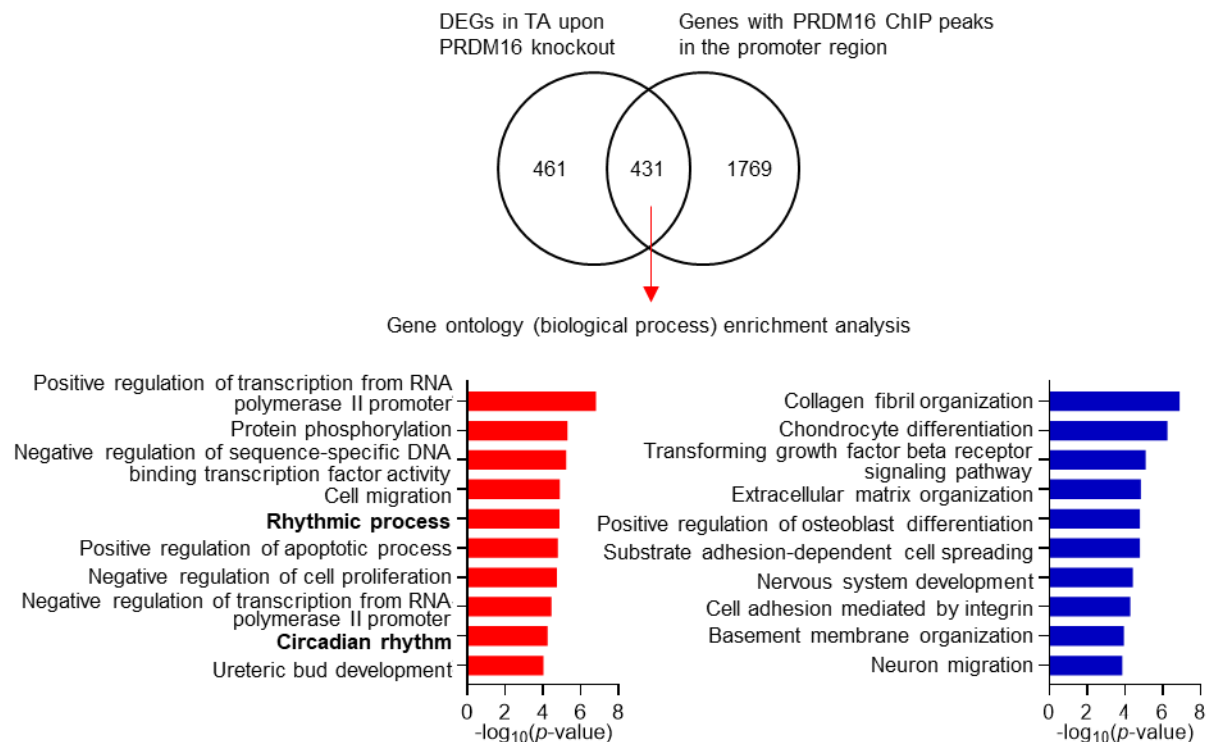

**Supplemental Figure 7. GO analysis of DEGs with PRDM16 binding peaks in their promoter regions.** The DEGs in Figure 6A with PRDM16-binding sites in their promoter regions were analyzed for gene ontology biological process (GO\_BP) enrichment using DAVID, and the top 10 significantly enriched terms are shown. Red bars and blue bars indicate GO\_BP results from upregulated DEGs and downregulated DEGs, respectively.

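Supplemental Table 3, the gene list behind these GO terms, gives DEGs of the paper that have a PRDM16 peak in their promoter, each with 1 peak, the distance from the TSS to that peak, and the log2 fold change and adjusted *P* value of the paper. It lists 207 genes as upregulated and 224 as downregulated by the paper's analysis, with distances from −1904 to 1900 bp. All of its peaks have their start and end in the deposited PRDM16 list, and 421 of its genes also had a promoter peak by the definition used here. For 422 genes matched by symbol to a gene tested here, the log2 fold changes from the deposited TPM had the same sign as those of the table in 419 (99.3%), with a Spearman correlation of 0.979 and a Pearson correlation of 0.987 across genes, which are not independent replicates. The table was drawn from the same aortas, so this is not independent evidence. Of the 422 genes, 326 had an unadjusted *P* value under 0.05 by limma, and 46 (10.9%) were called. The number called was 158 after rescaling by median ratio, 19 without a TPM filter, and 3 without limma's trend, and with 1 aorta left out it ranged from 17 (without control aorta 1 or control aorta 3) to 32. The log2 fold change was lower here than in the paper's table for 389 of the 422 genes, with a median difference of −0.116. The median log2 fold change of all tested genes was of about that size, at −0.1155 with the TPM as deposited. Among the clock genes of the table, the log2 fold change of *Tef* was 0.51 here against the paper's reported value of 0.54, that of *Hlf* 0.63 against the paper's 0.74, that of *Nr1d2* 0.31 against the paper's 0.44, that of *Bhlhe41* 0.77 against the paper's 0.79, that of *Bhlhe40* 1.11 against the paper's 1.34, and that of *Csnk1e* 0.17 against the paper's 0.31. For *Npas2*, *Arntl*, *Cry1*, and *Per2* it was −1.95, −1.62, 1.64, and 0.63 here, and the paper's reported values are −2.14, −1.75, 1.77, and 0.75. After rescaling by median ratio, *Per2* (0.751), *Nr1d2* (0.431), *Hlf* (0.757), *Csnk1e* (0.293), *Bhlhe40* (1.227), and *Cry1* (1.756) lay nearer to the paper's values. *Npas2* (−1.825), *Arntl* (−1.509), *Tef* (0.636), and *Bhlhe41* (0.895) lay further from them.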

**Supplemental Table 1. Echocardiogram (M-mode short axis)**

|                               | IVSd<br>(mm) | IVSs<br>(mm) | LVIDd<br>(mm) | LVIDs<br>(mm) | LVPWd<br>(mm) | LVPWs<br>(mm) | FS (%) | EF (%) |
|-------------------------------|--------------|--------------|---------------|---------------|---------------|---------------|--------|--------|
| Control                       | 0.77±0.13    | 1.12±0.10    | 3.64±0.26     | 2.45±0.28     | 0.58±0.07     | 0.89±0.09     | 33±4   | 62±5   |
| <i>Prdm16</i> <sup>SMKO</sup> | 0.70±0.17    | 1.05±0.22    | 3.74±0.26     | 2.62±0.22     | 0.66±0.09     | 0.91±0.11     | 30±2   | 58±4   |

IVSd, interventricular septum (diastole); IVSs, interventricular septum (systole); LVIDd, left ventricular internal diameter (diastole); LVIDs, left ventricular internal diameter (systole); LVPWd: left ventricular posterior wall (diastole); LVPWs: left ventricular posterior wall (systole); FS: left ventricular Fractional Shortening; EF: left ventricular ejection fraction. n = 6.

Data are presented as mean ± SD.

**Supplemental Table 2. Echocardiogram (B-mode long axis)**

|                               | LV area d<br>(mm <sup>2</sup> ) | LV area s<br>(mm <sup>2</sup> ) | CO<br>(mL/min) | SV<br>(μL) | LV vol d<br>(μL) | LV vol s<br>(μL) |
|-------------------------------|---------------------------------|---------------------------------|----------------|------------|------------------|------------------|
| Control                       | 20.63±2.36                      | 11.60±1.89                      | 13.32±2.98     | 30.56±4.23 | 52.84±9.81       | 22.28±5.63       |
| <i>Prdm16</i> <sup>SMKO</sup> | 21.62±2.17                      | 13.64±1.25                      | 12.90±2.12     | 31.14±4.70 | 51.64±13.71      | 25.29±3.84       |

LV area d, the area defined by the inner wall of the LV in diastole parasternal long axis; LV area s, the area defined by the inner wall of the LV in systole parasternal long axis; CO, cardiac output of the LV; SV, stroke volume; LV vol d, LV volume in diastole; LV vol s, LV volume in systole.

**Supplemental Table 3. Differentially expressed genes (DEGs) showing PRDM16 binding peaks in their promoter regions**

| Gene     | Chr   | Start     | End       | Distance<br>_to_TSS | baseMean | log2FC | padj    | Regulation |
|----------|-------|-----------|-----------|---------------------|----------|--------|---------|------------|
| Npas2    | chr1  | 39193836  | 39194282  | -213                | 115.18   | -2.14  | 9.8E-14 | Down       |
| Arntl    | chr7  | 113207579 | 113208644 | 600                 | 38.08    | -1.75  | 8.6E-05 | Down       |
| Cilp2    | chr8  | 69887823  | 69888133  | -586                | 56.65    | -1.64  | 4.7E-04 | Down       |
| Rasl11a  | chr5  | 146844952 | 146845710 | 260                 | 81.75    | -1.46  | 2.1E-07 | Down       |
| Slc4a8   | chr15 | 100761922 | 100762321 | 374                 | 165.04   | -1.36  | 7.7E-04 | Down       |
| Mmp28    | chr11 | 83462665  | 83463003  | 206                 | 173.33   | -1.32  | 2.2E-08 | Down       |
| Nr4a1    | chr15 | 101266129 | 101266529 | -517                | 1875.77  | -1.28  | 5.4E-03 | Down       |
| Lox      | chr18 | 52529231  | 52529588  | 312                 | 2296.38  | -1.24  | 1.7E-09 | Down       |
| Tet1     | chr10 | 62886817  | 62887094  | 369                 | 301.15   | -1.22  | 6.8E-10 | Down       |
| Srgap3   | chr6  | 112948638 | 112948905 | -1505               | 578.55   | -1.18  | 2.1E-05 | Down       |
| Nos1ap   | chr1  | 170589448 | 170590033 | 109                 | 176.03   | -1.10  | 8.3E-07 | Down       |
| Txlnb    | chr10 | 17794189  | 17794441  | -1904               | 160.71   | -1.08  | 9.2E-10 | Down       |
| Hspb7    | chr4  | 141421634 | 141421902 | 989                 | 4447.43  | -1.02  | 1.7E-20 | Down       |
| Foxo6    | chr4  | 120287153 | 120287676 | -153                | 82.75    | -1.01  | 1.4E-04 | Down       |
| Nebl     | chr2  | 17730506  | 17731424  | 169                 | 124.17   | -0.97  | 5.7E-05 | Down       |
| Irs2     | chr8  | 11009140  | 11009975  | -628                | 1391.99  | -0.97  | 6.2E-15 | Down       |
| Plekha7  | chr7  | 116307962 | 116308243 | 274                 | 53.28    | -0.96  | 3.7E-02 | Down       |
| Itgb3    | chr11 | 104607854 | 104608505 | 179                 | 2589.52  | -0.95  | 5.9E-10 | Down       |
| Dhrs3    | chr4  | 144891411 | 144891803 | -1220               | 1181.11  | -0.93  | 2.3E-11 | Down       |
| B4galnt3 | chr6  | 120294288 | 120294779 | 364                 | 71.89    | -0.92  | 1.7E-02 | Down       |
| Angpt4   | chr2  | 151911471 | 151911808 | 432                 | 158.59   | -0.91  | 3.1E-02 | Down       |
| Osbpl10  | chr9  | 114978149 | 114978771 | -25                 | 107.71   | -0.90  | 1.6E-02 | Down       |
| Tnfrsf1b | chr4  | 145246335 | 145246828 | 289                 | 84.24    | -0.88  | 1.7E-02 | Down       |
| Comp     | chr8  | 70373951  | 70374830  | 842                 | 330.84   | -0.87  | 6.7E-04 | Down       |
| St3gal5  | chr6  | 72097595  | 72098030  | 204                 | 409.72   | -0.85  | 3.0E-08 | Down       |
| Col3a1   | chr1  | 45313187  | 45313472  | 1791                | 33156.18 | -0.84  | 7.3E-07 | Down       |
| Ccn3     | chr15 | 54745488  | 54745859  | -237                | 8563.21  | -0.83  | 1.6E-16 | Down       |
| Gli2     | chr1  | 119052857 | 119053978 | 202                 | 368.44   | -0.83  | 1.3E-04 | Down       |
| Efh1     | chr1  | 87264395  | 87265128  | 408                 | 2340.46  | -0.80  | 5.0E-08 | Down       |
| Sh3pxd2a | chr19 | 47463686  | 47464143  | 497                 | 7780.67  | -0.80  | 2.2E-23 | Down       |
| Adra1d   | chr2  | 131561118 | 131562720 | 578                 | 764.40   | -0.79  | 3.1E-04 | Down       |
| Eva1b    | chr4  | 126148775 | 126149757 | 1263                | 644.40   | -0.78  | 1.2E-13 | Down       |
| Nr4a2    | chr2  | 57115697  | 57115932  | -776                | 177.35   | -0.77  | 4.0E-02 | Down       |
| Sncap    | chr18 | 52768175  | 52768587  | 237                 | 197.18   | -0.75  | 1.6E-02 | Down       |
| Fzd6     | chr15 | 39006186  | 39006748  | 134                 | 269.04   | -0.75  | 5.0E-04 | Down       |

|           |       |           |           |       |          |       |         |      |
|-----------|-------|-----------|-----------|-------|----------|-------|---------|------|
| Sdc1      | chr12 | 8771472   | 8772159   | 419   | 530.98   | -0.75 | 7.3E-04 | Down |
| Rnd3      | chr2  | 51147495  | 51148805  | 961   | 1413.21  | -0.75 | 6.9E-06 | Down |
| Plxna4    | chr6  | 32588422  | 32588744  | -391  | 1112.94  | -0.74 | 1.2E-05 | Down |
| Micall2   | chr5  | 139735852 | 139736294 | 260   | 82.88    | -0.74 | 3.1E-02 | Down |
| Tmem132a  | chr19 | 10869181  | 10869768  | 305   | 710.39   | -0.74 | 4.9E-07 | Down |
| Tinagl1   | chr4  | 130175044 | 130175564 | -182  | 3647.70  | -0.72 | 4.3E-11 | Down |
| Limch1    | chr5  | 66745704  | 66746195  | 60    | 3666.67  | -0.71 | 1.7E-09 | Down |
| Agtrap    | chr4  | 148087626 | 148088005 | 249   | 372.63   | -0.71 | 4.9E-09 | Down |
| Nhs       | chrX  | 162158676 | 162159552 | 327   | 257.92   | -0.71 | 2.8E-05 | Down |
| Cpne2     | chr8  | 94532202  | 94533514  | -170  | 512.48   | -0.70 | 5.0E-05 | Down |
| Pde4b     | chr4  | 102570538 | 102570778 | 598   | 481.85   | -0.69 | 5.1E-03 | Down |
| Ddi2      | chr4  | 141722928 | 141723325 | 293   | 1631.08  | -0.69 | 2.8E-16 | Down |
| Bmpr1b    | chr3  | 142168974 | 142169204 | 336   | 442.80   | -0.68 | 2.6E-05 | Down |
| Tmem136   | chr9  | 43115968  | 43116633  | 270   | 359.75   | -0.68 | 1.3E-06 | Down |
| Mpzl1     | chr1  | 165633965 | 165634392 | 363   | 171.45   | -0.68 | 7.8E-04 | Down |
| Sorl1     | chr9  | 42123837  | 42124466  | 146   | 5207.04  | -0.68 | 2.5E-08 | Down |
| Fbxo30    | chr10 | 11280937  | 11281860  | 68    | 3252.09  | -0.68 | 8.5E-13 | Down |
| Itga9     | chr9  | 118606766 | 118607096 | 222   | 11772.16 | -0.68 | 9.6E-08 | Down |
| Alcam     | chr16 | 52452494  | 52453479  | 95    | 671.16   | -0.68 | 2.9E-04 | Down |
| Aebp1     | chr11 | 5862322   | 5862809   | 699   | 12268.87 | -0.67 | 2.7E-07 | Down |
| Tent5a    | chr9  | 85327978  | 85328478  | -1078 | 1241.64  | -0.66 | 5.9E-04 | Down |
| Pm20d2    | chr4  | 33189055  | 33189781  | 319   | 106.61   | -0.65 | 4.6E-02 | Down |
| Ggta1     | chr2  | 35461952  | 35462700  | -877  | 552.40   | -0.65 | 2.6E-09 | Down |
| Adamtsl3  | chr7  | 82335414  | 82335804  | -85   | 1243.27  | -0.65 | 5.2E-09 | Down |
| Rassf3    | chr10 | 121475742 | 121476253 | 253   | 3892.31  | -0.64 | 1.3E-13 | Down |
| Notch3    | chr17 | 32166622  | 32166866  | 146   | 1811.13  | -0.63 | 1.9E-10 | Down |
| Hsph1     | chr5  | 149635716 | 149636100 | 407   | 2139.38  | -0.63 | 3.5E-02 | Down |
| Myh10     | chr11 | 68691261  | 68691694  | -438  | 13933.29 | -0.63 | 9.2E-10 | Down |
| Prkd1     | chr12 | 50648377  | 50649193  | 438   | 170.24   | -0.63 | 7.0E-03 | Down |
| Ndnf      | chr6  | 65671788  | 65672159  | 362   | 99.27    | -0.62 | 3.9E-02 | Down |
| Atf3      | chr1  | 191184554 | 191185163 | -1525 | 876.94   | -0.62 | 2.8E-02 | Down |
| Amotl2    | chr9  | 102717742 | 102718248 | 191   | 1514.09  | -0.62 | 4.9E-02 | Down |
| Ergic1    | chr17 | 26561168  | 26561787  | -35   | 1413.47  | -0.60 | 3.3E-09 | Down |
| Adam19    | chr11 | 46055740  | 46057101  | 436   | 467.14   | -0.60 | 3.8E-03 | Down |
| Auts2     | chr5  | 132542978 | 132543301 | 81    | 1423.38  | -0.59 | 1.6E-06 | Down |
| Sparc     | chr11 | 55419088  | 55419900  | 586   | 28614.76 | -0.59 | 5.4E-09 | Down |
| Cmya5     | chr13 | 93144330  | 93144554  | 282   | 298.80   | -0.59 | 3.5E-03 | Down |
| Arhgef10l | chr4  | 140647900 | 140648300 | 656   | 1747.65  | -0.59 | 7.6E-09 | Down |
| Fbn1      | chr2  | 125504925 | 125506386 | 783   | 5919.12  | -0.58 | 5.2E-05 | Down |
| Endod1    | chr9  | 14380538  | 14381299  | 324   | 2552.45  | -0.58 | 2.4E-08 | Down |
| Crybg3    | chr16 | 59600595  | 59601316  | 92    | 670.13   | -0.58 | 1.0E-04 | Down |

|          |       |           |           |       |          |       |         |      |
|----------|-------|-----------|-----------|-------|----------|-------|---------|------|
| Slc41a3  | chr6  | 90604928  | 90605255  | 211   | 266.73   | -0.58 | 3.4E-02 | Down |
| Gtf2ird1 | chr5  | 134455776 | 134456354 | 197   | 247.37   | -0.57 | 2.1E-03 | Down |
| SEPT9    | chr11 | 117266193 | 117267453 | 577   | 1950.38  | -0.57 | 4.2E-05 | Down |
| Pik3c2b  | chr1  | 133046002 | 133046649 | 313   | 541.09   | -0.56 | 7.6E-06 | Down |
| Pgr      | chr9  | 8901106   | 8901872   | 1656  | 315.60   | -0.56 | 1.7E-02 | Down |
| Faap20   | chr4  | 155249735 | 155250509 | 156   | 157.16   | -0.56 | 2.4E-02 | Down |
| Mgat4a   | chr1  | 37540680  | 37541013  | 170   | 1411.16  | -0.56 | 8.5E-06 | Down |
| Mast4    | chr13 | 103333737 | 103335011 | 118   | 2207.86  | -0.55 | 7.8E-08 | Down |
| Vamp3    | chr4  | 151057505 | 151057819 | 291   | 565.35   | -0.55 | 1.4E-06 | Down |
| Ksr1     | chr11 | 79146060  | 79146357  | 265   | 435.48   | -0.55 | 7.8E-04 | Down |
| Nav2     | chr7  | 49246747  | 49247241  | 805   | 2254.39  | -0.54 | 1.5E-03 | Down |
| Acvr1b   | chr15 | 101175351 | 101175711 | 1459  | 383.84   | -0.54 | 5.5E-04 | Down |
| Smarcd3  | chr5  | 24601408  | 24602597  | 0     | 1524.18  | -0.54 | 1.2E-03 | Down |
| Jun      | chr4  | 95052574  | 95053120  | -625  | 3692.21  | -0.54 | 4.3E-02 | Down |
| Fstl1    | chr16 | 37777124  | 37777397  | 205   | 16194.20 | -0.53 | 5.7E-08 | Down |
| Fjx1     | chr2  | 102450864 | 102451587 | 567   | 471.88   | -0.53 | 7.8E-04 | Down |
| Tagln2   | chr1  | 172500300 | 172500586 | 197   | 3408.60  | -0.53 | 2.8E-07 | Down |
| Plekhg3  | chr12 | 76533161  | 76533822  | -69   | 3664.65  | -0.53 | 3.1E-03 | Down |
| Adamts2  | chr11 | 50602091  | 50602790  | 355   | 3028.66  | -0.53 | 4.7E-02 | Down |
| Prdm11   | chr2  | 93045733  | 93046096  | 251   | 199.07   | -0.52 | 1.8E-02 | Down |
| Tmem98   | chr11 | 80810071  | 80810301  | -180  | 324.33   | -0.52 | 1.6E-02 | Down |
| Aldh18a1 | chr19 | 40588030  | 40588304  | 296   | 340.74   | -0.51 | 6.6E-04 | Down |
| Hr       | chr14 | 70554079  | 70554515  | 241   | 2040.16  | -0.51 | 3.1E-04 | Down |
| Il4ra    | chr7  | 125551308 | 125551826 | -704  | 219.15   | -0.51 | 2.7E-02 | Down |
| Bcr      | chr10 | 75060698  | 75061441  | 173   | 1299.81  | -0.50 | 7.4E-05 | Down |
| Lrp12    | chr15 | 39942962  | 39943967  | 530   | 252.94   | -0.50 | 2.7E-03 | Down |
| Sulf2    | chr2  | 166153973 | 166155330 | 634   | 2135.59  | -0.49 | 1.1E-02 | Down |
| Serinc5  | chr13 | 92611194  | 92611476  | 197   | 743.90   | -0.49 | 6.5E-04 | Down |
| Fn1      | chr1  | 71652794  | 71653061  | 307   | 58606.68 | -0.49 | 1.6E-02 | Down |
| Cxxc5    | chr18 | 35829651  | 35830906  | -36   | 528.93   | -0.49 | 3.2E-03 | Down |
| Loxl1    | chr9  | 58312481  | 58313073  | 435   | 5128.27  | -0.48 | 2.4E-05 | Down |
| Prr13    | chr15 | 102460527 | 102460979 | 1583  | 211.52   | -0.47 | 3.6E-02 | Down |
| Nxn      | chr11 | 76398119  | 76399156  | 504   | 795.37   | -0.47 | 6.1E-03 | Down |
| Inpp5b   | chr4  | 124741868 | 124742224 | 196   | 291.01   | -0.46 | 7.8E-03 | Down |
| Shb      | chr4  | 45530907  | 45531229  | -240  | 314.14   | -0.46 | 4.2E-02 | Down |
| Smad3    | chr9  | 63757014  | 63758419  | 278   | 442.80   | -0.46 | 1.6E-02 | Down |
| Hacd4    | chr4  | 88438530  | 88438908  | 207   | 455.01   | -0.46 | 6.1E-03 | Down |
| Col1a2   | chr6  | 4505201   | 4505448   | -294  | 30867.01 | -0.46 | 2.9E-02 | Down |
| Adamtsl4 | chr3  | 95687332  | 95688157  | 173   | 452.73   | -0.45 | 2.1E-02 | Down |
| Zfp516   | chr18 | 82909623  | 82909996  | -1070 | 769.02   | -0.45 | 1.6E-03 | Down |
| Adgra3   | chr5  | 50058417  | 50058899  | 338   | 772.89   | -0.45 | 4.1E-03 | Down |

|            |       |           |           |       |          |       |         |      |
|------------|-------|-----------|-----------|-------|----------|-------|---------|------|
| Arhgef2    | chr3  | 88616207  | 88616710  | 251   | 3072.96  | -0.45 | 1.9E-03 | Down |
| Map3k4     | chr17 | 12318189  | 12319018  | 57    | 572.18   | -0.45 | 6.7E-04 | Down |
| D1Ertd622e | chr1  | 97661479  | 97662194  | -160  | 269.09   | -0.45 | 3.1E-02 | Down |
| Runx1t1    | chr4  | 13742896  | 13744066  | 179   | 288.32   | -0.45 | 7.2E-03 | Down |
| Fbxo32     | chr15 | 58214490  | 58214796  | 249   | 2788.77  | -0.45 | 1.7E-04 | Down |
| Npnt       | chr3  | 132949332 | 132950000 | 148   | 15293.27 | -0.45 | 9.2E-04 | Down |
| Sec24d     | chr3  | 123267154 | 123267726 | -56   | 2397.68  | -0.45 | 2.2E-05 | Down |
| Ext1       | chr15 | 53345798  | 53346532  | 18    | 2316.90  | -0.44 | 1.5E-05 | Down |
| Fam120c    | chrX  | 151344434 | 151344812 | 400   | 272.06   | -0.44 | 1.4E-02 | Down |
| Synpo      | chr18 | 60609188  | 60611570  | -275  | 5939.21  | -0.44 | 3.6E-03 | Down |
| Large1     | chr8  | 73354053  | 73354769  | -871  | 1188.65  | -0.44 | 3.6E-04 | Down |
| Hacd1      | chr2  | 14055785  | 14056184  | 51    | 606.92   | -0.44 | 1.6E-04 | Down |
| Irs1       | chr1  | 82291766  | 82292057  | -472  | 996.51   | -0.44 | 1.1E-02 | Down |
| Mtss2      | chr8  | 110721187 | 110721897 | 66    | 2326.60  | -0.44 | 3.3E-04 | Down |
| Cav2       | chr6  | 17281142  | 17281555  | 163   | 1660.81  | -0.43 | 3.8E-06 | Down |
| Loxl2      | chr14 | 69609131  | 69609420  | -201  | 1006.81  | -0.43 | 2.0E-02 | Down |
| Pkp4       | chr2  | 59161247  | 59162015  | -238  | 6740.33  | -0.43 | 5.5E-05 | Down |
| Znrf3      | chr11 | 5444103   | 5444452   | 570   | 301.33   | -0.43 | 3.6E-03 | Down |
| Kremen1    | chr11 | 5261317   | 5261596   | 154   | 455.13   | -0.43 | 1.5E-02 | Down |
| Ube2e3     | chr2  | 78868923  | 78869894  | -270  | 324.39   | -0.42 | 6.7E-03 | Down |
| Mfge8      | chr7  | 79148649  | 79149010  | 231   | 7286.59  | -0.42 | 1.3E-02 | Down |
| Wdr1       | chr5  | 38561158  | 38561542  | 349   | 3916.92  | -0.42 | 4.5E-03 | Down |
| Abca5      | chr11 | 110337065 | 110337632 | 368   | 359.31   | -0.42 | 3.0E-02 | Down |
| Fosl2      | chr5  | 32136197  | 32136442  | -153  | 2182.18  | -0.42 | 2.8E-02 | Down |
| Grk5       | chr19 | 60889839  | 60890097  | 219   | 884.85   | -0.42 | 2.3E-03 | Down |
| Ccdc9b     | chr2  | 118763207 | 118763842 | -863  | 1418.37  | -0.41 | 2.6E-02 | Down |
| Btg1       | chr10 | 96617326  | 96618197  | 760   | 1560.38  | -0.41 | 2.3E-04 | Down |
| Ctsc       | chr7  | 88278182  | 88278407  | 209   | 612.06   | -0.41 | 4.4E-02 | Down |
| Lrrfip1    | chr1  | 91052634  | 91052998  | -628  | 6028.08  | -0.40 | 1.2E-05 | Down |
| Vcl        | chr14 | 20929652  | 20930617  | 736   | 9701.13  | -0.40 | 1.8E-02 | Down |
| Gja1       | chr10 | 56378432  | 56378935  | 1383  | 2632.88  | -0.40 | 5.5E-05 | Down |
| Fam118a    | chr15 | 85041722  | 85042119  | -822  | 560.12   | -0.40 | 4.3E-03 | Down |
| Tpst1      | chr5  | 130079486 | 130079924 | 335   | 658.36   | -0.39 | 2.1E-02 | Down |
| Pdzd2      | chr15 | 12738929  | 12739956  | 450   | 1962.37  | -0.39 | 4.5E-03 | Down |
| Erg        | chr16 | 95585396  | 95585852  | 969   | 1082.15  | -0.39 | 6.3E-03 | Down |
| Postn      | chr3  | 54358964  | 54359273  | -149  | 21753.97 | -0.39 | 1.0E-03 | Down |
| Ilk        | chr7  | 105736680 | 105737269 | 249   | 4005.24  | -0.39 | 2.8E-04 | Down |
| Prdm6      | chr18 | 53462600  | 53463006  | -1743 | 1059.88  | -0.39 | 4.6E-02 | Down |
| Rnf11      | chr4  | 109476180 | 109476559 | 136   | 1654.76  | -0.38 | 1.3E-04 | Down |
| Suc1g2     | chr6  | 95718255  | 95718774  | 332   | 707.79   | -0.38 | 2.2E-03 | Down |
| Uap1       | chr1  | 170175313 | 170175545 | -465  | 525.09   | -0.38 | 1.9E-02 | Down |

|          |       |           |           |       |          |       |         |      |
|----------|-------|-----------|-----------|-------|----------|-------|---------|------|
| Fam13c   | chr10 | 70440606  | 70440979  | -118  | 1530.39  | -0.37 | 9.3E-04 | Down |
| Slc48a1  | chr15 | 97782829  | 97783199  | -1351 | 1853.41  | -0.37 | 1.9E-03 | Down |
| Zmynd8   | chr2  | 165858787 | 165859187 | -814  | 610.93   | -0.37 | 8.6E-03 | Down |
| Mapk6    | chr9  | 75409098  | 75409597  | 12    | 573.22   | -0.36 | 1.2E-02 | Down |
| Stimate  | chr14 | 30825635  | 30825966  | 206   | 1841.83  | -0.36 | 5.8E-03 | Down |
| Emilin1  | chr5  | 30912857  | 30913178  | -769  | 3233.72  | -0.36 | 1.6E-02 | Down |
| Morf4l2  | chrX  | 136741860 | 136742089 | -365  | 1963.97  | -0.35 | 2.3E-03 | Down |
| Htra1    | chr7  | 130936204 | 130936868 | 333   | 5553.44  | -0.35 | 7.4E-03 | Down |
| Glis2    | chr16 | 4594066   | 4594319   | -521  | 638.66   | -0.35 | 2.9E-02 | Down |
| Plin4    | chr17 | 56108370  | 56108944  | 1145  | 7932.92  | -0.35 | 3.2E-02 | Down |
| Pcdh7    | chr5  | 57717778  | 57720625  | 1120  | 12454.31 | -0.35 | 5.6E-04 | Down |
| Schip1   | chr3  | 68493273  | 68494038  | -526  | 1017.13  | -0.35 | 1.1E-03 | Down |
| Klf6     | chr13 | 5861619   | 5861914   | 277   | 3948.47  | -0.34 | 2.9E-03 | Down |
| Fzd7     | chr1  | 59482179  | 59485405  | 1645  | 1950.89  | -0.34 | 2.7E-02 | Down |
| Vldlr    | chr19 | 27217097  | 27217323  | 190   | 2108.34  | -0.34 | 4.7E-04 | Down |
| Slc39a14 | chr14 | 70350796  | 70351083  | 485   | 1055.57  | -0.34 | 1.6E-02 | Down |
| Soga1    | chr2  | 157079352 | 157079611 | -216  | 1917.59  | -0.34 | 3.8E-03 | Down |
| Reep5    | chr18 | 34372631  | 34373422  | 389   | 2823.22  | -0.34 | 1.0E-02 | Down |
| Dnmt3a   | chr12 | 3806522   | 3806901   | -269  | 1709.02  | -0.33 | 7.8E-04 | Down |
| Stom     | chr2  | 35336585  | 35336898  | 268   | 1839.95  | -0.33 | 3.2E-03 | Down |
| Szrd1    | chr4  | 141139374 | 141139729 | 245   | 896.31   | -0.33 | 9.7E-03 | Down |
| Anxa11   | chr14 | 25842294  | 25842579  | 281   | 2791.58  | -0.33 | 1.4E-02 | Down |
| Acadsb   | chr7  | 131410732 | 131411033 | 281   | 1783.17  | -0.33 | 8.0E-04 | Down |
| Atxn1    | chr13 | 45965201  | 45966267  | -743  | 1128.21  | -0.32 | 1.1E-02 | Down |
| Fndc3b   | chr3  | 27710031  | 27711266  | -196  | 2796.83  | -0.32 | 4.5E-02 | Down |
| Flnb     | chr14 | 7818058   | 7818381   | 262   | 2940.22  | -0.32 | 2.1E-02 | Down |
| Gnb4     | chr3  | 32616252  | 32616620  | 154   | 1471.51  | -0.32 | 2.8E-03 | Down |
| Jmjd1c   | chr10 | 67126723  | 67127343  | -55   | 1316.83  | -0.32 | 2.5E-03 | Down |
| Lrp5     | chr19 | 3685797   | 3686685   | 323   | 1577.84  | -0.32 | 1.2E-03 | Down |
| Furin    | chr7  | 80400720  | 80401104  | 1900  | 1339.31  | -0.32 | 2.9E-04 | Down |
| Gas6     | chr8  | 13493769  | 13494500  | 401   | 6082.85  | -0.32 | 5.0E-02 | Down |
| Wwtr1    | chr3  | 57576142  | 57576710  | -516  | 2185.68  | -0.31 | 9.5E-03 | Down |
| Qsox1    | chr1  | 155812112 | 155813151 | 268   | 3394.64  | -0.31 | 2.1E-02 | Down |
| Col5a1   | chr2  | 27886038  | 27887621  | 404   | 9206.82  | -0.31 | 2.2E-02 | Down |
| Erc1     | chr6  | 119847852 | 119848447 | 1     | 980.73   | -0.31 | 1.4E-02 | Down |
| St3gal2  | chr8  | 110919379 | 110919626 | -363  | 2798.23  | -0.30 | 2.6E-02 | Down |
| Oxct1    | chr15 | 4026344   | 4027328   | 408   | 6097.25  | -0.30 | 1.3E-06 | Down |
| Tbrg1    | chr9  | 37657059  | 37657404  | 81    | 675.39   | -0.30 | 2.6E-02 | Down |
| Ube4b    | chr4  | 149426095 | 149426556 | 306   | 1090.02  | -0.30 | 1.1E-03 | Down |
| Kmt5a    | chr5  | 124445797 | 124446209 | 504   | 1348.52  | -0.30 | 1.1E-02 | Down |
| Inafm2   | chr2  | 118745859 | 118746784 | 563   | 1290.63  | -0.29 | 1.3E-03 | Down |

|          |       |           |           |       |          |       |         |      |
|----------|-------|-----------|-----------|-------|----------|-------|---------|------|
| Ski      | chr4  | 155221695 | 155222515 | 430   | 5676.30  | -0.28 | 2.3E-02 | Down |
| Pkn1     | chr8  | 83697776  | 83698140  | 1221  | 2196.76  | -0.28 | 2.1E-02 | Down |
| Rin2     | chr2  | 145785771 | 145786169 | -146  | 1560.16  | -0.28 | 2.9E-04 | Down |
| Impad1   | chr4  | 4792454   | 4792788   | 685   | 1964.34  | -0.27 | 8.6E-03 | Down |
| Zcchc24  | chr14 | 25768163  | 25769042  | 470   | 2336.73  | -0.27 | 3.6E-02 | Down |
| Actg1    | chr11 | 120348173 | 120348422 | 198   | 13707.75 | -0.26 | 3.5E-02 | Down |
| Twsg1    | chr17 | 65950758  | 65951134  | 241   | 5403.79  | -0.26 | 3.6E-03 | Down |
| Plcb4    | chr2  | 135659097 | 135660049 | 26    | 5339.29  | -0.26 | 3.2E-03 | Down |
| Phldb1   | chr9  | 44733849  | 44735479  | 534   | 2548.28  | -0.26 | 7.8E-03 | Down |
| Aldh2    | chr5  | 121593219 | 121593496 | 467   | 5589.60  | -0.26 | 9.4E-03 | Down |
| Ctdspl   | chr9  | 118926153 | 118926443 | -238  | 979.98   | -0.25 | 3.4E-02 | Down |
| Ccnd2    | chr6  | 127151715 | 127152185 | -902  | 4577.34  | -0.25 | 4.5E-02 | Down |
| Kdelr2   | chr5  | 143403887 | 143404221 | 234   | 852.17   | -0.25 | 3.2E-02 | Down |
| Tlk2     | chr11 | 105181675 | 105182355 | 488   | 647.17   | -0.24 | 4.2E-02 | Down |
| Mat2a    | chr6  | 72439218  | 72439501  | 197   | 1609.44  | -0.24 | 2.3E-02 | Down |
| Uaca     | chr9  | 60794458  | 60795235  | 404   | 2024.10  | -0.24 | 2.1E-02 | Down |
| Msrb3    | chr10 | 120898402 | 120899429 | 56    | 7157.39  | -0.24 | 2.3E-02 | Down |
| Rab10    | chr12 | 3309487   | 3309845   | 303   | 1690.10  | -0.24 | 1.4E-02 | Down |
| Bmpr1a   | chr14 | 34502050  | 34502639  | 202   | 4037.95  | -0.24 | 6.6E-03 | Down |
| Dido1    | chr2  | 180701496 | 180701875 | 417   | 1045.61  | -0.23 | 9.0E-03 | Down |
| Hdlbp    | chr1  | 93478145  | 93478738  | -64   | 4556.04  | -0.23 | 1.5E-02 | Down |
| Ppp1r9b  | chr11 | 94989385  | 94989893  | -1573 | 3248.50  | -0.23 | 5.3E-03 | Down |
| Cav1     | chr6  | 17306400  | 17308334  | -273  | 8584.30  | -0.21 | 4.2E-02 | Down |
| Ppp1cb   | chr5  | 32459411  | 32459697  | 584   | 6486.45  | -0.21 | 2.7E-02 | Down |
| Mef2a    | chr7  | 67372451  | 67373172  | 47    | 4000.83  | -0.20 | 1.4E-02 | Down |
| Mrip     | chr11 | 59662673  | 59663023  | 341   | 6535.24  | 0.21  | 7.2E-03 | Up   |
| Lix1l    | chr3  | 96601133  | 96602129  | 498   | 1489.07  | 0.24  | 2.0E-02 | Up   |
| Celf1    | chr2  | 90940499  | 90940997  | 351   | 1670.70  | 0.26  | 6.1E-04 | Up   |
| Trip10   | chr17 | 57250261  | 57250499  | 929   | 1079.67  | 0.26  | 3.0E-03 | Up   |
| Ankrd12  | chr17 | 66077166  | 66077552  | -313  | 1725.07  | 0.27  | 1.7E-02 | Up   |
| Arhgap21 | chr2  | 20966962  | 20967358  | 561   | 1090.18  | 0.28  | 3.9E-02 | Up   |
| Prdx6    | chr1  | 161250751 | 161251073 | 298   | 719.01   | 0.28  | 1.5E-02 | Up   |
| Arl6ip5  | chr6  | 97210822  | 97211620  | 429   | 1740.55  | 0.29  | 4.3E-02 | Up   |
| Pbx1     | chr1  | 168431338 | 168431596 | 702   | 2496.93  | 0.29  | 2.0E-02 | Up   |
| Arhgap10 | chr8  | 77517265  | 77518289  | 130   | 473.69   | 0.29  | 4.3E-02 | Up   |
| Igf1r    | chr7  | 67951383  | 67951762  | -685  | 2809.56  | 0.29  | 4.6E-02 | Up   |
| Mllt6    | chr11 | 97663841  | 97664256  | 636   | 2063.24  | 0.30  | 1.5E-04 | Up   |
| Zdhhc1   | chr8  | 105496721 | 105497046 | 19    | 468.13   | 0.30  | 4.5E-02 | Up   |
| Tgfbr3   | chr5  | 107288951 | 107289567 | 370   | 1840.63  | 0.30  | 2.0E-02 | Up   |
| Maco1    | chr4  | 134852678 | 134853044 | 484   | 941.70   | 0.30  | 1.9E-02 | Up   |
| Acsl4    | chrX  | 142390053 | 142390414 | 302   | 366.31   | 0.30  | 5.0E-02 | Up   |

|          |       |           |           |       |          |      |         |    |
|----------|-------|-----------|-----------|-------|----------|------|---------|----|
| Efr3a    | chr15 | 65787108  | 65787600  | 334   | 1565.60  | 0.31 | 2.8E-03 | Up |
| Csnk1e   | chr15 | 79441709  | 79441958  | 4     | 651.22   | 0.31 | 7.4E-03 | Up |
| Prnp     | chr2  | 131909937 | 131910346 | 213   | 1537.62  | 0.31 | 4.9E-03 | Up |
| Limd1    | chr9  | 123479080 | 123479518 | 598   | 750.36   | 0.31 | 1.4E-02 | Up |
| Eid1     | chr2  | 125673166 | 125673669 | 317   | 1498.20  | 0.32 | 4.3E-03 | Up |
| Tes      | chr6  | 17065206  | 17065956  | 432   | 1645.82  | 0.32 | 1.1E-02 | Up |
| Cdk6     | chr5  | 3342095   | 3343043   | -1324 | 560.14   | 0.32 | 2.6E-02 | Up |
| Dnajc1   | chr2  | 18392311  | 18392752  | 299   | 1149.15  | 0.32 | 3.5E-03 | Up |
| Fgfr1    | chr8  | 25518871  | 25519931  | 642   | 4064.90  | 0.32 | 1.3E-03 | Up |
| Luzp1    | chr4  | 136469783 | 136470810 | 535   | 1759.03  | 0.32 | 5.4E-03 | Up |
| Ppp1r12c | chr7  | 4502080   | 4502359   | -539  | 4302.98  | 0.33 | 3.6E-02 | Up |
| Foxp1    | chr6  | 99520014  | 99522358  | -193  | 2543.58  | 0.33 | 5.9E-03 | Up |
| Ltbp1    | chr17 | 75005821  | 75006417  | 590   | 11684.25 | 0.33 | 4.2E-03 | Up |
| Sesn3    | chr9  | 14276340  | 14276973  | 355   | 794.33   | 0.34 | 5.8E-03 | Up |
| Nr2f2    | chr7  | 70360032  | 70361647  | -246  | 1425.87  | 0.34 | 1.1E-02 | Up |
| Cnst     | chr1  | 179546483 | 179546876 | 150   | 552.79   | 0.34 | 4.9E-02 | Up |
| Notch2   | chr3  | 98013570  | 98013959  | 226   | 3073.66  | 0.34 | 5.1E-03 | Up |
| Ano1     | chr7  | 144738093 | 144738423 | 334   | 1494.50  | 0.35 | 1.3E-02 | Up |
| Fam53a   | chr5  | 33628871  | 33629555  | 422   | 546.33   | 0.35 | 8.4E-03 | Up |
| Bcl2     | chr1  | 106713739 | 106714191 | 325   | 1156.05  | 0.36 | 3.5E-03 | Up |
| Ccdc85b  | chr19 | 5456436   | 5457506   | 592   | 1770.54  | 0.36 | 3.3E-03 | Up |
| Rgs7bp   | chr13 | 105054163 | 105054859 | 419   | 1505.48  | 0.37 | 7.3E-04 | Up |
| Cds2     | chr2  | 132263304 | 132263643 | 325   | 5099.16  | 0.37 | 5.3E-03 | Up |
| Mmd      | chr11 | 90249531  | 90250009  | 294   | 1074.42  | 0.37 | 4.5E-02 | Up |
| Mark4    | chr7  | 19459069  | 19459519  | -451  | 482.19   | 0.37 | 2.0E-03 | Up |
| Inpp1    | chr7  | 101837619 | 101837967 | 31    | 1071.21  | 0.37 | 2.6E-02 | Up |
| App      | chr16 | 85173211  | 85173939  | 132   | 9454.66  | 0.38 | 2.6E-04 | Up |
| Rnd2     | chr11 | 101468164 | 101468632 | 223   | 384.41   | 0.38 | 4.9E-02 | Up |
| Mark1    | chr1  | 184999156 | 184999636 | 153   | 1981.56  | 0.39 | 1.5E-02 | Up |
| Rev1     | chr1  | 38129417  | 38129664  | 126   | 384.10   | 0.39 | 4.2E-02 | Up |
| Bahd1    | chr2  | 118901449 | 118901697 | -42   | 303.49   | 0.39 | 3.0E-02 | Up |
| Foxc2    | chr8  | 121116329 | 121118400 | 1193  | 992.15   | 0.39 | 1.6E-02 | Up |
| Ell2     | chr13 | 75707600  | 75708424  | 528   | 733.74   | 0.40 | 4.9E-02 | Up |
| Vim      | chr2  | 13573353  | 13575097  | -86   | 51911.13 | 0.40 | 2.8E-02 | Up |
| Ank      | chr15 | 27466208  | 27467338  | 96    | 1238.97  | 0.40 | 3.6E-03 | Up |
| Mcam     | chr9  | 44135063  | 44135320  | 533   | 9509.39  | 0.41 | 3.8E-02 | Up |
| Maf      | chr8  | 115706319 | 115707547 | -39   | 1228.07  | 0.41 | 6.7E-05 | Up |
| Mthfr    | chr4  | 148041241 | 148042005 | 434   | 521.54   | 0.41 | 2.4E-02 | Up |
| Psme4    | chr11 | 30771790  | 30772236  | 238   | 1182.50  | 0.42 | 9.8E-07 | Up |
| Cdk19    | chr10 | 40349695  | 40349994  | 536   | 530.74   | 0.42 | 2.4E-02 | Up |
| Stim2    | chr5  | 53998486  | 53999132  | 286   | 430.29   | 0.43 | 3.4E-02 | Up |

|         |       |           |           |       |          |      |         |    |
|---------|-------|-----------|-----------|-------|----------|------|---------|----|
| Cst3    | chr2  | 148874857 | 148875289 | 439   | 8469.72  | 0.43 | 5.6E-04 | Up |
| Fam124a | chr14 | 62555517  | 62556152  | 97    | 495.94   | 0.43 | 2.5E-02 | Up |
| Smad1   | chr8  | 79398227  | 79399422  | 604   | 443.49   | 0.43 | 1.1E-02 | Up |
| C2cd2   | chr16 | 97921903  | 97922618  | 373   | 1148.06  | 0.43 | 5.2E-03 | Up |
| Pxdc1   | chr13 | 34652208  | 34653341  | -93   | 627.76   | 0.44 | 4.8E-02 | Up |
| Pip4k2a | chr2  | 18997374  | 18998067  | 401   | 665.49   | 0.44 | 3.5E-04 | Up |
| Nr1d2   | chr14 | 18238671  | 18239010  | 266   | 2459.32  | 0.44 | 7.6E-06 | Up |
| Mapk7   | chr11 | 61493325  | 61494199  | 499   | 252.66   | 0.44 | 1.5E-02 | Up |
| Dzip1   | chr14 | 118924809 | 118925424 | 354   | 304.40   | 0.45 | 6.6E-03 | Up |
| Clcn6   | chr4  | 148038436 | 148038776 | 207   | 270.11   | 0.45 | 1.6E-02 | Up |
| Pold3   | chr7  | 100121184 | 100121487 | 165   | 187.63   | 0.45 | 3.5E-02 | Up |
| Spats2l | chr1  | 57774735  | 57775647  | 330   | 762.86   | 0.45 | 2.9E-03 | Up |
| Socs2   | chr10 | 95415575  | 95417461  | -306  | 568.85   | 0.45 | 8.4E-04 | Up |
| Tmtc1   | chr6  | 148442790 | 148444747 | 584   | 4200.01  | 0.45 | 3.7E-05 | Up |
| Gm13889 | chr2  | 93956464  | 93957065  | 336   | 3310.94  | 0.46 | 2.4E-04 | Up |
| Hmga1   | chr17 | 27555289  | 27555540  | -1160 | 210.11   | 0.46 | 3.1E-02 | Up |
| Plekhh2 | chr17 | 84511881  | 84512430  | 260   | 386.47   | 0.47 | 5.1E-04 | Up |
| Gcnt2   | chr13 | 40917377  | 40917848  | -22   | 1092.49  | 0.47 | 1.9E-04 | Up |
| Phlda1  | chr10 | 111506634 | 111507140 | 601   | 217.86   | 0.47 | 4.9E-02 | Up |
| Pde1a   | chr2  | 80038323  | 80038599  | 441   | 424.75   | 0.48 | 3.7E-04 | Up |
| Nes     | chr3  | 87971097  | 87971518  | 214   | 6026.37  | 0.48 | 8.9E-04 | Up |
| Sulf1   | chr1  | 12691949  | 12692322  | -295  | 3969.91  | 0.49 | 1.1E-03 | Up |
| Slc6a6  | chr6  | 91684120  | 91684651  | 318   | 2799.28  | 0.49 | 8.3E-07 | Up |
| Klhl7   | chr5  | 24100722  | 24101087  | 314   | 673.13   | 0.49 | 1.1E-06 | Up |
| Pde4dip | chr3  | 97767540  | 97767927  | 281   | 6312.74  | 0.49 | 6.5E-06 | Up |
| Bahcc1  | chr11 | 120233540 | 120235247 | 1446  | 555.89   | 0.50 | 4.8E-05 | Up |
| Rel1    | chr5  | 63968261  | 63968816  | 359   | 251.45   | 0.50 | 2.0E-02 | Up |
| Cd109   | chr9  | 78615507  | 78616047  | 231   | 788.66   | 0.50 | 5.5E-03 | Up |
| Csrp2   | chr10 | 110919764 | 110920767 | 89    | 12001.25 | 0.50 | 1.1E-06 | Up |
| Mxra7   | chr11 | 116826733 | 116828014 | 673   | 1502.79  | 0.50 | 2.8E-04 | Up |
| Efhd2   | chr4  | 141874526 | 141874837 | 239   | 1520.15  | 0.51 | 3.2E-07 | Up |
| Flt3l   | chr7  | 45135780  | 45136045  | 520   | 155.08   | 0.51 | 4.5E-02 | Up |
| Npr3    | chr15 | 11904364  | 11905596  | 694   | 536.97   | 0.51 | 8.6E-03 | Up |
| Map3k5  | chr10 | 19933621  | 19934870  | -281  | 994.03   | 0.51 | 2.9E-04 | Up |
| Flnc    | chr6  | 29432963  | 29433498  | -26   | 5490.48  | 0.52 | 1.4E-02 | Up |
| Xylt1   | chr7  | 117380357 | 117381772 | 85    | 556.46   | 0.52 | 6.8E-03 | Up |
| Yae1d1  | chr13 | 17993062  | 17993440  | 100   | 662.30   | 0.52 | 1.1E-03 | Up |
| Hoxb6   | chr11 | 96299097  | 96299756  | 352   | 157.54   | 0.52 | 3.1E-02 | Up |
| Mecom   | chr3  | 30012927  | 30013191  | 145   | 562.61   | 0.53 | 3.3E-05 | Up |
| Usp31   | chr7  | 121706549 | 121707027 | 654   | 331.87   | 0.53 | 3.0E-03 | Up |
| Asap1   | chr15 | 64313162  | 64313838  | -827  | 990.67   | 0.53 | 3.6E-06 | Up |

|               |       |           |           |       |         |      |         |    |
|---------------|-------|-----------|-----------|-------|---------|------|---------|----|
| Olfml2b       | chr1  | 170644416 | 170644773 | 62    | 2447.52 | 0.54 | 1.1E-06 | Up |
| Tef           | chr15 | 81802833  | 81803137  | 312   | 3341.32 | 0.54 | 1.4E-05 | Up |
| Lonrf1        | chr8  | 36248016  | 36249352  | 675   | 388.70  | 0.55 | 1.7E-02 | Up |
| Zc3hav1       | chr6  | 38354290  | 38354550  | 183   | 445.82  | 0.55 | 1.2E-04 | Up |
| Inhbb         | chr1  | 119420012 | 119422554 | 965   | 167.07  | 0.55 | 3.6E-02 | Up |
| Rap2b         | chr3  | 61363176  | 61363595  | -1122 | 222.97  | 0.56 | 4.7E-02 | Up |
| Palld         | chr8  | 61590631  | 61591191  | 228   | 2971.90 | 0.56 | 8.8E-04 | Up |
| Zswim6        | chr13 | 107890922 | 107891448 | -1121 | 272.31  | 0.56 | 1.9E-03 | Up |
| Mrtfa         | chr15 | 81189963  | 81190444  | 533   | 402.11  | 0.56 | 5.8E-03 | Up |
| Tgfb2         | chr1  | 186705118 | 186705652 | 604   | 1691.29 | 0.56 | 1.1E-04 | Up |
| Lpin2         | chr17 | 71183672  | 71184118  | -83   | 156.06  | 0.57 | 3.6E-02 | Up |
| Zfp346        | chr13 | 55105363  | 55105679  | 212   | 182.68  | 0.57 | 1.2E-03 | Up |
| Ikzf2         | chr1  | 69687065  | 69687791  | -1468 | 131.10  | 0.57 | 1.1E-02 | Up |
| Satb1         | chr17 | 51832657  | 51833281  | 321   | 361.92  | 0.57 | 5.5E-06 | Up |
| Nlgn2         | chr11 | 69836656  | 69837994  | 459   | 647.16  | 0.58 | 3.3E-04 | Up |
| Klf10         | chr15 | 38299459  | 38300664  | -161  | 287.32  | 0.59 | 3.4E-02 | Up |
| Rbm38         | chr2  | 173022143 | 173022429 | 384   | 140.20  | 0.59 | 3.7E-02 | Up |
| Trim2         | chr3  | 84220511  | 84220865  | 189   | 341.13  | 0.59 | 1.6E-02 | Up |
| Vcan          | chr13 | 89742070  | 89742574  | 190   | 1632.57 | 0.59 | 2.1E-05 | Up |
| Fam102b       | chr3  | 109027020 | 109027581 | 307   | 722.88  | 0.59 | 5.7E-05 | Up |
| Zfp462        | chr4  | 54946173  | 54946419  | -1649 | 122.06  | 0.59 | 1.2E-02 | Up |
| Pdgfc         | chr3  | 81036423  | 81037146  | 368   | 442.39  | 0.59 | 5.5E-06 | Up |
| Podxl2        | chr6  | 88874589  | 88874826  | -111  | 376.80  | 0.59 | 2.7E-04 | Up |
| Tmem200b      | chr4  | 131921263 | 131922009 | -135  | 550.42  | 0.61 | 1.1E-07 | Up |
| Sned1         | chr1  | 93235792  | 93236522  | 260   | 464.25  | 0.61 | 2.8E-03 | Up |
| Tsc22d3       | chrX  | 140599211 | 140599550 | 1142  | 447.97  | 0.61 | 2.0E-02 | Up |
| Sptb          | chr12 | 76710088  | 76710313  | 347   | 224.44  | 0.61 | 2.9E-02 | Up |
| Hhip1         | chr12 | 108306325 | 108306713 | 249   | 125.23  | 0.62 | 1.3E-02 | Up |
| Trnp1         | chr4  | 133497618 | 133498057 | 713   | 304.68  | 0.62 | 1.4E-02 | Up |
| Cpeb1         | chr7  | 81454406  | 81455032  | 39    | 310.91  | 0.62 | 1.5E-03 | Up |
| Cys1          | chr12 | 24680602  | 24681357  | 816   | 569.66  | 0.63 | 3.7E-07 | Up |
| Plaat1        | chr16 | 29209906  | 29210337  | 13    | 101.40  | 0.63 | 4.1E-02 | Up |
| Coq10b        | chr1  | 55052876  | 55053353  | 344   | 746.70  | 0.63 | 8.5E-05 | Up |
| Fibin         | chr2  | 110362366 | 110363010 | 305   | 2468.41 | 0.64 | 3.1E-05 | Up |
| Ntn4          | chr10 | 93640805  | 93642252  | 479   | 1378.44 | 0.65 | 1.0E-04 | Up |
| Id3           | chr4  | 136143910 | 136144349 | 307   | 915.77  | 0.65 | 1.4E-07 | Up |
| Cdc42ep1      | chr15 | 78842461  | 78843410  | 288   | 280.29  | 0.65 | 1.0E-02 | Up |
| Dennd5b       | chr6  | 149100593 | 149101602 | 583   | 593.71  | 0.66 | 2.0E-05 | Up |
| Tspan4        | chr7  | 141474927 | 141475791 | 123   | 487.98  | 0.66 | 4.3E-05 | Up |
| Pcgf5         | chr19 | 36348116  | 36349305  | 381   | 907.19  | 0.68 | 7.1E-09 | Up |
| 1700017B05Rik | chr9  | 57261686  | 57262521  | 496   | 352.67  | 0.70 | 5.1E-07 | Up |

|          |       |           |           |       |         |      |         |    |
|----------|-------|-----------|-----------|-------|---------|------|---------|----|
| Sox12    | chr2  | 152396634 | 152397598 | 930   | 270.93  | 0.70 | 1.7E-04 | Up |
| Ablim1   | chr19 | 57198787  | 57199074  | -1299 | 2243.10 | 0.72 | 5.7E-08 | Up |
| Smad7    | chr18 | 75367459  | 75368198  | 463   | 1119.48 | 0.72 | 1.2E-03 | Up |
| Sdc3     | chr4  | 130792048 | 130792345 | -341  | 821.52  | 0.72 | 2.6E-05 | Up |
| Etv5     | chr16 | 22439320  | 22439582  | 119   | 203.19  | 0.73 | 1.1E-03 | Up |
| Ss18l1   | chr2  | 180042852 | 180043303 | 594   | 96.28   | 0.73 | 1.7E-02 | Up |
| Maml3    | chr3  | 52104685  | 52105256  | 36    | 174.72  | 0.73 | 2.7E-04 | Up |
| Cnksr3   | chr10 | 7211639   | 7212052   | 392   | 667.53  | 0.73 | 1.0E-04 | Up |
| Hlf      | chr11 | 90389975  | 90390298  | 781   | 824.40  | 0.74 | 8.6E-05 | Up |
| Ptpu     | chr4  | 131836282 | 131837154 | 1560  | 131.38  | 0.74 | 5.0E-03 | Up |
| Spata13  | chr14 | 60634095  | 60635203  | -56   | 798.54  | 0.74 | 2.2E-10 | Up |
| Wee1     | chr7  | 110122199 | 110122961 | 521   | 218.81  | 0.75 | 1.1E-03 | Up |
| Per2     | chr1  | 91458521  | 91458818  | 659   | 1482.11 | 0.75 | 1.0E-05 | Up |
| Pde7a    | chr3  | 19311394  | 19311754  | -252  | 310.55  | 0.75 | 2.9E-06 | Up |
| Epas1    | chr17 | 86753583  | 86754171  | 13    | 6133.94 | 0.76 | 4.3E-08 | Up |
| Foxf1    | chr8  | 121084225 | 121084903 | 178   | 281.84  | 0.76 | 7.8E-04 | Up |
| Ntrk3    | chr7  | 78578759  | 78579385  | -1234 | 4352.59 | 0.78 | 3.0E-10 | Up |
| Olfm1    | chr2  | 28193039  | 28193393  | 123   | 482.25  | 0.78 | 4.1E-04 | Up |
| Bhlhe41  | chr6  | 145865570 | 145866783 | -756  | 949.74  | 0.79 | 2.0E-07 | Up |
| Unc5b    | chr10 | 60830630  | 60831420  | 556   | 740.41  | 0.80 | 3.0E-06 | Up |
| Sox4     | chr13 | 28952080  | 28953132  | 1093  | 513.96  | 0.80 | 6.6E-10 | Up |
| Arhgap42 | chr9  | 9238729   | 9239299   | -1    | 101.10  | 0.83 | 5.5E-04 | Up |
| Trib2    | chr12 | 15815544  | 15816001  | 1013  | 334.00  | 0.83 | 4.4E-07 | Up |
| Baz1a    | chr12 | 54985171  | 54985761  | 870   | 133.99  | 0.84 | 3.9E-02 | Up |
| Pde5a    | chr3  | 122729610 | 122730439 | 866   | 4505.51 | 0.84 | 4.9E-27 | Up |
| Ier5l    | chr2  | 30472856  | 30473954  | 794   | 353.87  | 0.85 | 1.4E-07 | Up |
| Dipk1a   | chr5  | 107987237 | 107987473 | -278  | 144.15  | 0.86 | 8.0E-05 | Up |
| Zfp503   | chr14 | 21988738  | 21989653  | 406   | 401.33  | 0.86 | 1.4E-07 | Up |
| Plk2     | chr13 | 110394505 | 110394915 | -334  | 87.99   | 0.87 | 4.5E-03 | Up |
| Cpxm1    | chr2  | 130397521 | 130397782 | -22   | 365.30  | 0.87 | 2.2E-02 | Up |
| Tril     | chr6  | 53820590  | 53820826  | 117   | 187.90  | 0.89 | 1.7E-04 | Up |
| Bok      | chr1  | 93685593  | 93685921  | 182   | 74.44   | 0.90 | 1.4E-02 | Up |
| Lratd2   | chr15 | 60824143  | 60824890  | 564   | 156.22  | 0.90 | 2.5E-03 | Up |
| Oasl2    | chr5  | 114897379 | 114897913 | 712   | 102.35  | 0.93 | 9.8E-03 | Up |
| Fbxl7    | chr15 | 26895052  | 26895889  | 94    | 208.94  | 0.93 | 1.6E-06 | Up |
| Zfp697   | chr3  | 98382952  | 98383244  | 617   | 89.85   | 0.94 | 2.8E-04 | Up |
| H2-Q4    | chr17 | 35379666  | 35379990  | 211   | 444.36  | 0.97 | 8.7E-04 | Up |
| Podn     | chr4  | 108031868 | 108032257 | 28    | 900.14  | 0.97 | 7.4E-07 | Up |
| Tnfrsf21 | chr17 | 43016683  | 43017750  | 661   | 121.15  | 0.99 | 1.7E-02 | Up |
| Sorbs1   | chr19 | 40513446  | 40513687  | 170   | 1577.25 | 0.99 | 2.8E-23 | Up |
| Cd44     | chr2  | 102902226 | 102902490 | -693  | 946.52  | 0.99 | 1.3E-14 | Up |

|               |       |           |           |       |         |      |         |    |
|---------------|-------|-----------|-----------|-------|---------|------|---------|----|
| Hes1          | chr16 | 30062900  | 30064327  | -1744 | 194.55  | 1.00 | 4.6E-07 | Up |
| Bend7         | chr2  | 4717774   | 4718444   | 278   | 47.87   | 1.02 | 2.0E-02 | Up |
| Mthfd1l       | chr10 | 3973258   | 3973759   | 433   | 113.99  | 1.08 | 1.0E-05 | Up |
| Lbh           | chr17 | 72917633  | 72917987  | -495  | 3720.31 | 1.08 | 1.2E-19 | Up |
| Plat          | chr8  | 22758038  | 22758477  | 535   | 942.96  | 1.23 | 1.2E-26 | Up |
| Spaar         | chr4  | 43728497  | 43729294  | -1139 | 55.23   | 1.29 | 2.0E-02 | Up |
| Bbc3          | chr7  | 16309275  | 16309988  | 48    | 80.19   | 1.29 | 1.5E-07 | Up |
| Nxph3         | chr11 | 95513984  | 95514408  | 369   | 31.21   | 1.30 | 4.5E-03 | Up |
| Bhlhe40       | chr6  | 108659170 | 108659449 | -1320 | 565.48  | 1.34 | 1.5E-17 | Up |
| H2-Ab1        | chr17 | 34264472  | 34265022  | 1520  | 233.45  | 1.34 | 7.3E-04 | Up |
| Adamts14      | chr10 | 61273264  | 61273810  | -118  | 230.11  | 1.35 | 6.0E-11 | Up |
| Prag1         | chr8  | 36094673  | 36095244  | 130   | 151.41  | 1.36 | 2.3E-07 | Up |
| Prr5l         | chr2  | 101796479 | 101796968 | 984   | 161.06  | 1.43 | 2.2E-13 | Up |
| Mex3b         | chr7  | 82865635  | 82866067  | -1482 | 48.98   | 1.43 | 1.2E-03 | Up |
| Pde1b         | chr15 | 103502863 | 103503268 | 31    | 60.70   | 1.46 | 7.5E-06 | Up |
| Coro6         | chr11 | 77464384  | 77464811  | 686   | 275.04  | 1.51 | 3.9E-14 | Up |
| Slc8a3        | chr12 | 81332721  | 81333018  | 311   | 85.53   | 1.70 | 4.1E-06 | Up |
| Kcnc4         | chr3  | 107459167 | 107459857 | -614  | 806.26  | 1.74 | 2.5E-11 | Up |
| Cry1          | chr10 | 85184395  | 85185043  | 335   | 110.88  | 1.77 | 1.2E-10 | Up |
| Sap30         | chr8  | 57486813  | 57487769  | 569   | 21.41   | 1.85 | 8.6E-03 | Up |
| Wnk2          | chr13 | 49147112  | 49147944  | 800   | 105.88  | 1.94 | 3.7E-09 | Up |
| Gpr176        | chr2  | 118372758 | 118374401 | -160  | 30.02   | 1.94 | 4.6E-03 | Up |
| 4930426L09Rik | chr2  | 18998367  | 18998744  | 236   | 26.35   | 1.97 | 6.5E-05 | Up |
| Slc6a17       | chr3  | 107517577 | 107517949 | 255   | 369.82  | 2.00 | 6.3E-33 | Up |
| Wasf1         | chr10 | 40883501  | 40884535  | 484   | 36.39   | 2.03 | 1.9E-07 | Up |
| Masp1         | chr16 | 23518752  | 23519571  | 1654  | 35.74   | 2.05 | 1.0E-05 | Up |
| Slco5a1       | chr1  | 12991775  | 12992927  | -1216 | 14.29   | 2.35 | 1.9E-03 | Up |

**Supplemental Table 4. qPCR primers used in this study.**

| Targets               | Forward primer          | Reverse primer            |
|-----------------------|-------------------------|---------------------------|
| <i>Gapdh</i> (mouse)  | CTTTGTCAAGCTCATTTCTGG   | TCTTGCTCAGTGTCCTTGC       |
| <i>Prdm16</i> (mouse) | AGTCGGACAACCATGCACTT    | GATCTCAGGCCGTTTGTCCA      |
| <i>Adra1a</i> (mouse) | TCCAACCATTAAAGATCCACACC | CCTAGTGTCATCCCTTTTCCTG    |
| <i>Adra1b</i> (mouse) | TTCATCTTATGTTGGCTCCCC   | ACACTACCTTGAATACGGCG      |
| <i>Adra1d</i> (mouse) | TGTCCCTAAATGTTCCCCAAG   | CTATAAAGCACCCCACCTCTG     |
| <i>Bmal1</i> (mouse)  | CAACCCATACACAGAAGCAAAC  | CATCTGCTGCCCTGAGAATTA     |
| <i>Npas2</i> (mouse)  | ACAAGGGGACATTTAGCGGG    | CTCTCTCTTGGCGAGCAGC       |
| <i>Per1</i> (mouse)   | TCGAAACCAGGACACCTTCTCT  | GGGCACCCCGAAACACA         |
| <i>Per2</i> (mouse)   | AATCTTCCAACACTCACCCC    | CCTTCAGGGTCCTTATCAGTTC    |
| <i>Per3</i> (mouse)   | GGCTGCTTTGATCCTGAATTCT  | GAACGCCCTCACGTCTTGAG      |
| <i>Cry1</i> (mouse)   | TCGCCGGCTCTTCCAA        | TCAAGACACTGAAGCAAAAATCG   |
| <i>Cry2</i> (mouse)   | CCCACGGCCCATCGT         | TGCTTCATTCGTTCAATGTTGAG   |
| <i>Adra1d-ChIP</i>    | GTCACCAGGCCGTGAAG       | CAGGACACGCTTGGAGAG        |
| <i>Bmal1-ChIP</i>     | CTTGCCTGGTCAACCCTTCT    | CAAGACAGGCCATAGGGACG      |
| <i>Npas2-ChIP</i>     | CCCGCTCGGAGGTAAGAG      | AGCCACGCGCACGTATT         |
| <i>Per2-ChIP</i>      | GGTTCCTCAATGAAGATGCTG   | CAGGTGAATGGAAGTCCCG       |
| <i>Cry1-ChIP</i>      | GGCTCATAACCGACACCTG     | TCCATTCATCTGCCAGCTG       |
| <i>Cry2-ChIP</i>      | TCCCCTCACCTCCATCG       | GCTGCGTCTACATCCTCG        |
| <i>Gapdh</i> (rat)    | TCCAGTATGACTCTACCCACG   | CACGACATACTCAGCACCAG      |
| <i>Prdm16</i> (rat)   | AGAAGCACGAACACGAAGGT    | ATCTCGCTGTTGGCGATGAA      |
| <i>Myh11</i> (rat)    | CCAGATAGATGCAGGTCGGG    | ACTGGAAGGTCAGGCAGTTG      |
| <i>Acta2</i> (rat)    | CATCACCAACTGGGACGACA    | TCCGTTAGCAAGGTCGGATG      |
| <i>Cnn1</i> (rat)     | TCCGCACACTTTAACCGAG     | ATCCATGAAGTTGCTCCCG       |
| <i>Tagln</i> (rat)    | GCGTGATTCTGAGCAAGTTG    | CGTGACTCCATAATCCTCAGC     |
| <i>Bmal1</i> (rat)    | ACCAACCCATACACAGAAGC    | GACAGATTCGGAGACAAAGAGG    |
| <i>Npas2</i> (rat)    | TAGGGTGGAAGCAGAGGGC     | AGAGTTTCTATGCAGTTTTGCCTTA |
| <i>Adra1d</i> (rat)   | CTGCTCAAGTTTTCCCGC      | AAGATGACCTTGAAGACACCC     |

# Supplementary material for: Vascular smooth muscle cell PRDM16 regulates circadian variation in blood pressure
**Source:** J Clin Invest. 2024 Dec 3;135(3):e183409. doi: 10.1172/JCI183409

Full unedited blot for Figure 4B

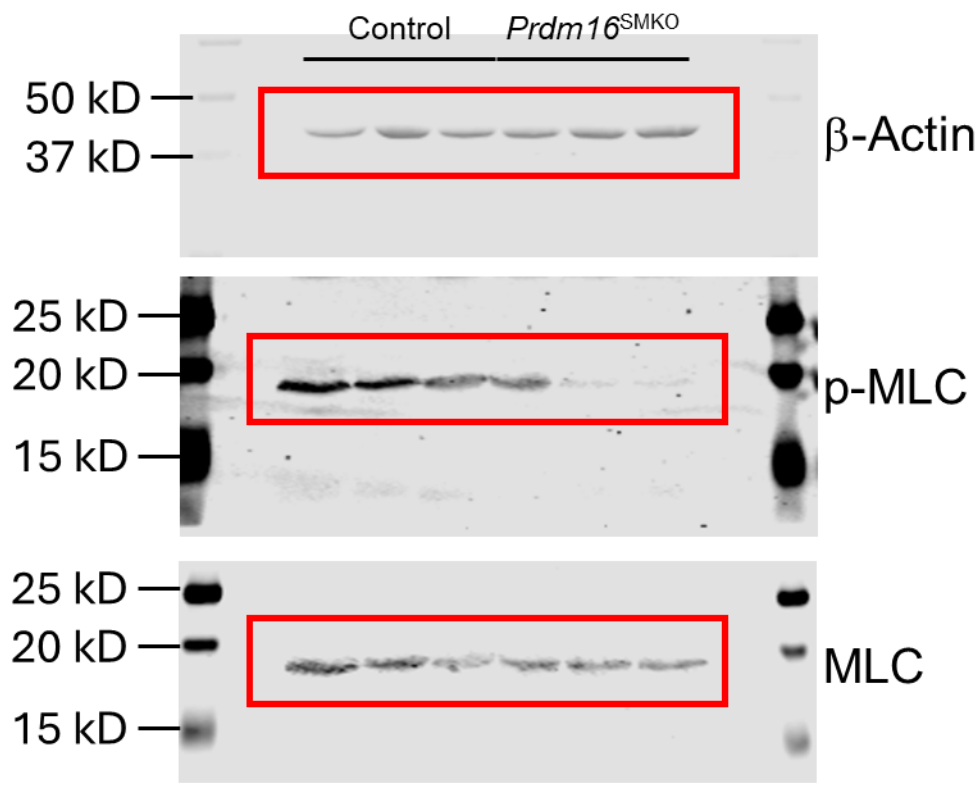

Full unedited blot for Figure 4D

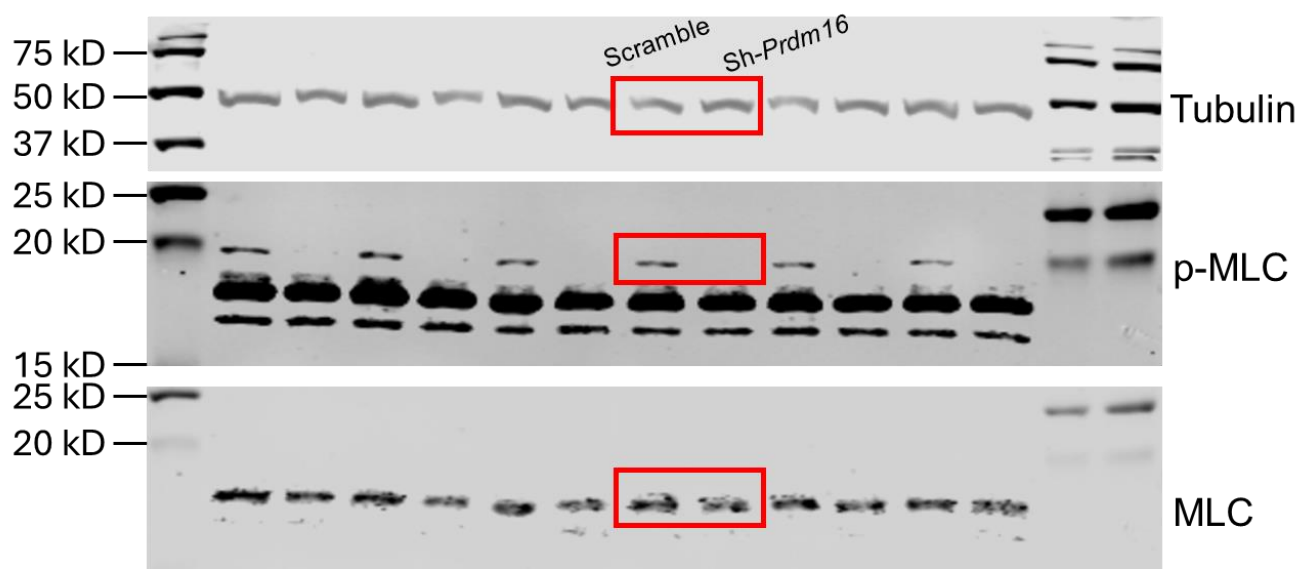

Full unedited blot for Figure 5C

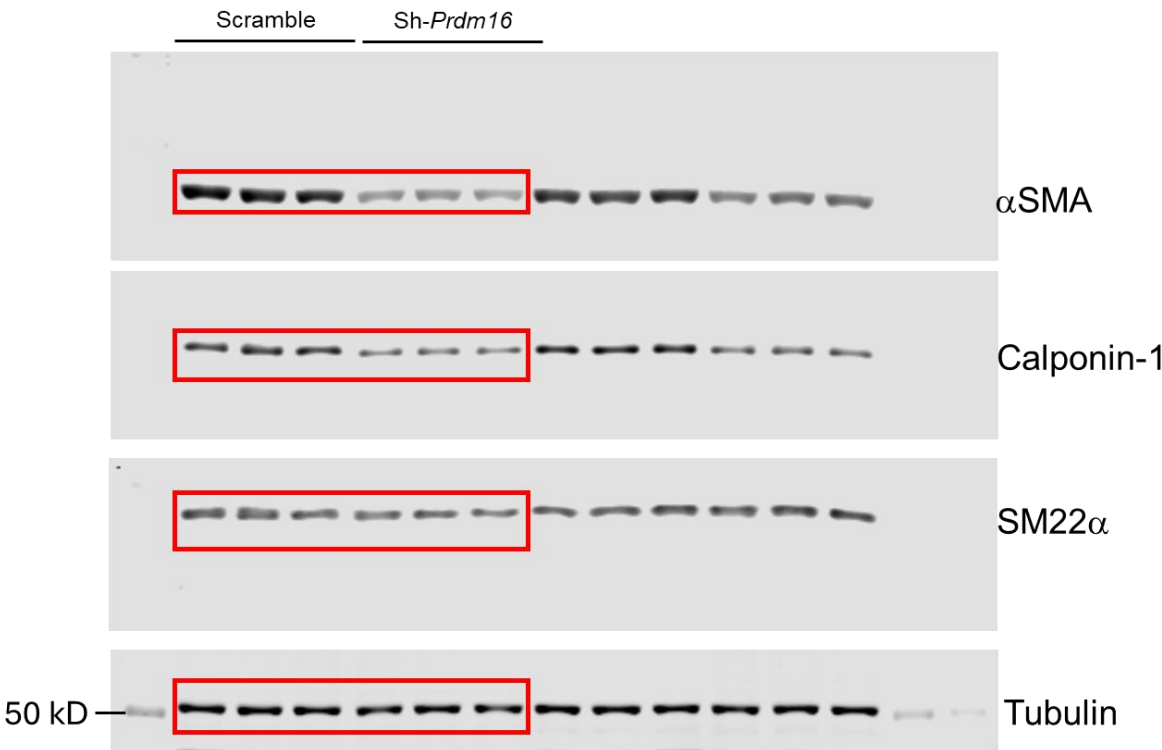

Full unedited blot for Figure 5E

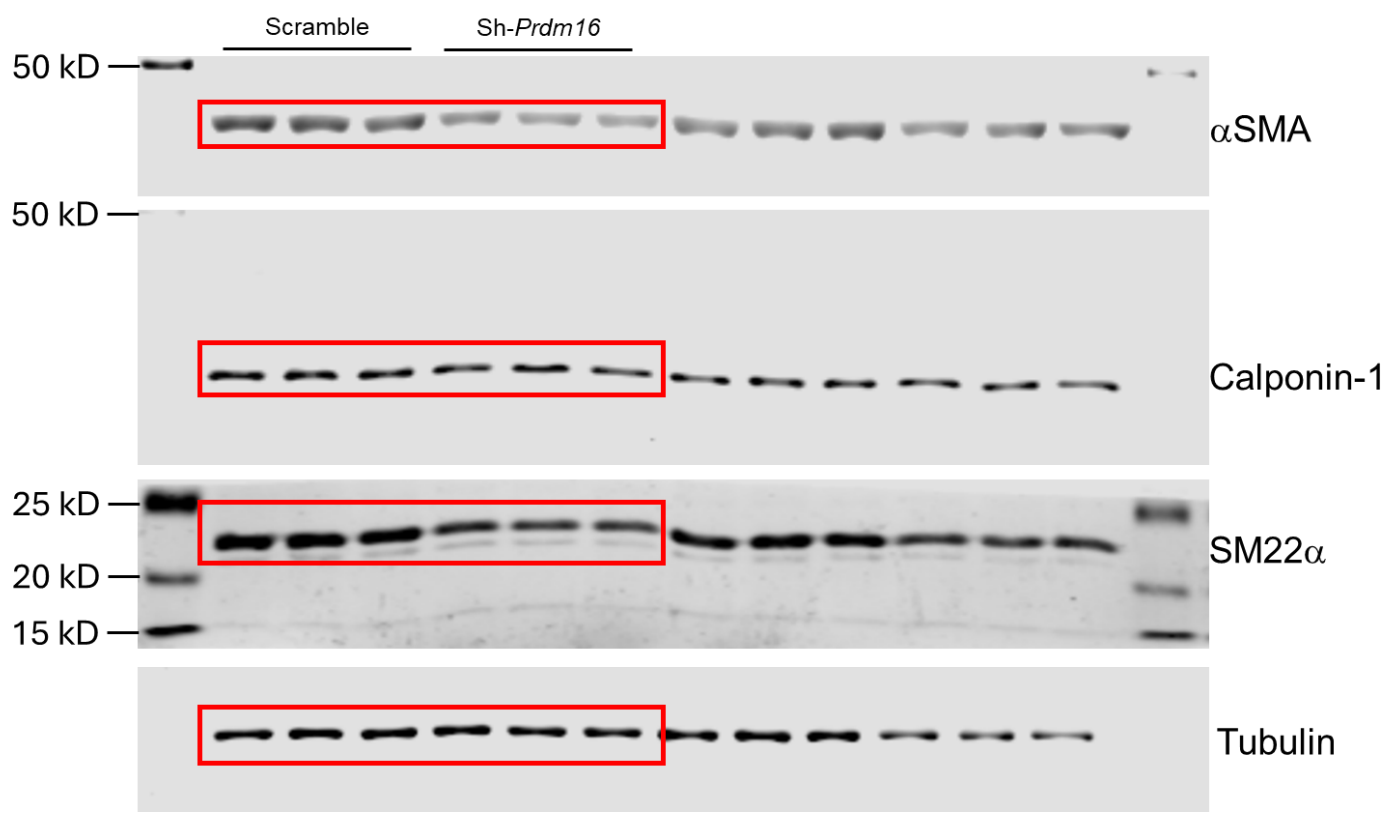

Full unedited blot for Figure 5F

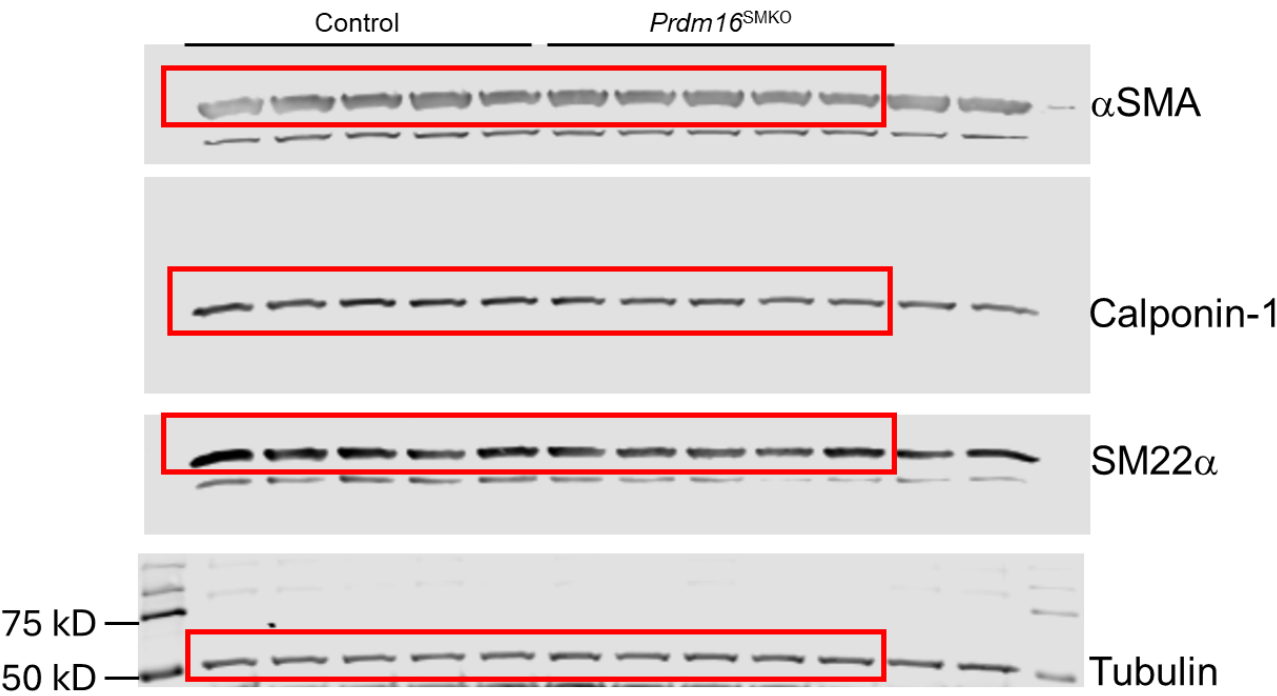

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

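RNA-Seq was available from the thoracic aortas of 3 control and 3 *Prdm16* SMKO mice, and ChIP-Seq peak lists from primary mouse fibroblasts infected for 48 hours with lentivirus for Flag-tagged PRDM16 or the empty vector, 1 anti-Flag library each. Samples were grouped by the titles of the deposited samples and the legend of Figure 6A. The replicate numbers do not pair the aortas, since the log2 values of a control and a *Prdm16* SMKO aorta of the same number, taken relative to their groups, had correlations of −0.0246, −0.07, and −0.00896.

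For RNA-Seq the authors deposited TPM with 1 column per aorta. The labels give poly(A)-selected libraries, and the aligner, the counting program, the genome build, and the annotation behind the TPM are not named in the paper's text. TPM are not counts, so the depth per aorta is unknown here, no counting interval was computed, and tests made for counts were not used. For ChIP-Seq the authors mapped the reads to GRCm38 with bowtie2 and called peaks with MACS2 at a q threshold of 0.01, and which library served as the MACS2 control is not stated. The deposited lists hold for each peak its position, an integer score, the fold enrichment at the summit as a ratio over the local background, −log10 p, −log10 q, and the summit position, all by the authors. The fold enrichment, −log10 p, and −log10 q were used as deposited, and the score was not used because it is derived from −log10 q. The IgG libraries, the GO annotation, and HOMER were not used here.

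Differential expression was tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend on log2(TPM + 0.1), over genes with a mean TPM of at least 0.5 in the 6 aortas and without covariates. Adjusted *P* values are Benjamini-Hochberg values over the 15668 genes tested, with a threshold of 0.05 and no minimum fold change. Of all genes in the table, 26228 had a TPM above 0 in at least 1 aorta. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, for a list of core clock genes and for the Reactome sets bundled with fgsea 1.28.0 with 10 to 500 tested genes. Entrez identifiers were found for 80.7% of the tested genes. The 6 aortas were also split in each of the 10 possible ways into 3 against 3, of which the real grouping is 1. The procedure was tested on simulated data for 6 aortas, with 15258 genes tested, in which 162 of 200 changed genes (81%) were recovered, with 72 of 100 genes changed 2-fold, 90 of 99 changed 4-fold, and 18 false calls. The false calls are a larger share of the calls than the threshold of 0.05. The simulated genes were independent and had the variances estimated by limma with its trend, so the recovery may be too high for the real aortas.

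Genes named in the text are those the paper names, those of the clock lists, and the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean TPM of at least 1 and no overlap between the groups. Genes outside this rule, such as those near *Prdm16* or at the end of the sex chromosomes, were named after their values were seen. One gene was taken out of the list of genes the paper names after the results were seen, whatever its values, and is not reported here, so counts over that list leave it out. Marker lists for smooth muscle, brown adipocytes, skeletal muscle, blood, macrophages and antigen presentation, fibroblasts, endothelium, immediate-early genes, and male sex, and lists of clock genes that peak near the start of the light phase (ZT0) or of the dark phase (ZT12), were scored as the median over the tested genes of each aorta's log2 value relative to the mean of the 6 aortas and compared by an exact permutation test.

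Peaks were placed by their centre as promoter (within 2 kb of the TSS of a curated RefSeq transcript), exon, intron, or intergenic, and compared with 10 random positions per peak. Exact Clopper-Pearson intervals at 95% describe counting error of peak shares only. The overlap of called genes with genes that have a promoter peak was tested with Fisher's exact test and against 10000 random gene sets matched on mean TPM. Motif sequences read from Figure 7B were counted on both strands and compared with the reversed sequence by an exact McNemar test. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, Biopython 1.88, and matplotlib 3.10.9 were used.

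The main settings, the comparisons, and most alternatives were set before the data were examined. These alternatives were pseudocounts of 1 and 0.01, a mean TPM of at least 1 or no filter, rescaling by median ratio, quantile normalization, eBayes without a trend, the replicate number as a block, leaving out each aorta in turn, an estimated correlation or fry for the core clock genes, other sizes of Reactome sets, promoter windows of 1 kb, of 5 kb, and from 1 kb upstream to 100 bp downstream, the peak summit in place of the centre, a q of at most 0.001 or 1e-05, a larger minimum overlap for shared peaks, and a window of 100 bp on either side of the summit. Added after the data were seen were the tests without genes within 20 Mb of *Prdm16*, with protein-coding genes only, with fry for the Reactome sets, with a q of at most 0.01 in the deposited values, with GENCODE transcripts, with regions shifted by 5 kb for the motifs, and with a promoter from 1 kb upstream to 100 bp downstream for single genes and for the number of genes with a promoter peak, all alternatives for the comparison with Supplemental Table 3 and for the clock genes by phase, and the comparison of clock genes among higher and lower genes with a promoter peak in all its settings.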

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

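The tests of reads shared between *Eno1* and *Eno1b*, of a later time of day, of the distal ends of X and Y, and of the exons of *Prdm16*, and the settings with protein-coding genes only and without genes within 20 Mb of *Prdm16*, were chosen only after the result was seen.

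*Eno1b* stood out as a signal outside the genes the paper discusses, at 72.43 ± 9.53 TPM in *Prdm16* SMKO aortas against 1.193 ± 0.699 TPM in control aortas (SD, n = 3 each). It was called in 17 of 17 settings in which it was tested, with adjusted *P* values by limma from 1.45e-06 to 0.00491. Its paralog *Eno1* fell from 126.3 ± 14.83 to 53.09 ± 11.22 TPM (SD, n = 3 each), and the transcripts are identical over 97.9% of 1648 aligned bp, with 34 differences. The summed TPM of both genes was 127.5 ± 15.53 in control and 125.5 ± 20.71 in *Prdm16* SMKO aortas, a log2 difference of −0.0279 (exact permutation test, 2-sided *P* = 0.8, where 0.1 is the smallest possible). This is consistent with reads that are shared between the near-identical copies and moved from one to the other by a sequence variant in 1 group, while no variant was read here. *Eno1* lies within 20 Mb of *Prdm16* on chromosome 4. A true exchange between the genes was not tested and stays open.

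*Ciart*, a clock gene that the paper does not discuss, had 19.27 ± 8.24 TPM in *Prdm16* SMKO aortas and 5.247 ± 0.829 TPM in control aortas (SD, n = 3 each; log2 fold change 1.79, standard error 0.27). It was called in 13 of 17 settings, with adjusted *P* values by limma from 0.00331 to 0.114, and was not called without control aorta 1 (0.0754) or without control aorta 3 (0.0835). The nearest peak of the PRDM16 library was 12.4 kb upstream of its TSS. A later time of day or clock phase in the *Prdm16* SMKO aortas is a candidate explanation, since the genes that peak near ZT12 changed by 1.68 more on the log2 scale than those that peak near ZT0. A loss of PRDM16 itself, the biological difference of the design, stays open as well.

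*Gm47283*, a gene at the distal end of the Y chromosome (90784738 to 90816464), had 317.4 ± 36.6 TPM in *Prdm16* SMKO aortas and 122.4 ± 13.9 TPM in control aortas (SD, n = 3 each; log2 fold change 1.37, standard error 0.13, adjusted *P* = 0.0027 by limma). Within 5 Mb of the distal end of X or Y, 7 of 24 tested genes (29.2%) were called, all of them higher, against 159 of 15615 elsewhere (1.02%; odds ratio 40.0, Fisher's exact test, *P* = 3.98e-09). The others were *Frmpd4*, *G530011O06Rik*, *Gm21887*, *Hccs*, *Mid1*, and *Mid1-ps1*. Of 7 tested Y genes outside this window 0 were called, with 0 at an unadjusted *P* under 0.05. A difference in sex is argued against, because *Xist* was at most 0.29 TPM in any aorta. A Y chromosome of another origin in the mice with the Cre, whose transgene lies on Y, cannot be told apart from the effect of the genotype. By the sample labels the Cre is in 1 group only, although the paper's Methods name both *Prdm16* lox/lox mice and Cre mice as controls.

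A peak of the PRDM16 library covered the longest internal exon of *Prdm16*, with a fold enrichment of 11.5, a signal at a gene for which the paper reports no peak. It spans 1332 bp, from 154340770 to 154342101 on chromosome 4, and covers 94.0% of an exon of 1417 bp without leaving it. Another peak, with a fold enrichment of 7.86, covers 92.0% of an exon of 350 bp, and 2 further peaks lie in introns. Of the 4 peaks within *Prdm16*, 2 matched an exon to 90%, against 11 of 11267 elsewhere (Fisher's exact test, *P* = 7.36e-06). DNA of the introduced PRDM16 coding sequence, which holds exons without introns, is a candidate explanation for these 2 peaks. The other 18 of the 20 annotated exons, some of which are forms of the same exon, held 0 peaks. Of these, 2 are as long as the shortest peak of the library (224 bp), the last exon of 4798 bp and an internal exon of 234 bp. How much of each exon is coding sequence was not examined, so the empty exons do not count for or against the introduced sequence. The introduced DNA cannot be told apart here from binding of PRDM16 to its own gene, since reads at these exons were not examined.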

How the results depend on the processing

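The settings with protein-coding genes only, without genes within 20 Mb of *Prdm16*, with fry for Reactome, with a q of at most 0.01, with GENCODE transcripts, with shifted regions, and with a promoter from 1 kb upstream to 100 bp downstream for single genes, all alternatives for Supplemental Table 3 and the clock genes by phase, and all settings for higher and lower genes apart, with promoter peaks and for the clock genes among them, were tests chosen only after the result was seen. Apart from those named as shown by their construction, the cause was not tested.

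The 168 called genes became 110 without a filter (more genes tested), 413 after median ratio, 392 after quantile normalization, and 48 without a trend. Among protein-coding genes only, 291 were called, and 144 of these were among the 168. With 1 aorta left out (fewer samples) the number ranged from 91 (without control aorta 1) to 141. It was 99 without control aorta 2, 93 without control aorta 3, and 105 without *Prdm16* SMKO aorta 1. Of the named genes of the lists, 4 were called, against 10 after median ratio, 9 after quantile normalization, 7 among protein-coding genes, and 0 without a trend (1753 of all genes had an unadjusted *P* under 0.05). Over all settings, 669 of 721 log2 fold changes of named genes kept their direction and side of the threshold, 22 became weaker, 15 stronger, and 15 changed sign.

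The sign changed after median ratio for *Nos3* (0.03699) and *Rora* (0.05525), and after quantile normalization for *Nos3* (0.01411), *Rora* (0.04009), and *Csnk1d* (0.008558). With 1 aorta left out, the log2 fold change ranged from −0.06865 to 0.2008 for *Cry2*, from −0.8821 to 0.1635 for *Adra1a*, from −0.4494 to 0.4777 for *Nos3*, from −0.01558 to 0.09294 for *Rock2*, from −0.01714 to 0.2412 for *Nr1d1*, and from −0.1256 to 0.01456 for *Rora*.

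The camera *P* value of the core clock genes, 1.78e-05, was 0.2025 with an estimated correlation and 0.228 with fry, and stayed past the threshold in the other settings. The 6 Reactome pathways became 0 with an estimated correlation and 0 with fry, and 7 with sets of 15 to 200 genes. The difference between the clock genes that peak near ZT12 and near ZT0, 1.68, was 1.29 with a pseudocount of 1, which shrinks the change of genes with low TPM, and 1.56 to 1.84 with 1 aorta left out. The share of genes with the same sign as in Supplemental Table 3 was 98.6% to 99.3% in every setting run, whereas the 46 of its genes that were called became 158 after median ratio, 148 after quantile normalization, 105 among protein-coding genes, 19 without a filter, 3 without a trend, and 17 (without control aorta 1 or 3) to 32 with 1 aorta left out.

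The peaks numbered 6452 at a q of at most 1e-05, by construction. Their promoter share, 60.98%, was 55.08% within 1 kb, 20.44% from 1 kb upstream to 100 bp downstream, 62.14% at a q of at most 0.001, and 64.58% with GENCODE transcripts. Promoter peaks were present at the same 10 of 23 genes named by the paper within 1 kb, within 5 kb, and at a q of at most 0.001 or 0.01, and at 3 of them with a promoter from 1 kb upstream to 100 bp downstream, which by construction leaves out peaks centred further into the gene. The odds ratio of the overlap of called genes with promoter peaks, 0.818, was 1.20 after median ratio, 1.15 after quantile normalization, 0.167 without a trend, and 0.466 to 0.782 with 1 aorta left out. For higher genes alone the odds ratio, 0.479 (Fisher's exact test, *P* = 0.0322), was 1.20 after median ratio, 1.15 after quantile normalization, and, with *P* values no longer under 0.05, 0.502 with a pseudocount of 1 or 0.01, 0.636 without a filter, 0.519 without genes within 20 Mb of *Prdm16*, 0.681 among protein-coding genes, and 0.453 to 0.64 with 1 aorta left out (*P* from 0.0959 to 0.313). With *P* values of Fisher's exact test still under 0.05, the odds ratio was 0.213 without a trend (*P* = 0.0299), 0.448 with a mean TPM of at least 1 (*P* = 0.0112), and 0.462 with the replicate number as a block (*P* = 0.0142). For lower genes alone, at 1.02, it was 0.803 with a pseudocount of 1, 0.948 with 0.01, 0.914 without a filter, 0.824 with the replicate number as a block, 0.116 without a trend (Fisher's exact test, *P* = 0.0164), and with 1 aorta left out 0.412 (without control aorta 1, *P* = 0.0116) to 0.885, with 0.53 (*P* = 0.0329) without *Prdm16* SMKO aorta 1. For all called genes with the replicate number as a block it was 0.685 (Fisher's exact test, *P* = 0.0293), although the numbers do not pair the aortas. The odds ratio of core clock genes among higher genes with a promoter peak, 84.2, was 0.0 without a trend, where 2 such genes were left, and 70.2 to 211 with 1 aorta left out. Among lower genes with a promoter peak it was 9.26, against 25.1 without a filter (Fisher's exact test, *P* = 0.0442), 9.21 among protein-coding genes (*P* = 0.0253), 0.0 without a trend, where 1 such gene was left, and 13.0 to 43.5 (without control aorta 1) with 1 aorta left out. AGATAA was in 9.47% of peaks and in 22.3% of shifted regions, which reverses its direction, and TATCTATCTATC was in 0.133% of peaks and in 0.373% of shifted regions (exact McNemar test, *P* = 0.00046). The depth of the libraries is unknown, so the lack of a peak or of a call at a gene sets no limit on the binding or change there.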

Differences from the paper's values

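The comparisons with protein-coding genes only, and the number of genes with a promoter peak from 1 kb upstream to 100 bp downstream, were tests chosen only after the result was seen.

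The paper's promoter share of peaks is 19.5%, against 60.98% here. Of the alternatives set before the data were examined, a promoter from 1 kb upstream to 100 bp downstream of the TSS gave 20.44%, near the paper's value, and a window of 1 kb (55.08%), the peak summit (60.9%), and a q of at most 0.001 (62.14%) did not. For exons the paper's share is 12.1%, against 2.795% here, and none of these alternatives closed the gap (4.41% within 1 kb, 21.42% from 1 kb upstream to 100 bp downstream, 2.839% for the summit, 2.72% for the q). The shares that the paper names leave part of its peaks in other classes, which were not separated here. Its classes are therefore not fully like those used here. For introns the paper's share is 38.0%, against 17.28% here, and 38.12% from 1 kb upstream to 100 bp downstream, while the other alternatives gave 16.69% to 20.5%.

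In Figure 6A the paper shows about 420 higher and about 470 lower genes, read by eye, against 61 and 107 here. No alternative set before the data were examined closed the gap, and the nearest was rescaling by median ratio, with 200 higher and 213 lower genes. Supplemental Figure 7 of the paper shows about 2200 genes with a promoter peak, read by eye, against 6818 here, with 6402 within 1 kb, 7390 within 5 kb, and 6206 at a q of at most 0.001, which did not close the gap, and 2385 from 1 kb upstream to 100 bp downstream, near the paper's value in a setting chosen for this count after seeing the values. By the distances in the paper's Supplemental Table 3, 311 of its genes (72.2%) have their peak outside that window. Supplemental Table 3 of the paper lists genes with a change in expression and a promoter peak, the paper's 207 higher and 224 lower, against 12 and 43 here. The nearest alternatives were median ratio, with 87 and 94, and quantile normalization, with 80 and 87, and none closed the gap. For the GATA3 sequence the paper shows about 1.4% of peaks in Figure 7B, read by eye, against 0.133% here for the exact sequence, 0.107% around the summit, and 0.142% at a q of at most 0.001, so that none closed the gap. The log2 fold change of *Bhlhe40* in the paper's table is 1.34, against 1.105 here, and of the alternatives set before the data were examined median ratio (1.227) and quantile normalization (1.213) narrowed the gap to less than the SD between aortas without reaching the paper's value, and with the others it stayed larger than that.

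Among genes that the paper's table lists as changed, *Arntl*, *Per2*, *Adra1d*, *Tgfb2*, *Nr1d2*, *Tef*, *Hlf*, *Bhlhe41*, and *Csnk1e* were not called here. After median ratio *Nr1d2*, *Tef*, *Hlf*, and *Bhlhe41* were called, after quantile normalization *Tef*, *Hlf*, and *Bhlhe41*, and with protein-coding genes only, a setting chosen after seeing the values, *Arntl* (adjusted *P* = 0.0273 by limma, against a range of 0.0273 to 0.257 over its settings). *Per2*, *Adra1d*, *Tgfb2*, and *Csnk1e* were called in 0 of 17 settings, with adjusted *P* values by limma of at least 0.0508 and, in the analysis of all genes with the main settings, unadjusted *P* values of 0.0210, 0.00372, 0.0323, and 0.297. The paper's adjusted *P* values for them are 1e-05, 3.1e-04, 1.1e-04, and 0.0074, by a test that its text does not name. Their log2 fold changes had the same sign here as in the paper, so the calls differ and the directions do not.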

Other observations

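The tests of other splits of the aortas, of a few abundant genes, of the levels of skeletal muscle genes, of a later time of day, of the genes near *Prdm16*, of tandem repeats, and of *Adra1a* with the brown adipocyte score, and the settings with protein-coding genes only and without genes within 20 Mb of *Prdm16*, were chosen only after the result was seen.

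Of the 10 splits of the 6 aortas into 3 against 3, 1 gave as many as 168 called genes, the real grouping, and the other 9 gave 0 to 4. As small a camera *P* value for the core clock genes was given by 1 of 10 splits, the real one, with 0.01413 to 0.2907 in the others. At least 6 Reactome pathways were called in 8 of 10 splits, so this count is not larger than other groupings give. With 10 splits, chance cannot be told apart at a share under 0.1.

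Unequal amounts of perivascular fat between the groups stay open. Of the 9 tested brown adipocyte genes, 0 had groups without overlap (chance gives 10% of genes, so that 0 of 9 decides nothing), with 0 called and 0 at an unadjusted *P* under 0.05, while all 9 were lower in *Prdm16* SMKO aortas and most of them varied more than 2-fold within each group. *Ucp1* was 63.86 TPM in control aortas (range, 15.34 to 116.8) and 60.03 TPM in *Prdm16* SMKO aortas (22.35 to 127.23), and *Fabp4* 626.4 and 477.1 TPM. Unequal amounts of skeletal muscle as the whole cause are argued against, because the abundant transcripts of muscle stayed low in every aorta. *Acta1* was at most 0.67 TPM, *Myh4* 0.16 TPM, *Pvalb* 0.14 TPM, *Atp2a1* 0.33 TPM, and *Tnni2* 1.15 TPM, and the highest value of any of the 10 listed genes was 7.63 TPM (*Ckm*), whereas the group means of 106 of the 168 called genes differed by more than that. The other 5 of these genes passed the TPM filter and were all lower in *Prdm16* SMKO aortas, with 0 called and 0 at an unadjusted *P* under 0.05. Unequal shares of a few abundant genes as the whole cause are argued against, since 164 of the 168 genes were called after median ratio.

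The median log2 fold change and exact permutation *P* value of each marker list, where 0.1 is the smallest possible, were −0.27 and 0.3 for smooth muscle (10 genes), −0.31 and 0.6 for brown adipocytes, −0.58 and 0.4 for skeletal muscle, −0.65 and 0.4 for blood (7 genes), 0.044 and 0.4 for macrophages and antigen presentation (10 genes), −0.0014 and 1 for fibroblasts (10 genes), −0.033 and 0.9 for endothelium (10 genes), −0.22 and 0.7 for immediate-early genes (14 genes), and −0.081 and 0.8 for male sex (4 genes). Called genes on these lists were *H2-Eb1* (log2 fold change 1.16, adjusted *P* = 0.0497 by limma) and *Nr4a1* (log2 fold change −1.33, adjusted *P* = 0.020 by limma). *H2-Eb1* was called in 6 of 17 settings and in 0 of the 6 that left out 1 aorta (adjusted *P* values by limma of 0.0553 to 0.15, with 0.0164 to 0.175 over all settings), and *Nr4a1* in 13 of 17 (0.00326 to 0.128). The median of the list of macrophages and antigen presentation covers genes that moved apart, as seen from their values: *Cd74*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1* had log2 fold changes of 1.01 to 1.21, from 0.70 to 1.48 over all settings, with every *Prdm16* SMKO value higher than every control value and adjusted *P* values by limma of 0.13, 0.14, 0.084, and 0.0497, while the other 6 genes had log2 fold changes of −0.20 to 0.064.

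The 4 tested clock genes that peak near ZT0 were all lower in *Prdm16* SMKO aortas (median log2 fold change −1.14) and the 10 that peak near ZT12 all higher (0.546), a difference of 1.68 and an exact permutation *P* value of 0.1 for each list, the smallest possible. Without control aorta 3 or without *Prdm16* SMKO aorta 2, 9 of the 10 were higher. All 4 genes that peak near ZT0 had a promoter peak, so for them binding and phase cannot be told apart. Of the 10 genes that peak near ZT12, the 5 without a promoter peak had a median of 0.518 and the 5 with a peak 0.629. A later time of day or clock phase in the *Prdm16* SMKO aortas is therefore a candidate explanation, and the paper's text does not give the time at which these aortas were taken. The paper's qPCR over 24 hours, in other samples, has *Npas2* lower at all time points, which a shift in phase alone does not give, so an effect of PRDM16 on the clock genes stays open.

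Called genes gathered near *Prdm16* on chromosome 4, where 21 of 251 tested genes within 20 Mb (8.37%) were called, 20 of them lower, against 145 of 15388 elsewhere (0.942%; odds ratio 9.6, Fisher's exact test, *P* = 2.48e-13). Over 4 other settings the odds ratio was 4.92 to 14.6, and among genes of the paper's Supplemental Table 3 it was 3.36. Chance placement is argued against, since the fullest bin of 10 Mb held 18 called genes and at most 10 in any random placement (permutation *P* = 0.0001, the smallest that 10000 placements can give). Promoter binding as mapped in the fibroblasts stays open. Of the 18 called genes there with an annotated TSS, 33.3% had a promoter peak. Of the 195 not called, 37.9% had one (Fisher's exact test, *P* = 0.803). A lack of difference between so few genes does not decide the question. A strain segment around *Prdm16* that differs between the groups cannot be told apart from an effect of the deletion on its neighbours, because the TPM hold no variants, and the labels give *Prdm16* lox/lox for both groups while the table columns name the controls WT. Without these genes 126 genes were called.

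The MECOM sequence may stand for tandem repeats in a few peaks, since 56 of the 58 peaks with it held more than 1 copy. No biological explanation was tested.

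The paper reports *Adra1a* as reduced by qPCR of the abdominal aorta, whereas the RNA-Seq is of the thoracic aorta, so the tissues differ. *Adra1a* was 1.50 ± 1.19 TPM in *Prdm16* SMKO and 1.77 ± 1.07 TPM in control thoracic aortas (SD, n = 3 each, with a log2 fold change of −0.31 and adjusted *P* = 0.87 by limma), and its sign changed without control aorta 2 (0.12) and without *Prdm16* SMKO aorta 2 (0.16). Over the 6 aortas it followed the brown adipocyte score (Pearson r 0.951, exact permutation *P* = 0.0042, adjusted for 3 relations 0.013 by Benjamini-Hochberg; Spearman rho 1.0, exact permutation *P* = 0.0028), and r was 0.978 over the 4 aortas left without the 2 farthest from the median score. *Adra1b* (r −0.657, exact permutation *P* = 0.16, adjusted 0.24; Spearman rho −0.657, exact permutation *P* = 0.17) and *Adra1d* (r −0.154, exact permutation *P* = 0.76, adjusted 0.76; Spearman rho −0.0857, exact permutation *P* = 0.92) did not over the 6 aortas, with r of −0.554 and −0.855 over the same 4 aortas, so that the value for *Adra1d* rests on the 2 left out. Unequal amounts of perivascular brown fat between aortas of a group is a candidate explanation, and with 3 aortas in each group no correlation within a group was computed.

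Other genes that the paper measured by qPCR, in aortas or in rat VSMCs, had these log2 fold changes and adjusted *P* values by limma in the RNA-Seq: *Htr2a* −0.59 (0.35), *Ptgfr* −0.30 (0.77), *Tbxa2r* −0.55 (0.20), *Nos3* −0.084 (0.96), *Acta2* −0.63 (0.072), *Myh11* −0.24 (0.57), *Tagln* −0.30 (0.34), *Cnn1* −0.47 (0.10), and *Agtr1a* −0.75 (0.50). *Acta2* was called with protein-coding genes only, at an adjusted *P* value of 0.0267 within a range of 0.0267 to 0.519 over its settings. *Tgfb2*, which the paper names from earlier work and lists in Supplemental Table 3, had a log2 fold change of 0.43 (adjusted *P* = 0.34 by limma) and a promoter peak with a fold enrichment of 14.8, higher than that of 99.7% of the peaks.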
